# Molecular recording of cellular protein kinase activity with chemical labeling

**DOI:** 10.1038/s41589-025-01949-6

**Published:** 2025-07-10

**Authors:** De-en Sun, Siu Wang Ng, Yu Zheng, Shu Xie, Niklas Schwan, Paula Breuer, Dirk C. Hoffmann, Julius Michel, Daniel D. Azorin, Kim E. Boonekamp, Frank Winkler, Wolfgang Wick, Michael Boutros, Yulong Li, Kai Johnsson

**Keywords:** Chemical tools, Imaging, Kinases

## Abstract

Protein kinases control most cellular processes and aberrant kinase activity is involved in numerous diseases. Here we introduce molecular recorders of kinase activities for later analysis to investigate the link between specific kinase activities and cellular phenotypes in heterogeneous cell populations and in vivo. Based on split-HaloTag and a phosphorylation-dependent molecular switch, our recorders become rapidly labeled in the presence of a specific kinase activity and a fluorescent HaloTag substrate. The kinase activity in a given cell controls the degree of fluorescent labeling, whereas the recording window is set by the presence of the fluorescent substrate. We designed specific recorders for four protein kinases, including protein kinase A. We apply our protein kinase A recorder to sort heterogeneous cell populations for subsequent transcriptome analysis, in genome-wide CRISPR screens to discover regulators of PKA activity and to track neuromodulation in freely moving mice.

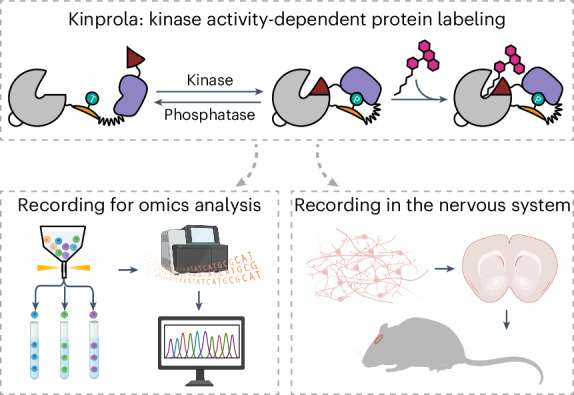

## Abstract (web summary)

Molecular recorders based on kinase activity-dependent protein labeling track specific kinase activities to understand their link to cellular phenotypes in heterogeneous cell populations and in vivo.

## Main

Protein kinase signaling cascades are essential in nearly all cellular processes. Aberrant kinase signaling, which disrupts the balance of protein phosphorylation, is tightly linked to tumorigenesis and neuronal dysfunction^1^. A prototypical kinase is cAMP-dependent protein kinase (that is, protein kinase A (PKA)), a major cAMP effector, which integrates different signaling pathways, including neuromodulation, metabolism and proliferation, to control a vast number of physiological processes^2^. Monitoring the activity of specific kinases thus can provide important insights into cellular physiology, an example being the measurements of PKA activities as a readout for neuromodulation in the brain^3–13^. Currently, phosphorylation state-specific antibodies are widely used to analyze protein phosphorylation levels at a single time point in cell lysates and fixed samples. However, the inaccessibility of the antigen to the antibody can compromise the sensitivity and quantifiability of the approach^14^. Genetically encoded kinase activity reporters with fluorescence or luminescence readouts allow real-time monitoring of kinase activity ex vivo and in vivo^15^. While these sensors offer exquisite spatiotemporal resolution, the restricted field of view of optical approaches and the limited penetration of light into tissue poses some restrictions with respect to number of cells and tissue regions investigated. Furthermore, long-term in vivo imaging remains laborious and requires custom-built imaging equipment. A recent optogenetic approach, KINACT, relies on reporter gene expression that is induced both by kinase activity and illumination with blue light^16^. Converting transient kinase signals into a ‘permanent’ mark separates recording from analysis and thus facilitates the parallel investigation of large number of cells. However, the approach requires reporter gene expression for 1 day after illumination and still suffers from the same limitations as other optical approaches. Directly recording kinase activity with high temporal resolution in a scalable manner or in deep tissues without the need for illumination thus remains challenging.

To address these challenges and complement the aforementioned approaches, we developed split-HaloTag recorders for kinase activity-dependent protein labeling (Kinprola). Kinprola enables the accumulation of an irreversible label in the presence of both a specific kinase activity and a fluorescent HaloTag substrate. Kinprola allows scalable recording of kinase activities for later analysis in different cellular compartments, and its modular design enables the generation of Kinprola variants for different kinases. We demonstrate the versatility of Kinprola for applications in transcriptome analysis, in functional genomic screening and for the tracking of neuromodulation in freely moving mice.

## Results

### Development of Kinprola

We first focused on the generation of a recorder for PKA, Kinprola_PKA_, in which reversible phosphorylation of Kinprola_PKA_ by PKA would activate its labeling activity. To develop Kinprola_PKA_, we utilized the split-HaloTag system recently developed by our group^17^. The system is comprised of a truncated, circularly permutated HaloTag (cpHaloΔ) that retains the overall fold of HaloTag but exhibits almost no activity and a decapeptide (Hpep) that can bind to cpHaloΔ and restore its activity toward chloroalkane (CA) substrates. We envisioned generating Kinprola_PKA_ by connecting cpHaloΔ and Hpep through a linker comprising the forkhead-associated domain 1 (FHA1) and a PKA-specific substrate peptide (PKAsub). Specific binding of FHA1 to phosphorylated PKAsub should then result in a conformational change of Kinprola_PKA_ that enables the activation of cpHaloΔ by binding to Hpep (Fig. 1a and Extended Data Fig. 1a). We used structural information on the FHA1–phosphothreonine peptide complex^18^ to design circularly permuted FHA1 variants and tested, together with wild-type FHA1, their performance in Kinprola_PKA_. We identified circularly permuted FHA1 variants with new C and N termini at positions 53 and 54, respectively, which showed a strong dependence of labeling rates on phosphorylation of Kinprola_PKA_. In addition, we incorporated the FHA1 mutation N49Y, which is known to enhance protein thermostability^19^ (Extended Data Fig. 1b and Supplementary Table 1). Finally, we systematically optimized the length and composition of the linker sequences and screened different Hpep variants. The final version of Kinprola_PKA_ showed no significant labeling with a fluorescent tetramethyl-rhodamine HaloTag substrate (TMR-CA) in its nonphosphorylated form but exhibited a more than thousandfold increase in labeling speed after being phosphorylated by PKA catalytic subunit (PKAcat) (that is, second-order rate constant after phosphorylation (*k*_TMR-CA_) = 1.37 × 10^5^ M^−1^ s^−1^) (Fig. 1b, Extended Data Fig. 2 and Supplementary Table 2). When mutating the phospho-acceptor site threonine to alanine (T/A) in the PKAsub, resulting in Kinprola_PKA_T/A_, no increase in labeling rate was observed after incubation with PKAcat and ATP (Fig. 1b and Extended Data Fig. 2). Kinprola_PKA_ was also rapidly labeled in a PKA-dependent manner by several other spectrally distinct fluorescent substrates (Extended Data Fig. 2, Supplementary Fig. 1 and Supplementary Table 2).

**Fig. 1:**
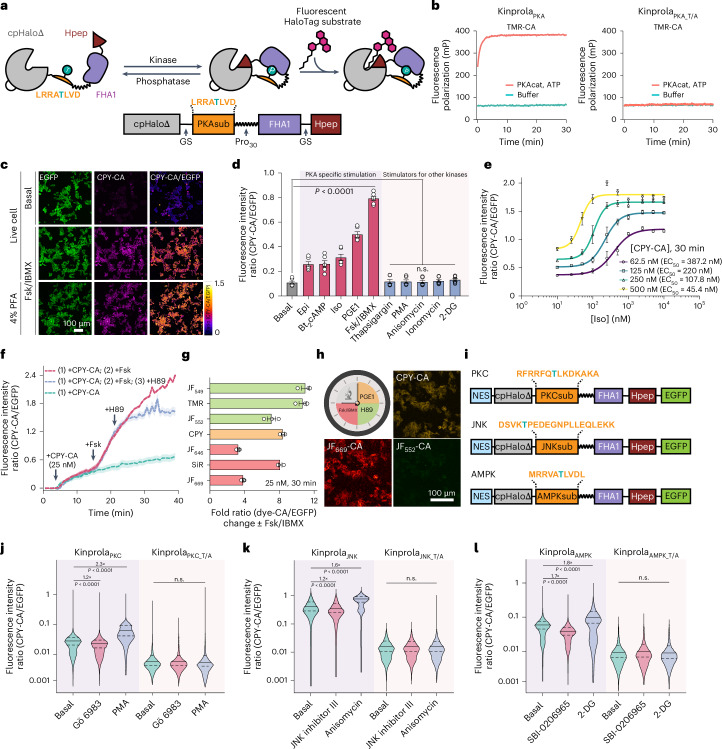
Design and characterization of the Kinprola recorder. **a**, A schematic of the Kinprola_PKA_ design. GS, Gly-Ser; Pro30, 30 Proline. **b**, The labeling kinetics of Kinprola proteins. **c**, The fluorescence images of HEK293 cells expressing Kinprola_PKA_ under different treatments. The representative images from four wells of cell culture show similar results. **d**,**e** A flow cytometry analysis of HEK293 cells expressing Kinprola_PKA_ treated with different stimulators (**d**) or varying Iso doses (**e**), apparent EC_50_ values from sigmoidal curve fitting. EC_50_, half maximal effective concentration of Iso. *P* < 0.0001 between basal and PKA-specific stimulation; *P* = 0.9867, 0.9999, >0.9999 between basal and 2-DG, Ionomycin or others. **f**, Representative time-lapse traces recorded from HEK293 cells expressing Kinprola_PKA_ successively treated with Fsk and H89. **g**, A flow cytometry analysis of HeLa cells expressing Kinprola_PKA_ labeled with different fluorescent substrates in the presence or absence of Fsk/IBMX. **h**, A recording of successive periods of PKA activity in HEK293 cells. **i**, The domain structures of Kinprola variants. **j**–**l**, Flow cytometry analysis of HeLa cells expressing different Kinprolas under various treatments. *P* < 0.0001 between Kinprolas basal and treatments; *P* > 0.9999 or *P* = 0.3779 between Kinprola_PKC___T/A_ basal and Gö 6983 or PMA; *P* > 0.9999 between Kinprola_JNK___T/A_, Kinprola_AMPK___T/A_ basal and treatments. Recording condition: 25 nM CPY-CA, 30 min for **c**, **d** and **j**–**l**. The error bars indicate the mean ± standard error of the mean for **d**–**g** or the median with the interquartile range for **j**–**l**, and data are from three technical replicates for **b**, three independent experiments with duplicates for **d**–**h** or triplicates for **j**–**l**. The statistical significance was calculated using a one-way ANOVA with Dunnett’s post hoc test for **d** and **j**–**l**. Scale bars, 100 μm for **c** and **h**. n.s., not significant. Source data

To record cytosolic PKA activities in cultured mammalian cells, we fused a nuclear export signal sequence and enhanced green fluorescent protein (EGFP) to Kinprola_PKA_. EGFP was introduced to normalize the fluorescence signal of labeled Kinprola_PKA_ for differences in expression levels of the recorder. We also constructed constitutively active Kinprola_on_ by replacing cpHaloΔ with full length cpHalo and constitutively inactive Kinprola_off_ by deleting Hpep. Similar to Kinprola_PKA_T/A_, Kinprola_off_ only accumulated background labeling (Extended Data Fig. 3a). The HEK293 cells expressing Kinprola_PKA_ were incubated with a fluorescent carbopyronine HaloTag substrate (CPY-CA) in the presence or absence of the adenylyl cyclase activator forskolin (Fsk) and the pan-phosphodiesterase inhibitor 3-isobutyl-1-methylxanthine (IBMX), a stimulation that induces high PKA activity by raising cellular cAMP levels^12,20^. Incubation with Fsk/IBMX led to strong labeling, whereas very little labeling was observed in its absence. Furthermore, the fluorescent labeling resisted subsequent chemical fixation (Fig. 1c and Supplementary Fig. 2). A flow cytometry analysis revealed an eightfold change in normalized fluorescence intensity (CPY-CA/EGFP) between Fsk/IBMX-treated and untreated cells (Fig. 1d and Supplementary Fig. 3). Labeling times as short as 5 min and CPY-CA concentrations as low as 5 nM were sufficient to detect a difference between Fsk/IBMX-treated and untreated cells (Extended Data Fig. 3). By contrast, Kinprola_on_ showed negligible differences with or without Fsk/IBMX treatment, and neither Kinprola_off_ nor Kinprola_PKA_T/A_ showed significant labeling (Extended Data Fig. 3). Kinprola_PKA_ labeling was dose dependent on Fsk, and directly raising intracellular cAMP concentrations with the cell-permeable cAMP analog (Bt_2_cAMP) also increased Kinprola_PKA_ labeling (Fig. 1d and Extended Data Fig. 4a). The cAMP/PKA pathway acts as a central downstream mediator of multiple G-protein-coupled receptor (GPCR) signaling pathways and Kinprola_PKA_ also strongly responded to several key Gα_s_-coupled receptor agonists such as epinephrine, isoproterenol (Iso) and prostaglandin E1 (PGE1) in a dose-dependent manner (Fig. 1d,e and Extended Data Fig. 4a). Furthermore, incubation with the PKA inhibitor H89 further suppressed the already low basal labeling of Kinprola_PKA_ (Extended Data Fig. 4a). Various stimulators of kinases other than PKA did not increase Kinprola_PKA_ labeling, confirming that Kinprola_PKA_ specifically reports on PKA activation (Fig. 1d). Using different concentrations of CPY-CA, the responsiveness of Kinprola_PKA_ to varying doses of Iso stimulation can be finely tuned, both for Kinprola_PKA_ with cytosolic localization as well as microtubule targeting (Fig. 1e and Extended Data Fig. 4b). While Kinprola_PKA_ was designed to record periods of PKA activity for later analysis, it can also be used for real-time recording. Addition of Fsk to HEK293 cells expressing Kinprola_PKA_ resulted in an increase in Kinprola_PKA_ labeling as measured by timelapse fluorescence microscopy. In these experiments, the rate of Fsk-induced labeling can be modulated by varying the concentration of CPY-CA (Supplementary Fig. 4) and attenuated to the basal labeling level by the addition of the PKA inhibitor H89 (Fig. 1f). This demonstrates that Kinprola_PKA_ responds to sudden changes in cellular PKA activity. Furthermore, a variety of different fluorescent HaloTag substrates can be used for the Fsk/IBMX-dependent fluorescent marking of Kinprola_PKA_-expressing cells (Fig. 1g and Supplementary Fig. 1), and we leveraged this to distinguish multiple recording periods in a single cell. Specifically, the cells expressing Kinprola_PKA_ were first incubated with CPY-CA and PGE1 (moderate stimulation of PKA), then with the fluorescent Janelia Fluor (JF) 552 HaloTag substrate (JF_552_-CA)^21^ in the presence of H89 (inhibition of PKA) and finally with JF_669_-CA^22^ and Fsk/IBMX (strong stimulation of PKA). Post hoc imaging showed the expected pattern of moderate labeling with CPY, weak labeling with JF_552_ and strong labeling with JF_669_ (Fig. 1h). By switching the combination of fluorescent substrates and drugs, the differences in labeling efficiencies for the three periods were observed to be independent of which fluorescent substrate was used for which recording period (Extended Data Fig. 5).

Kinprolas for other kinases can be created by substituting the PKAsub with substrate peptides specific for other kinases such as protein kinase C (PKC)^23^, c-Jun N-terminal kinases (JNKs)^24^ and AMP-activated protein kinase (AMPK)^25^. Without additional engineering, these Kinprola variants recorded the activities of their cognate kinases during drug stimulation or inhibition in the cytosol of mammalian cells, with minimal responses observed in T/A mutant negative controls (Fig. 1i–l and Extended Data Fig. 6a,b). Furthermore, Kinprola_PKA_ can be (simultaneously) used in different cellular compartments. For this, Kinprola_PKA_ variants with different localization tags were simultaneously expressed in cytoplasm and nucleus of single cells. Different fluorescent proteins were introduced to normalize the labeling intensity separately (Extended Data Fig. 6c). Fsk/IBMX stimulation, in the presence of CPY-CA, resulted in increased fluorescent labeling both in the nucleus and the cytosol compared with fluorescent labeling observed in the absence of Fsk/IBMX (Extended Data Fig. 6d,e).

### Kinprola_PKA_ recording for transcriptome analysis

Recording transient kinase activity for later analysis is particularly valuable for correlating cellular phenotypes with kinase signaling in large and heterogeneous cell populations. An example of a heterogeneous cell combination is glioblastoma, the most frequent and aggressive adult-type diffuse glioma^26,27^. Glioblastoma cells (GBCs) exhibit diverse phenotypic and behavioral characteristics. For instance, the formation of tumor microtubes diversifies GBC invasiveness, which also positively correlates with their proliferation^28–31^. Recently, using Caprola_6_, a split-HaloTag recorder for cytosolic calcium transients, we observed heterogeneous calcium signaling signatures in GBC subpopulations^17,31^. To investigate whether GBC subpopulations selected using Kinprola_PKA_ with varying PKA activities and the potential connection with calcium signaling, we expressed Kinprola_PKA_ in patient-derived GBCs and cultured them in a two-dimensional monoculture under serum-free stem-like conditions, in which GBCs retain their capacity for tumor microtubes formation^31,32^. Following labeling with CPY-CA, the GBCs were sorted into high, medium and low normalized labeling intensity groups using fluorescence-activated cell sorting (FACS) and subjected to bulk RNA sequencing (RNA-seq) (Fig. 2a and Supplementary Fig. 5a). As a control, GBCs expressing Kinprola_on_ underwent the same procedure to eliminate potential labeling differences due to CPY-CA permeability heterogeneity (Supplementary Fig. 5b).

**Fig. 2:**
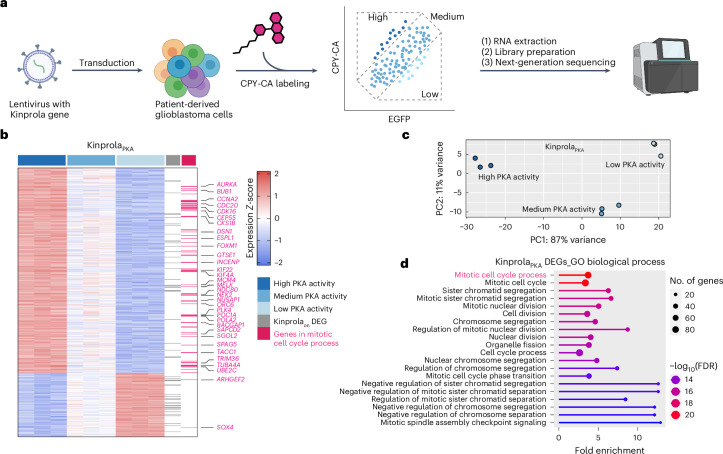
Kinprola enables selection of cell subpopulations based on PKA activity for transcriptome analysis. **a**, A schematic of Kinprola_PKA_ recording in GBCs for subsequent bulk RNA-seq. Created with BioRender.com. **b**, The transcriptional profiles of three sorted Kinprola_PKA_-expressing GBC groups. The DEGs are color-coded by *Z*-score. The genes in the GO term ‘mitotic cell cycle process’ are highlighted in magenta, and the representative gene symbols are listed. The overlapped DEGs in both the Kinprola_PKA_ and Kinprola_on_ groups are in gray. RNA-seq is from biological triplicates. **c**, The principal component analysis of the three sorted Kinprola_PKA_-expressing GBC groups. PC1 (x axis) and PC2 (y axis) correspond to the first and second principal components. **d**, The top 20 GO biological processes enriched in Kinprola_PKA_-identified DEGs, ranked by a FDR. n.s., not significant. Source data

The transcriptomic profiles of three groups were clearly separated in Kinprola_PKA_, and 737 differentially expressed genes (DEGs) between all groups in pairwise group analysis were identified (Fig. 2b,c). Among the 737 Kinprola_PKA_-identified DEGs, only 55 DEGs were overlapped with 326 DEGs identified by Kinprola_on_ (Extended Data Fig. 7a,b), suggesting their unique signatures. Subsequent Gene Ontology (GO) analysis, conducted without the coinciding DEGs, revealed that GO terms associated with proliferation, such as mitotic cell cycle process and extracellular matrix were over represented in the 682 Kinprola_PKA_-specific DEGs (Fig. 2d and Extended Data Fig. 7c). By contrast, the molecular function of DEGs identified by Kinprola_on_ was associated with transporters and other features (Extended Data Fig. 7d,e). This observation is consistent with previous studies on PKA activity oscillations during the cell mitotic process^33–35^, suggesting the impact of PKA activity for GBC proliferation. Interestingly, 190 Kinprola_PKA_ DEGs overlapped with those identified by Caprola_6_^17^, while the remaining three-quarters are unique to their respective signatures (Extended Data Fig. 7f). This demonstrates the specificity of Kinprola_PKA_ and Caprola_6_ to select GBC subpopulations on the basis of PKA activities and calcium transients. GO analysis of these overlapping DEGs revealed enriched features including kinase activity and mitotic cell cycle process (Extended Data Fig. 7g,h), indicating that both PKA and cytosolic calcium play important roles in regulating these overlapping genes during the GBC mitotic process. Taking together, these experiments demonstrate the capability of Kinprola for stably marking, selecting and analyzing cell subpopulations within heterogeneous networks in a high-throughput and scalable manner.

### Kinprola_PKA_ recording for CRISPR-knockout screening

To demonstrate the capability of Kinprola_PKA_ for identifying potential regulators of PKA, we combined a pooled CRISPR-knockout screening approach with Kinprola_PKA_, which can select cells on the basis of their relative PKA activities after genetic perturbation. First, transgenes for Kinprola_PKA_ and Cas9 were introduced into RKO colon cancer cells by lentiviral integration. The cells stably expressing the two transgenes exhibited robust responses to both drug stimulation and inhibition compared with cells expressing Kinprola_on_ and the T/A mutant (Extended Data Fig. 8a). To conduct pooled genetic perturbation, the stable cells were transduced with a lentiviral genome-wide single guide RNA (sgRNA) library^36^ at a multiplicity of infection (MOI) of 0.2 to 0.3, followed by puromycin selection of transduced cells, expansion and labeling with CPY-CA at day 6 after transduction. The labeled cells were then sorted into three populations on the basis of their normalized labeling intensity (high 25%, lowest 25% and medium) (Fig. 3a and Extended Data Fig. 8b). Next-generation sequencing was performed on each sorted sample to determine the abundance of each sgRNA present in the three cell subpopulations. 

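RKO is an established human colon carcinoma cell line. The sgRNA cassette of each cell was amplified and sequenced, so that the reads of an sgRNA measure how many cells with that knockout entered a sorted population. An sgRNA with more reads in the high than in the low population therefore marks a knockout found more often among cells with high normalized labeling (CPY-CA/EGFP). The deposited count table of the HD CRISPR sublibrary A held 74987 sgRNAs, of which 74552 were directed against genes, at a median of 4 sgRNAs per gene. Its controls included 278 sgRNAs without a target in the human genome (159 nontargeting, 96 against LacZ and 23 against luciferase), 50 against the AAVS1 locus and 22 against EGFP, which is part of Kinprola_PKA_. Cells had been labeled with 125 nM CPY-CA for 30 min on day 6, and gates of around 25%, 50% and 25% of the cells gave the high, medium and low populations. The sample labels call the medium population basal and number the 2 screens as replicates 2 and 3. Each screen had 1 library per sorted population and 1 library of day 0 (T0), which the paper's text does not describe and which entered none of the comparisons between sorted populations. The authors counted reads with MAGeCK 0.5.9.4 and deposited raw counts per sgRNA and sequencing lane. Over sgRNAs with at least 20 reads, the 4 lanes of a library differed by about the sampling noise (chi-square per degree of freedom 1.02 to 1.03, against 5.76 to 7.34 between the screens). The lanes were therefore summed, and each library counts as 1 sample. In the screen labelled replicate 2, the high population had 31774397 reads, the medium population 30406448, the low population 25934312 and T0 31777138. In the screen labelled replicate 3, these totals were 23369720, 25964569, 25269709 and 27065374 reads. The median sgRNA had 260 to 356 reads in a library, and 1.83% to 4.37% of the sgRNAs had under 50 reads, so that single sgRNAs at the low end are measured less precisely than the rest. Following the study's methods, counts were scaled to the mean library total, 1 read was added, and log2 fold changes between populations were taken within each screen and averaged over the sgRNAs of a gene. limma then tested the mean of the 2 screens, with Benjamini-Hochberg adjustment over 18659 entries, of which 18638 were genes and 21 were control entries. The scaling and the added read are choices that the paper's text does not name. The study's removal of core-essential genes by DepMap score was not applied here. In counts simulated for the high versus low comparison, with 200 of 18638 genes changed, the test called 100% of the genes changed by a log2 of 1 and 100% of those changed by a log2 of 2, and it also called 17 unchanged genes. With 2 screens, limma's p-value of a gene rests mostly on a spread pooled over all genes (prior degrees of freedom 10.2 for high versus low) and less on the spread between its own 2 values.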

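All 4 sgRNAs against *FZR1*, whose product activates the anaphase promoting complex, were enriched in the high relative to the low population. The same held for 3 of the 4 sgRNAs against *TRIM33*, a ubiquitin ligase that acts on SMAD signaling. All 4 sgRNAs against each of *PRKACA*, *ADCY7*, *NOP2* and *VPRBP* were depleted, as were 3 of the 4 against *GNAS* and 3 of the 4 against *PES1*. The most significant of these was sgRNA 4 against *FZR1*, with log2 fold changes of 4.38 and 4.63 in the screens labelled replicates 2 and 3 (adjusted p = 4.75e-112, edgeR). Of the sgRNAs that did not pass the test, sgRNA 2 against *GNAS* had log2 fold changes of −0.18 and −0.54 (adjusted p = 0.509, edgeR) and sgRNA 4 against *PES1* had −0.16 and −0.92 (adjusted p = 0.735, edgeR). The remaining one, sgRNA 2 against *TRIM33*, had opposite signs in the screens, at −0.31 and 0.67 (adjusted p = 0.904, edgeR). In all, 2192 sgRNAs against genes were enriched and 1154 depleted at an adjusted p under 0.05 in edgeR's quasi-likelihood test of 74739 sgRNAs, with the screen as a block. At least 2 sgRNAs were enriched for 573 genes and at least 2 depleted for 250 genes. Of 275 sgRNAs without a target that entered the test, 0 were enriched and 3 depleted. Between low and medium, 479 sgRNAs against genes were enriched in the low population and 561 depleted, and between high and medium, 839 were enriched in the high population and 90 depleted. DESeq2 with the same replicate block called 2202 sgRNAs between high and low in both directions and over all sgRNAs, where edgeR called 3364. Without the high or the low library of replicate 2, or the low library of replicate 3, edgeR called 1889, 1855 and 1986 sgRNAs.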

By comparing the sgRNA representation in each subpopulation, the sgRNAs that significantly altered Kinprola_PKA_ labeling were inferred. 

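Genes at both ends of the high versus low comparison had the same sign in both screens, which the rule required of the 10 largest in each direction, but differed in how close the 2 values lay. *FZR1* had mean log2 fold changes over its sgRNAs of 4.32 and 3.97 in the screens labelled replicates 2 and 3, and *CPSF3*, the endonuclease of messenger RNA 3′ end processing, had 4.19 and 3.98. *PRKACA*, the catalytic subunit α of PKA, had −1.56 and −1.64, and *RPL10A*, a protein of the large ribosomal subunit, had −2.99 and −2.51. The screens differed more for *TXNL4A*, a spliceosomal protein, at 4.64 and 2.92, *RPL18* at −1.76 and −3.04 and *RPL10* at −3.02 and −1.73, both of the large ribosomal subunit, and *VPRBP*, a substrate receptor of the CRL4 ubiquitin ligase, at −2.40 and −1.31. *ADCY7*, an adenylyl cyclase, had −1.34 and −0.78. Over all genes, the log2 fold change had an SD of 0.373 in 1 screen and 0.372 in the other. Across 18638 genes, which are not independent replicates, the log2 fold changes of the screens correlated with Pearson's r = 0.733 and Spearman's rho = 0.381 for high versus low. For low versus medium, r was 0.433 and rho 0.218, and for high versus medium, r was 0.471 and rho 0.203. Among the 1487 genes past the threshold in high versus low, all 1487 had the same sign in both screens and r was 0.927, but these genes were selected by their mean over the same screens.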

The screen was independently performed twice to identify differentially regulated gene targets (Extended Data Fig. 8c–e). 

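Knockout of *FZR1* gave the largest enrichment in the high relative to the low population, with a log2 fold change of 4.15 (SE 0.12, n = 2 screens, adjusted p = 8.42e-09, limma), or 17.7-fold. At the other end, *RPL10A* gave a log2 fold change of −2.75 (SE 0.13, n = 2, adjusted p = 1.46e-07, limma), from a mean of 25.7 reads per sgRNA. The spread pooled over all genes took no account of read number. *RPL14*, at 24.9 reads per sgRNA, had an SE of 0.11, as did *PRKACA* at 264.3. The SEs and p-values of genes with few reads may therefore be too small. The sgRNAs without a target used below average 405.2 reads, so their groups do not test this. Over 18638 genes, 979 were higher and 508 lower in high versus low at an adjusted p under 0.05 (limma), and 3285 had an unadjusted p under 0.05. The smallest change among these 1487 genes was 0.389 in absolute log2 units. The genes past the threshold included many whose sgRNAs had become rarer on the weighted mean of the log2 values of the sorted populations. Of the genes past the threshold, 438, or 29.5%, had fallen by a log2 of at least 1 since T0, against 3.3% of all genes. *FZR1* itself had a log2 fold change of −1.03 since T0 and *RPL10A* of −3.61. With the same total reads, a mean of log2 values is lower for a gene spread unevenly over the populations. Part of the fall of strongly changed genes can therefore come from the measure, and how much was not tested. *FZR1* had 1397 and 1199 scaled reads at T0 and 2426 and 2164 in the high libraries of the screens labelled replicates 2 and 3. It had 760 and 833 in medium and 117 and 116 in low. Of the 21 control entries, the entry of the EGFP sgRNAs passed the threshold. When the sgRNAs without a target were joined at random into 69 groups of 4, 2 of the 69 passed the threshold, with 0 to 4 over 21 such groupings and a mean of 2.07%. The largest p called among genes was 0.00398, and a mean of 12.2% of the groups had an unadjusted p under 0.05, so these groups, whose sgRNAs had a mean log2 fold change of −0.11, passed more often than the p-values of the test imply. Centring each screen on the sgRNAs without a target, which was chosen after seeing the data, gave 1273 higher and 281 lower genes, or 81.9% higher where the scaling used here gave 65.8%. Requiring in addition that 2 sgRNAs of a gene pass edgeR in the same direction gave 790 genes, an adjusted p under 1e-05 gave 258 (limma), and limma on the 6 libraries with the screen as a block called 1212 genes, but 642 and 657 without the low library of replicate 2 or of replicate 3.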

Of the 18,659 protein-coding genes targeted by the sgRNA library, a total of 340 hits from the ‘high’ versus ‘low’ comparison were selected with a false discovery rate (FDR) threshold of 0.05 (Fig. 3b). A total of 45 genes were identified that decreased normalized labeling intensity, which represent knockouts that decreased PKA activity, whereas 295 genes were identified that increased PKA activity after knockout. 

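The 10 genes with the largest depletion from the high population encode ribosomal proteins, ribosome assembly factors and translation initiation factors. *RPL10A*, *RPL18* (log2 fold change −2.40), *RPL10* (−2.38) and *RPL14* (−2.18) encode proteins of the large ribosomal subunit. *DDX56* (−2.48), *FTSJ3* (−2.40), *ISG20L2* (−2.20) and *WDR74* (−2.15) act in ribosomal RNA processing and ribosome assembly. *EIF2S3* (−2.43), a subunit of the initiation factor that brings the first transfer RNA, and *EIF5B* (−2.25), which joins the ribosomal subunits, act in translation initiation. Among the 10 genes with the largest enrichment, *FZR1* was followed by *CPSF3* (4.08), the spliceosomal *TXNL4A* (3.78) and *SART3* (3.08), the chromatin remodeling ATPase *RUVBL1* (3.45), and *SMG6* (3.43), the endonuclease of nonsense-mediated decay. The chaperone *HSPA8* (3.25), the messenger RNA capping enzyme *RNGTT* (3.16) and the Mediator subunit *MED21* (3.14) were also among them. The largest adjusted p (limma, n = 2 screens) was 1.76e-05 among the depleted genes, for *RPL10*, and 2.91e-06 among the enriched genes, for *TXNL4A*. On the mean of log2 values, which a strong change between populations also lowers, the sgRNAs of all these genes had become rarer since T0. The log2 fold changes were −3.38 for *RUVBL1*, −3.08 for *RPL14*, −2.21 for *CPSF3* and −1.50 for *ISG20L2*, and the smallest was −0.66 for *SMG6*. Some of these genes rest on few reads, with means per sgRNA of 28.9 for *RUVBL1* and 24.9 for *RPL14*, so their adjusted p-values may be too small.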

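Knockout of *PRKACA*, *GNAS* and *ADCY7*, which lie on the path from a G-protein-coupled receptor through cAMP to PKA, left fewer cells in the high than in the low population. *PRKACA* (ENSG00000072062, chromosome 19 of GRCh38 from 14091688 to 14118084) had a log2 fold change of −1.60 (SE 0.11, n = 2 screens, adjusted p = 1.47e-06, limma), so that its sgRNAs were 0.329 times as abundant in the high population. Scaled reads summed over its 4 sgRNAs were 561 and 642 in the high libraries of the screens labelled replicates 2 and 3, and 1765 and 1966 in the low libraries. *GNAS* (ENSG00000087460, chromosome 20 from 58839718 to 58911192) had a log2 fold change of −1.31 (SE 0.11, adjusted p = 7e-06, limma), with 696 and 703 reads in high and 1718 and 1808 in low. *ADCY7* (ENSG00000121281, chromosome 16 from 50246137 to 50318135) had a log2 fold change of −1.06 (SE 0.14, adjusted p = 0.000264, limma), with 1572 and 1890 reads in high and 3898 and 3345 in low. None of the 3 genes passed the test since T0, at log2 fold changes of −0.19, −0.02 and 0.10, but *PRKACA* did (−0.41, adjusted p = 0.00353, limma) with centring on the sgRNAs without a target, which was chosen after seeing the data. *PRKAR1A*, the regulatory subunit Iα that holds the catalytic subunit inactive, moved the other way, to 1.16 (SE 0.12, adjusted p = 4.4e-05, limma). *PDE4A*, a phosphodiesterase that degrades cAMP, had 0.52 (adjusted p = 0.019, limma). *PRKAR2A*, another regulatory subunit, had −0.62 (adjusted p = 0.0323), and *PKIG*, a PKA inhibitor, had −0.66 (adjusted p = 0.00193, both limma). Among Gs-coupled receptors, *GPR3* had −0.62 (adjusted p = 0.00437) and the adenosine receptor *ADORA2B* −0.43 (adjusted p = 0.0339, both limma). Of 16 genes of cAMP production and PKA catalytic subunits, 3 were lower and none was higher, and the same 3 were lower when adjusted over the list alone. The list was lower than other genes by camera (adjusted p = 0.000582, preset correlation 0.01, but adjusted p = 0.178 with an estimated correlation on 2 residual degrees of freedom, and 0.000623 with only the correlation changed, to the larger of the 2, a test chosen after seeing the data), and it was written with these 3 genes already named by the paper. Of 26 PKA regulatory subunits, PKA inhibitors, phosphodiesterases and Gi subunits, 2 were higher and 2 lower (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.785). Of 25 Gs-coupled receptors, 2 were lower, also when adjusted over the list alone (camera adjusted p = 0.268). Of 15 A-kinase anchoring proteins, 0 passed limma's threshold over all genes or adjusted over the list alone, 1 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.773.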

Notably, canonical regulators in the GPCR-cAMP-PKA signaling pathway, including the catalytic subunit α of PKA (*PRKACA*), the heterotrimeric G protein Gα_s_ subunit (*GNAS*) and the adenylyl cyclase 7 (*ADCY7*), were among the identified hits for which knockout decreased PKA activity. These three regulators were also found to be enriched in the ‘low’ versus ‘medium’ comparison but not in the ‘high’ versus ‘medium’ comparison (Fig. 3b and Extended Data Fig. 8f–h). 

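Against the medium population, *PRKACA*, *GNAS* and *ADCY7* passed the test on the low side and not on the high side, but the difference between the sides did not pass when adjusted over all genes. In low versus medium, *PRKACA* had a log2 fold change of 1.48 (SE 0.10, n = 2 screens, adjusted p = 0.000443, limma), *GNAS* of 1.01 (SE 0.11, adjusted p = 0.00212, limma) and *ADCY7* of 0.96 (SE 0.13, adjusted p = 0.00494, limma). In high versus medium, the same genes had −0.12 (SE 0.10, adjusted p = 0.752), −0.30 (SE 0.10, adjusted p = 0.4) and −0.09 (SE 0.10, adjusted p = 0.831, all limma). The medium libraries of the screens labelled replicates 2 and 3 held 679 and 731 scaled reads of *PRKACA*, 904 and 848 of *GNAS* and 1792 and 1990 of *ADCY7*. The difference between the sides was tested as low plus high minus 2 times medium, which is 0 for a gene that moves as far from medium on either side. It was 1.35 for *PRKACA* (SE 0.17, adjusted p = 0.0975, limma), 0.71 for *GNAS* (SE 0.19, adjusted p = 0.419, limma) and 0.87 for *ADCY7* (SE 0.18, adjusted p = 0.237, limma). The unadjusted p-values were 0.000136, 0.00808 and 0.00233, and 0.000408, 0.00808 and 0.00349 when adjusted over these 3 genes alone, but the paper named the genes from the same libraries, so these values are not independent evidence. Over all genes, *PRKACA* passed with a pseudocount of 5 reads (adjusted p = 0.0234), with sgRNAs of at least 50 reads (adjusted p = 0.0168) and with the median over sgRNAs (adjusted p = 0.000993), and *ADCY7* with the median (adjusted p = 0.0198, all limma). Of the 16 genes of cAMP production and PKA catalytic subunits, 3 were higher in low versus medium, also when adjusted over the list alone (camera adjusted p = 2.8e-06, but adjusted p = 0.188 with an estimated correlation on 2 residual degrees of freedom, and 3.07e-06 with only the correlation changed). In high versus medium, 0 of the 16 passed limma's threshold, 1 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.528. Other genes took other courses. *FZR1* departed on both sides, at −2.68 in low versus medium (SE 0.10, adjusted p = 1.79e-05, limma) and 1.46 in high versus medium (SE 0.12, adjusted p = 0.00749, limma). Its difference between the sides was −1.22 (adjusted p = 0.133, limma) and passed in the same 3 settings as that of *PRKACA* with the opposite sign, at −1.06 with a pseudocount of 5 reads (adjusted p = 0.0498), −1.22 with sgRNAs of at least 50 reads (adjusted p = 0.0251) and −1.30 with the median over sgRNAs (adjusted p = 0.000853). *EIF5B*, *EIF2S1* and *RPL13A* were among the genes with the largest enrichment in low versus medium, at 2.34, 2.28 and 1.95. *ORC6*, a subunit of the origin recognition complex, *LSM6*, which binds U6 RNA, and the iron-sulfur scaffold *ISCU* had the largest enrichment in high versus medium beside *RUVBL1*, at 2.51, 2.41 and 2.17. Over all genes, 219 were higher and 287 lower in low versus medium, and 316 higher and 18 lower in high versus medium (limma). These became 337 and 487, and 602 and 71, with the median over sgRNAs (limma), 468 and 506, and 662 and 128, with edgeR on gene sums, 373 and 409, and 584 and 76, with DESeq2 on gene sums, and in high versus medium 868 and 51 with centring on the sgRNAs without a target (limma). In low versus medium, limma on the 6 libraries with the screen as a block called 385 genes, but 74 without the low library of replicate 2, with adjusted p = 0.0559 for *GNAS* and 0.132 for *ADCY7*, and 31 without that of replicate 3, with adjusted p = 0.0877 for *GNAS* and 0.0552 for *ADCY7*.

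**Figure D1:**
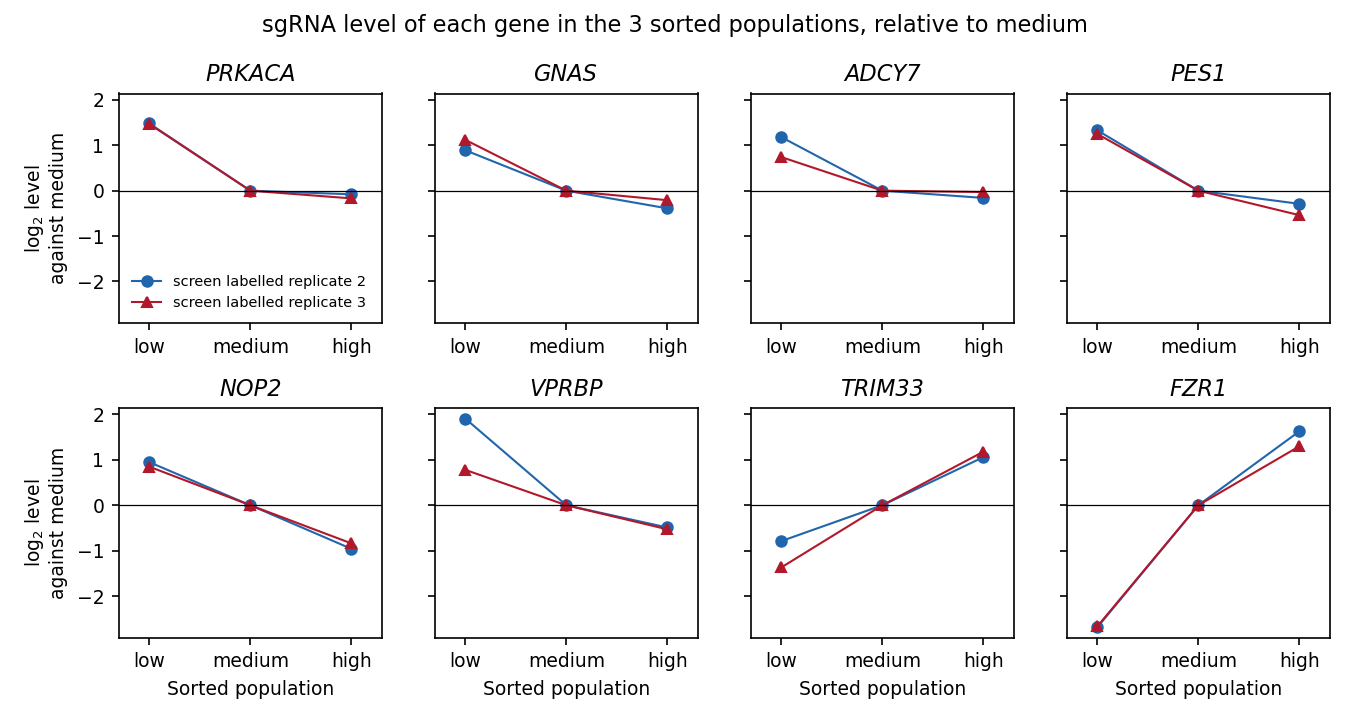
Log2 abundance of 8 genes in the low, medium and high populations relative to medium, as the mean over the 4 sgRNAs of each gene, with 1 line per screen (labelled replicates 2 and 3). PRKACA, GNAS and ADCY7 rise from medium to low and lie between −0.30 and −0.09 in high on the mean of the screens, and FZR1 and TRIM33 fall in low and rise in high.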

A gene set enrichment analysis (GSEA) was subsequently performed to identify relevant biological processes that were enriched among the hits. 

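Pathways of signaling beside the cAMP pathway were followed through lists of their members. In the PI3K-mTOR pathway, 4 of 14 were higher and 4 lower (the same adjusted over the list alone), with *RPTOR* at 2.01 and *MTOR* at 1.08, and the median was −0.12 but the mean 0.10 (camera adjusted p = 0.522). The RAS-MAPK pathway had 4 of 18 higher and none lower (7 adjusted over the list alone), with *CSK* at 0.74 and *BRAF* at 0.65 beside *CRKL* (camera adjusted p = 0.0523). In the TGF-beta and SMAD pathway, *TRIM24* (0.67) and *TRIM33* were the 2 of 10 that were higher (2 adjusted over the list alone; camera adjusted p = 0.0578). The Hippo pathway had 2 of 15 higher and 1 lower (2 and 5 adjusted over the list alone), with *YAP1* at 0.82, *TEAD4* at 0.50 and *NF2* at −0.49 (camera adjusted p = 0.789). Of 10 p53 pathway genes, 0 passed limma's threshold over all genes, 2 were higher adjusted over the list alone, 2 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.785. Of 339 olfactory receptors, which these cells are not known to use, *OR10H1* (0.41) and *OR2A5* (0.40) were higher and *OR52K2* (−0.75) lower, and none passed when adjusted over the list alone (camera adjusted p = 0.522). These and the other lists named for the screen, 30 in all, were fixed before the data were examined, but with the top of the source table of Fig. 3b already seen, which shows large changes per gene. Members were counted at an adjusted p under 0.05 in limma, over all genes or as stated. The camera test asks whether the members of a list rank higher or lower than the other genes. The GO gene sets of the study's GSEA were not used here.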

The GO terms related to stress response and metabolic process were over represented in hits for which knockout increased PKA activity, whereas the terms associated with GPCR signaling pathways, second messenger-mediated signaling and nucleosome organization were over represented in collections of genes for which knockout decreases PKA activity (Fig. 3c and Supplementary Fig. 6).

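The genes that the paper's source table gives for its GO terms moved in 1 direction for some terms and both ways for others. For the G-protein-coupled receptor signaling term, 5 of 6 genes were lower in high versus low, namely *PDCL* (log2 fold change −1.54), which assists G-protein assembly, the lipid kinase *PIK3CA* (−1.27), the G-protein subunit *GNA13* (−1.03), *GNAS* and *ADCY7*, and the adaptor *CRKL* was higher (0.91). For second messenger-mediated signaling, 4 of 4 were lower, namely *PRKACA*, *GNAS*, *GNA13* and *ADCY7*. For nucleosome organization, 3 of 6 were lower and 3 higher. The lower ones were *ACTR6* (−1.05) and *VPS72* (−0.82), subunits of the SRCAP remodeling complex, and *SMARCB1* (−0.84), a subunit of SWI/SNF. The higher ones were the bromodomain protein *BRD2* (0.73) and the histone chaperones *HIRA* (0.53) and *ASF1A* (0.74). Every gene listed for response to light stimulus (6 of 6), response to UV (5 of 5), carbohydrate catabolic process (5 of 5) and negative regulation of cellular amide metabolic process (4 of 4) was higher. Of the 40 terms with a negative normalized enrichment score in that table, 15 had more genes lower, 15 more genes higher and 10 as many of each, and all 40 terms with a positive score had higher genes only. All these counts are at an adjusted p under 0.05 in limma, and the source table chose these genes on the same libraries, so their direction is not independent evidence. The paper's own adjusted p-values for the 80 terms of that table lie between 0.453 and 0.74. Of 21 nucleosome organization genes, 11 were higher and 5 lower (12 and 6 when adjusted over the list alone), with *SUPT16H*, a subunit of the histone chaperone FACT, at 2.75 and *CHAF1B*, of the chromatin assembly factor, at 1.48. The list as a whole was higher (camera adjusted p = 0.00887, but adjusted p = 0.181 with an estimated correlation on 2 residual degrees of freedom, 0.00946 with only the correlation changed, and 0.0664 with the 2 genes that fell by a log2 of at least 1 since T0 left out). Of 18 SWI/SNF genes, 3 were lower and none higher (3 lower and 1 higher when adjusted over the list alone), *ARID2* at −0.58 and *SMARCE1* at −0.47 beside *SMARCB1* (camera adjusted p = 0.366). Of 18 glycolysis genes, 6 were higher and none lower, also when adjusted over the list alone, led by pyruvate kinase *PKM* (2.66), enolase *ENO1* (1.79) and *PGAM1* (1.02). The median of the glycolysis list was 0.06 while its mean was 0.38. The camera adjusted p was 9.77e-05, but adjusted p = 0.178 with an estimated correlation on 2 residual degrees of freedom, and 0.000105 with only the correlation changed. Of 9 genes of the integrated stress response, the kinase *EIF2AK4* (2.40) and its activator *GCN1* (1.78) were higher and *DDIT3* (−0.52) was lower (2 higher and 2 lower when adjusted over the list alone). The median of this list was −0.11 while its mean was 0.32 (camera adjusted p = 0.0523). Of 8 heme synthesis genes, only ferrochelatase *FECH* passed, at 2.87 (1 higher when adjusted over the list alone too). The list's median was −0.02 and its mean 0.33 (camera adjusted p = 0.0953). Of 32 genes of respiratory complex I, *NDUFA13* (0.40) passed over all genes and none when adjusted over the list alone (camera adjusted p = 0.303).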

**Fig. 3:**
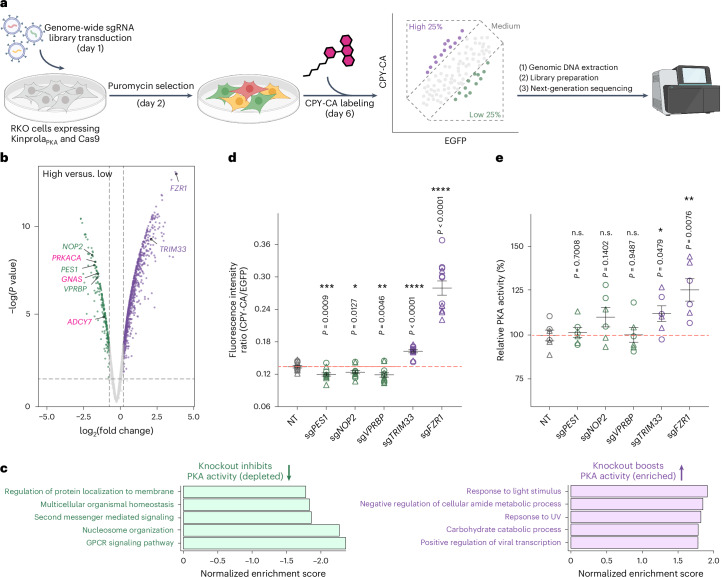
Kinprola enables identification of PKA signaling regulators through CRISPR-knockout screening. **a**, A schematic of Kinprola_PKA_ recording in RKO cells for pooled CRISPR-knockout screening. Created with BioRender.com. **b**, A volcano plot of gene enrichment comparing ‘high’ versus ‘low’ Kinprola_PKA_-labeled populations. The dashed lines indicate the FDR threshold (0.05). Putative hits and canonical regulators (*PRKACA*, *GNAS* and *ADCY7*) are highlighted. The data are from two independent screens. The statistical significance was calculated by fitting a linear model for each gene, and the resulting *P* value was corrected for multiple testing using a Benjamini–Hochberg correction. **c**, GSEA of the top five categories from the ‘high’ versus ‘low’ comparison. **d**, A dot plot of normalized Kinprola_PKA_ labeling (CPY-CA/EGFP) in cells with individual knockouts of putative regulators. The NT group represents the NT control sgRNAs. **e**, A validation of putative regulators by ELISA-based PKA activity assay in cell lysates. The PKA activity was normalized to the NT group. The circles and triangles represent two distinct sgRNAs per gene for **d** and **e**. The error bars indicate the mean ± standard error of the mean for **d** and **e**, and the data are from six (for **d**) or three (for **e**) independent experiments with duplicates. The same RKO cell line was used in **b**–**e**. The statistical significance was calculated with unpaired two-tailed Welch’s *t-*test. The *P* values are shown for **d** and **e**. n.s., not significant; UV, ultraviolet. Source data

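*PES1*, *NOP2* and *VPRBP* were depleted from the high population of the screen, and *TRIM33* and *FZR1* were enriched in it. *PES1* (ENSG00000100029, chromosome 22 of GRCh38 from 30576625 to 30607083), which acts in the assembly of the large ribosomal subunit, had a log2 fold change of −1.70 in high versus low (SE 0.11, n = 2 screens, adjusted p = 1.11e-06, limma), or 0.308-fold. *NOP2* (ENSG00000111641, chromosome 12 from 6556863 to 6568691), a ribosomal RNA methyltransferase, had −1.80 (SE 0.11, adjusted p = 8.69e-07, limma), or 0.287-fold. *VPRBP* (ENSG00000145041, named DCAF1 in the annotation, chromosome 3 from 51395867 to 51500015) had −1.86 (SE 0.19, adjusted p = 4.83e-05, limma), or 0.276-fold. *TRIM33* (ENSG00000197323, chromosome 1 from 114392790 to 114511203) had 2.20 (SE 0.15, adjusted p = 1.6e-06, limma), or 4.58-fold. *FZR1* (ENSG00000105325, chromosome 19 from 3506311 to 3538334) had the largest change, with 2426 and 2164 scaled reads over its 4 sgRNAs in the high libraries of the screens labelled replicates 2 and 3, 760 and 833 in the medium and 117 and 116 in the low libraries. Single sgRNAs of a gene differed in size. For *PES1*, sgRNA 2 had −3.35 and −2.57 in the screens labelled replicates 2 and 3, and sgRNA 3 had −2.07 and −2.53. For *NOP2*, sgRNA 2 had −2.42 and −2.06, and sgRNA 3 had −2.64 and −1.32. For *VPRBP*, sgRNA 3 had −5.21 and −0.49, the widest gap between the screens among the sgRNAs of these 5 genes, and sgRNA 2 had −1.51 and −2.18. The −5.21 rests on 2 raw reads in the high library of replicate 2, against 94 in its low library. For *TRIM33*, sgRNA 3 had 3.54 and 3.26, and sgRNA 4 had 2.44 and 4.27. For *FZR1*, sgRNA 1 had 5.37 and 4.09. Other values among these rest on few raw reads too. The high libraries of replicates 2 and 3 held 11 and 16 for sgRNA 2 against *PES1*, and 8 and 12 for sgRNA 2 against *NOP2*. The low libraries held 12 and 32 for sgRNA 1 against *FZR1*. For sgRNA 4 against *TRIM33*, the low library of replicate 3 held 4. In low versus medium, *PES1* had 1.29 (adjusted p = 0.000708), *NOP2* 0.90 (adjusted p = 0.00285), *VPRBP* 1.35 (adjusted p = 0.0128) and *TRIM33* −1.08 (adjusted p = 0.00507, all limma). The value of *VPRBP* there was 0.79 without the low library of replicate 2 and 1.90 without that of replicate 3. Over the 18 settings, its value in high versus medium ranged from −0.81 to −0.22. In high versus medium, *NOP2* had −0.90 (adjusted p = 0.0158) and *TRIM33* 1.12 (adjusted p = 0.0092), while *PES1* at −0.41 (adjusted p = 0.256) and *VPRBP* at −0.51 (adjusted p = 0.0869) did not pass (all limma). *VPRBP* passed there in 3 of the 18 settings, at −0.49 with the median over sgRNAs (adjusted p = 0.0126, limma), at −0.43 with edgeR on gene sums (adjusted p = 0.0352) and at −0.42 when centred on the sgRNAs without a target (adjusted p = 0.0454, limma), a setting added after the results were seen. On the mean of log2 values, which a strong change between populations also lowers, the sgRNAs of all 5 genes had become rarer since T0. The log2 fold changes were −1.14 for *PES1*, −1.10 for *NOP2*, −1.76 for *VPRBP* and −0.59 for *TRIM33*. With a robust fit of limma's variances, *VPRBP* no longer passed in high versus low (adjusted p = 0.179) or in low versus medium (adjusted p = 0.361), and in high versus low it passed in 17 of the 18 settings tried. In low versus medium, *NOP2* (adjusted p = 0.0936) and *VPRBP* (adjusted p = 0.0919) did not pass without the low library of replicate 2, nor *PES1* (0.0552), *NOP2* (0.0698) and *TRIM33* (0.128) without the low library of replicate 3, nor *VPRBP* (0.0672) without the medium library of replicate 2, and in high versus medium *TRIM33* did not pass without the high library of replicate 3 (adjusted p = 0.0586, all limma).

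**Figure D2:**
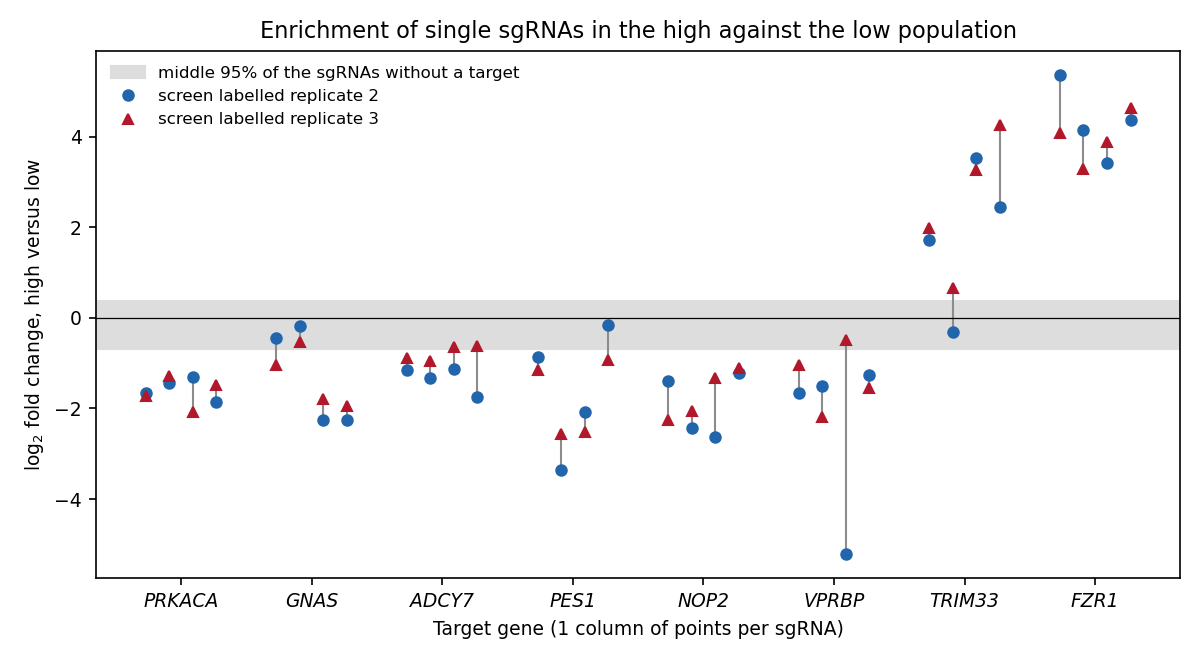
Log2 fold change in high versus low of each of the 4 sgRNAs against 8 genes, with circles for the screen labelled replicate 2, triangles for replicate 3 and a line joining the values of an sgRNA. The grey band holds the middle 95% of the sgRNAs without a target. All 4 sgRNAs against FZR1 lie at 3.29 or higher in both screens, and sgRNA 2 against TRIM33 lies near the band.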

We then examined three genes for which knockout decreased PKA activity, that is, *PES1*, *NOP2* and *VPRBP*, and two genes for which knockout increased PKA activity, that is, *TRIM33* and *FZR1*. For each of the five genes, we used two individual sgRNAs for knockouts and examined their effect on PKA activity as measured by Kinprola_PKA_ in the cell line used in the CRISPR screen. Consistent with the results from the CRISPR screen, knockout of *PES1*, *NOP2* and *VPRBP* decreased PKA activity, and knockout of *TRIM33* and *FZR1* increased PKA activity as compared with nontargeting (NT) sgRNAs (Fig. 3d). Furthermore, we attempted to measure PKA activity in cell lysates of these five knockout lines. Using an enzyme-linked immunosorbent assay (ELISA)-based PKA colorimetric activity assay, we were able to detect a significant increase in PKA activity in lysates of cells in which *FZR1* was knocked out. For the four other knockouts, only subtle or nonsignificant changes were observed in cell lysates (Fig. 3e and Supplementary Fig. 7). This can be attributed to the moderate editing efficacy (Supplementary Figs. 8 and 9), low sensitivity of the underlying assay and the nonphysiological conditions during the measurement. *FZR1* encodes cdh1, an important component of the anaphase promoting complex/cyclosome (APC/C), which controls cell cycle fate decisions^37^. Knockout of *FZR1* leads to unscheduled cell cycle progression, subsequently triggering replicative stress and DNA damage responses^38^. In addition, previous studies showed that PKA activity oscillates throughout the cell cycle and negatively regulates APC/C by phosphorylating several of its components to ensure proper activation^33,35^. Our screen results thus indicate a potential regulatory connection between *FZR1* function and PKA activity. 

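Of 17 other subunits and partners of the anaphase promoting complex, 7 were also higher in the high than in the low population, by less than *FZR1*, and 10 did not pass the test. *ANAPC10* (log2 fold change 1.68), a substrate recognition subunit, the scaffold subunit *CDC16* (1.60) and the cullin-like *ANAPC2* (1.05) had the next largest changes. *CDC16* rests on a mean of 18.5 reads per sgRNA, with 3 of 4 sgRNAs of that sign and log2 fold changes of 2.02 and 1.19 in the screens labelled replicates 2 and 3. Of all 18 genes, *FZR1* included, 8 were higher and none was lower in high versus low at an adjusted p under 0.05 in limma (9 higher and 1 lower when adjusted over the list alone). The list as a whole was higher (median 0.24, camera adjusted p = 1.4e-13, but adjusted p = 0.0919 with an estimated correlation on 2 residual degrees of freedom, and 1.56e-13 with only the correlation changed). Without *FZR1*, which was left out after seeing the data, the median was 0.18 and the camera adjusted p 1.04e-06, with 8 higher and 1 lower when adjusted over the list alone. Its members had also become rarer since T0, with a median of −1.32. Leaving out the genes that fell by a log2 of at least 1 since T0 left 8 of the 18 genes. *FZR1* was among those left out, at −1.03, and the list did not pass (camera adjusted p = 0.53). The fall was taken on a mean of log2 values, which a strong change between populations also lowers. This test therefore cannot tell loss since T0 from such a change. In low versus medium, 2 of the 18 genes were lower and 1 higher, and in high versus medium 4 were higher and none lower (limma), or 4 lower and 1 higher, and 10 higher and 1 lower, when adjusted over the list alone. The paper takes enrichment in the high population as a knockout that increased PKA activity, and it reports increased PKA activity after individual knockout of *FZR1* in Fig. 3d and Fig. 3e. Together with earlier work on the cell cycle and on phosphorylation of the complex by PKA, the paper proposes from the screen a regulatory connection between *FZR1* and PKA activity.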

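In several protein complexes, the knockouts that passed the test in high versus low did so mostly in 1 direction. The transcription coactivator Mediator had 28 of 30 genes higher and none lower (28 when adjusted over the list alone), with *MED8* at a log2 fold change of 3.07, *MED10* at 2.47 and *MED4* at 2.45 after *MED21*. SAGA, a histone acetyltransferase complex, had 14 of 15 higher (14 over the list alone), with *SGF29* at 2.62 and *TADA1* at 2.52. Of 12 RNA polymerase II subunits, 11 were higher (11 over the list alone), with *POLR2F* at 2.74. Among LSm and Sm proteins, which bind small nuclear RNAs or, as the LSM1-7 ring, messenger RNA under decay, 14 of 16 were higher (14 over the list alone), with *LSM6* at 3.03 and *LSM8* at 2.88. Nonsense-mediated decay, which removes messenger RNA with early stop codons, had 8 of 10 higher (8 over the list alone), with *SMG1* at 2.87 and *UPF1* at 2.33. Of 36 DNA replication genes, 29 were higher (31 over the list alone), with *PCNA* at 2.68 and the kinase *CDC7* at 2.35. The proteasome had 17 of 31 higher (21 over the list alone), with *PSMB5* at 1.45, and the V-ATPase, the proton pump of endosomes and lysosomes, had 8 of 14 higher (12 over the list alone), with *ATP6V0C* at 1.18. None of the members of these lists was lower. The ribosome divided by subunit. Of 44 large subunit proteins, 29 were lower and 1 higher (30 and 5 over the list alone), whereas of 32 small subunit proteins, 16 were higher and none lower (23 higher over the list alone), with *RPS7* at 1.79 and *RPS14* at 1.73. Ribosome assembly factors, of which *PES1* and *NOP2* are members, had 28 of 34 lower and none higher (29 lower over the list alone), with *BRIX1* at −1.96 and *WDR12* at −1.84. CRL4 with DCAF1 and the COP9 signalosome, which removes NEDD8 from cullins, had 10 of 14 lower and 1 higher (10 and 2 over the list alone), with *GPS1* at −1.30 and *COPS2* at −1.20 beside *VPRBP*. Translation initiation factors moved both ways, with 12 of 29 higher and 9 lower (15 and 10 over the list alone), among them *EIF5* at −2.10 and *EIF2S1* at −2.02. Their median was 0.29 but their mean −0.10, and camera gave no call (adjusted p = 0.365). Members were counted at an adjusted p under 0.05 in limma, and the counts in brackets were adjusted over the list alone. Camera adjusted p-values were 3.27e-95 for Mediator, 4.72e-62 for RNA polymerase II, 7.02e-61 for LSm and Sm proteins, 1.47e-38 for nonsense-mediated decay, 3.7e-44 for SAGA, 5.8e-64 for DNA replication, 1.03e-13 for the proteasome, 1.84e-38 for the large and 6.49e-11 for the small ribosomal subunit. For ribosome assembly factors the value was 2.72e-67, for CRL4 with the COP9 signalosome 1.53e-10 and for the V-ATPase 7.81e-07. The lists were written with the top of the source table of Fig. 3b already seen, which rests on the same libraries. The paper also chose *PES1*, *NOP2* and *VPRBP* from these libraries, so the p-values are not independent evidence. Of 30 lists, 12 were called higher and 4 lower with the preset correlation, and 0 were called with an estimated one, at adjusted p = 0.303 with an estimated correlation for the V-ATPase and adjusted p = 0.0919 with an estimated correlation for the other complexes called here. That test has 2 residual degrees of freedom, so a missing call there says little. With only the correlation changed, to the larger of the preset and the estimated one, which was chosen after seeing the data, 15 of the 16 lists were still called, and the V-ATPase was not (estimated correlation 0.541, adjusted p = 0.0879). The median log2 fold change since T0 was −2.90 for LSm and Sm proteins, −2.61 for the proteasome, −2.47 and −2.03 for the large and small ribosomal subunit, −2.42 for RNA polymerase II, −1.50 for the V-ATPase and −1.14 for ribosome assembly factors, but −0.50 for Mediator and −0.30 for SAGA. With the genes that fell by a log2 of at least 1 since T0 left out, no gene was left of RNA polymerase II or the proteasome, so that these 2 were not tested. Camera then no longer called LSm and Sm proteins (2 genes left, adjusted p = 0.765), the small ribosomal subunit (1 left, 0.143), the V-ATPase (3 left, 0.103) or the large ribosomal subunit, whose direction turned (5 left, 0.137).

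**Figure D3:**
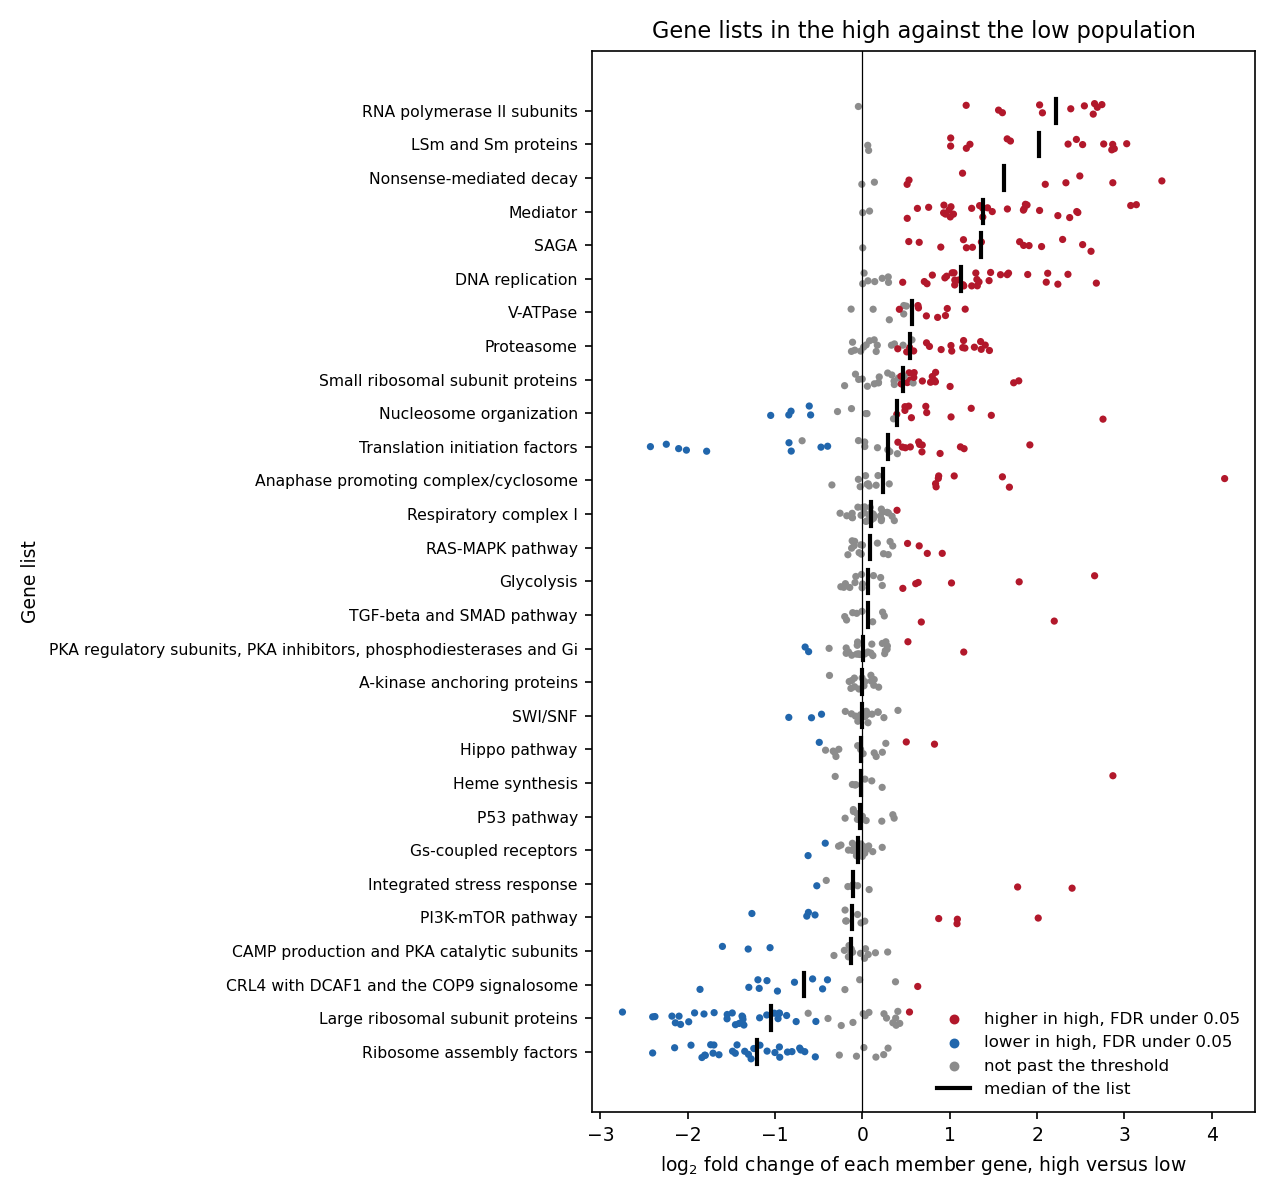
Log2 fold change in high versus low of each member of 29 gene lists, as 1 point per gene, with the olfactory receptors not drawn. Points are red where the gene was higher and blue where it was lower at an adjusted p under 0.05 in limma, grey where it did not pass, and a black bar marks the median of the list, such as 1.38 for Mediator and −1.21 for ribosome assembly factors.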

Overall, our CRISPR screen highlights the influence of diverse biological processes on the regulation of PKA signaling and outlines how Kinprola can be used in genetic screens to unravel genes regulating kinase activity.

### Recording PKA activation in neurons, brain slices and in vivo

PKA integrates multiple GPCR signaling pathways and plays a key role in neuronal excitability and plasticity. Consequently, monitoring cellular PKA activity provides a valuable readout for neuromodulatory events^3–13^. To investigate if Kinprola_PKA_ can be used to track PKA activity changes in the nervous system, we first expressed Kinprola in cultured primary rat hippocampal neurons. Compared with Kinprola_on_ and the T/A mutant, the neurons expressing Kinprola_PKA_ exhibited a robust increase in labeling relative to basally active neurons when stimulated with Fsk/Rolipram (Rol) or Iso (Fig. 4a,b). By increasing the concentration of CPY-CA, Kinprola_PKA_ effectively captured transient PKA activity changes stimulated by low doses of Iso (Supplementary Fig. 10). Conversely, PKA inhibition by H89 or synaptic transmission silencing between neurons with glutamate receptor antagonists NBQX/APV resulted in decreased labeling compared with basally active neurons (Extended Data Fig. 9a,c). Moreover, the neurons expressing Kinprola_PKA_ responded to stimulation by the neuromodulator norepinephrine, with the response effectively blocked by cotreatment with the β-adrenergic receptor antagonist propranolol (Extended Data Fig. 9b,d). In NBQX/APV-silenced neurons, Kinprola_PKA_ effectively recorded the increase in cytosolic PKA activity elicited by electrically evoked action potentials (Fig. 4c,d and Extended Data Fig. 9e,f). Furthermore, the fluorescent Kinprola_PKA_ labeling signal in live neurons remained detectable for at least 3 days after recording (Supplementary Fig. 11).

**Fig. 4:**
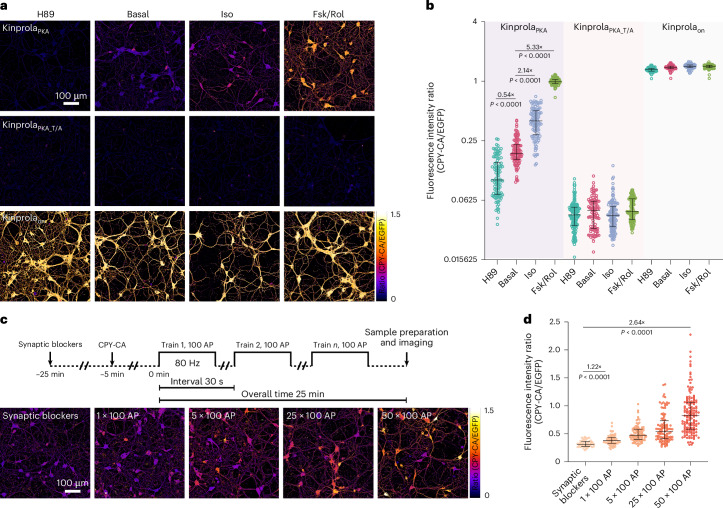
Kinprola enables rapid recording of PKA activation in cultured neurons. **a**, The ratiometric fluorescence images (CPY-CA/EGFP) of primary rat hippocampal neurons expressing Kinprola_PKA_, Kinprola_PKA_T/A_ and Kinprola_on_ labeled with CPY-CA (25 nM, 45 min) following treatment with H89, Iso, Fsk/Rol or vehicle. **b**, A dot plot of normalized fluorescence intensity from **a** (*n* = 102, 104, 104, 102, 142, 96, 123, 106, 109, 103, 92 and 91 neurons). **c**, Ratiometric fluorescence images of neurons expressing Kinprola_PKA_ labeled with 125 nM CPY-CA following defined electrical field stimulation. AP, action potential. **d**, The dot plots of normalized fluorescence intensity from **c** (*n* = 51, 65, 92, 100 and 138 neurons). The error bars indicate the median with the interquartile range, and the data were collected from six fields of view across two cultures in one independent experiment for **b** and **d**. The statistical significance was calculated with an unpaired two-tailed Welch’s *t*-test for **b** and **d**, *P* < 0.0001 between treatments and basal or synaptic blockers. The representative images are from three independent experiments with similar results. Scale bars, 100 μm for **a** and **c**. Source data

Next, we characterized the performance of Kinprola_PKA_ in acute mouse brain slices (Fig. 5a). Adeno-associated viruses (AAVs) with transgenes of Kinprola_PKA_ or its T/A mutant were stereotactically injected into bilateral nucleus accumbens (NAc) of mice, a striatal region that receives extensive dopaminergic input. A total of 2 weeks post injection, the acute brain slices were prepared, perfused with Fsk/Rol to evoke PKA activity and Kinprola_PKA_ labeling was followed through timelapse fluorescence microscopy. Rapid fluorescence elevation in CPY-CA channel was observed in Fsk/Rol-perfused slices expressing Kinprola_PKA_, whereas the fluorescence changes were significantly smaller in basally active slices (Fig. 5b,c,e). By contrast, no obvious response was detected in slices expressing the T/A mutant whether perfused with Fsk/Rol or vehicle (Fig. 5b,c,e). These experiments demonstrate rapid and specific Kinprola_PKA_ labeling upon PKA activation in a complex and near-native context. After real-time recording, free CPY-CA was washed out, and the slices were fixed and mounted. The distinct labeling differences between Fsk/Rol-perfused and vehicle-perfused slices were well preserved in the post hoc imaging and even enhanced relative to those observed in live-cell imaging as washing out free CPY-CA reduced background fluorescence (Fig. 5d,f).

**Fig. 5:**
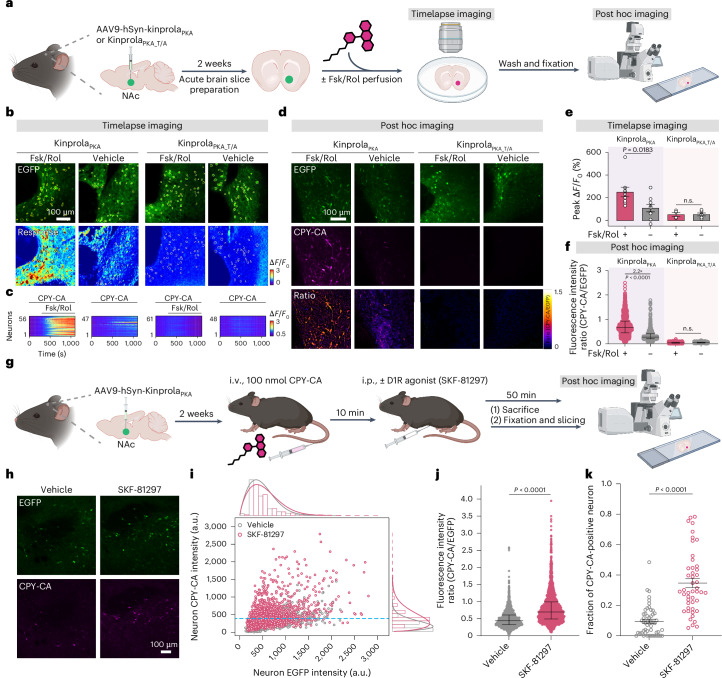
Kinprola records neuromodulation-induced PKA activation in brain slices and freely moving mice. **a**, A schematic illustrating Kinprola recording of pharmacological PKA activation in the NAc of acute mouse brain slices. **b**, Timelapse imaging of brain slices expressing Kinprola_PKA_ or Kinprola_PKA_T/A_ during Fsk/Rol or vehicle treatment. CPY-CA (250 nM) was perfused before and during stimulation. The response of each region of interest (ROI) was calculated using the equation Δ*F*/*F*_0_ = (*F* − *F*_0_) / *F*_0_, where *F*_0_ is defined as the average baseline fluorescence intensity; *F* is defined as the fluorescence intensity at each acquisition time point during perfusion. **c**, The fluorescence traces of individual neurons from **b**. **d**, The fixed-slice images from the timelapse experiment, representative images from three independent experiments with similar results. **e**, A quantification of peak CPY-CA signal changes (*n* = 9/5, 9/5, 4/3 and 6/3 slices/mice, respectively). *P* = 0.0183, >0.9999 between vehicle and Fsk/Rol treatment in Kinprola_PKA_ and Kinprola_PKA_T/A_ groups. **f**, A dot plot of CPY-CA/EGFP ratios for individual neurons from **d** (*n* = 1045, 1294, 438 and 614, respectively). *P* < 0.0001, *P* = 0.9980 between vehicle and Fsk/Rol treatment in Kinprola_PKA_ and Kinprola_PKA_T/A_ groups. **g**, A schematic illustrating in vivo Kinprola recording after SKF-81297 treatment. **h**, Representative images of CPY-CA-labeled NAc neurons after SKF-81297 or vehicle injection (four mice per group from two independent experiments and similar results from the other three mice shown in Supplementary Fig. 12a). **i**, A scatter plot of CPY-CA versus EGFP fluorescence (*n* = 2512 neurons/47 slices/4 mice/SKF-81297 group; 2593/52/4/vehicle group). The horizontal dashed line indicates the 90th percentile threshold of CPY-CA fluorescence in vehicle-treated neurons. **j**, A dot plot of the CPY-CA/EGFP signal of individual neurons (same neuron numbers as in **i**). **k**, The fraction of EGFP-positive neurons with CPY-CA above vehicle 90th percentile threshold (same slice numbers as in **i**). The error bars indicate the mean ± standard error of the mean for **e** and **k** or the median with interquartile range for **f** and **j**. The statistical significance was calculated with a one-way ANOVA with a Tukey’s post hoc test for **e** and **f** or unpaired two-tailed Welch’s *t*-test for **j** and **k**; *P* < 0.0001 between vehicle and SKF-81297 groups for **j** and **k**. Panels **a** and **g** were created with BioRender.com. Scale bars, 100 μm for **b**, **d** and **h**. i.v., intravenous; i.p., intraperitoneal; n.s., not significant. Source data

Finally, we applied Kinprola_PKA_ to record neuromodulation-induced PKA activity changes in the NAc of freely moving mice. Dopaminergic signaling through abundant type 1 dopamine receptors (D1R) in the NAc can activate PKA and subsequently modulate a multitude of brain functions, including reward signaling and reinforcement learning^3,10,11,39^. To assess whether Kinprola_PKA_ can record PKA activity in response to D1R activation, mice expressing Kinprola_PKA_ first received an intravenous tail vein injection of CPY-CA. After 10 min, SKF-81297, a potent and selective D1/D5R agonist known to increase signaling via the cAMP/PKA pathway^8,10,11,40,41^ was administered via intraperitoneal (IP) injection. 50 min later, mice were sacrificed and NAc slices were processed for post hoc imaging (Fig. 5g). The normalized fluorescence intensity of single neurons expressing Kinprola_PKA_ significantly increased following SKF-81297 injection compared with the fluorescence labeling observed after vehicle injection (Fig. 5h–k and Supplementary Fig. 12). In SKF-81297-injected mice, around 35% neurons expressing Kinprola_PKA_ per slices in the NAc exhibited strong CPY-CA labeling, compared with around 10% after injection of vehicle (Fig. 5k). These experiments demonstrate the ability of Kinprola_PKA_ to directly and rapidly record PKA activity for monitoring neuromodulation with cellular resolution in vivo for later analysis in deep tissues of freely moving mice, providing a scalable and complementary strategy to current real-time PKA activity biosensors.

## Discussion

Genetically encoded fluorescent kinase activity reporters have been extensively utilized to monitor kinase activities in real time for elucidating the connections between intracellular signaling cascades and neuromodulation in the nervous system. However, such reporters face limitations when challenged to record kinase activities with high spatiotemporal resolution in a scalable manner or in deep tissues of freely moving animals. These limitations are mainly due to the inherent constraints of light microscopy. A strategy that potentially addresses these limitations would involve separating the recording period from its analysis by converting transient protein kinase activities into a ‘permanent’ mark for later analysis. To achieve this, we developed Kinprola, a chemigenetic approach for recording protein kinase activity based on our recently reported split-HaloTag system^17^. Kinprola accumulates an irreversible fluorescent mark in the presence of both a specific protein kinase activity and a fluorescent substrate. Thus, the light delivery required for monitoring the activity with fluorescent biosensors is replaced by the delivery of a fluorescent substrate. The recording window is time-gated by applying or washing out the fluorescence substrate, typically spanning from a few minutes to hours. Kinprola rapidly responds to the cellular phosphorylation state, enabling successive recordings of kinase activity during different periods through the use of spectrally distinct substrates. Kinprola is applicable across various systems, including cultured cell lines, primary neurons, brain slices and in vivo.

The design principle of Kinprola was inspired by the classical kinase activity reporters, in which the reversible binding of a phosphorylated substrate peptide to a specific phosphoamino acid binding domain triggers proximity between two tethered fluorescent proteins forming a FRET pair^15^. In Kinprola, these two fluorescent proteins are replaced by the two components of a split-HaloTag system. Phosphorylation of Kinprola then leads to reconstitution of active HaloTag, which in the presence of a fluorescent HaloTag substrate leads to its irreversible labeling. Using this modular design principle, we have generated recorders for PKA, PKC, JNK and AMPK by swapping in specific substrate peptides identified in previous studies that developed selective real-time biosensors for these kinases^15^. The phosphorylation sites and recognition motifs of the substrate peptides ensure high specificity for their cognate kinases while minimizing cross-reactivity with other kinases. Kinprola may be further extended to record the activity of other types of kinase, such as extracellular signal-regulated kinase (ERK) and tyrosine kinases, by using appropriate substrate peptides and phosphoamino acid binding domains. By tagging with distinct localization signals and fluorescent proteins, Kinprola_PKA_ variants can be used for simultaneous recording of PKA activation in distinct cellular compartments in response to the same stimulus. In principle, it should also be possible to record the activities of multiple kinases by spatially separating appropriate Kinprola variants.

The large majority of the experiments reported here were performed with Kinprola_PKA_. A key feature of Kinprola_PKA_ is the persistence of the fluorescent mark, which remains detectable for days in live neurons and is resistant to fixation procedures. This allows the sorting of cells based on their kinase activity histories from large and heterogeneous cell populations for later analysis. Transcriptome analysis of GBC subpopulations sorted according to Kinprola labeling highlights the important role of PKA in cell cycle regulation, which potentially correlates with glioblastoma proliferation and invasion. Furthermore, a Kinprola_PKA_-based CRISPR-knockout screening identified numerous putative noncanonical regulators that influence PKA activity, potentially broadening our understanding of PKA signaling and aiding in therapeutic target identification. Of note, using different cell sorting strategies, the putative hits identified by CRISPR-knockout screening in RKO cells did not significantly correlate with DEGs identified by RNA-seq in GBCs, where no genetic perturbation was introduced. This demonstrates that Kinprola recording can be tailored to address various biological questions by adjusting the recording parameters and experimental context. Compared with real-time biosensors, Kinprola can analyze fixed samples, which comes with a much higher throughput. Therefore, Kinprola should also be well suited for drug screening when combined with high-throughput methods such as flow cytometry and automated plate readers. For single-cell analysis, Kinprola can be directly integrated with in situ RNA-seq, enabling the stable recording of kinase activity alongside single-cell gene expression profiling within the same cells. This approach can also be extended to other single-cell perturbation analyses, such as high-content imaging-based CRISPR screening.

Real-time PKA activity biosensors demonstrate rapid on kinetics of PKA activity in response to neuromodulatory inputs; however, the off phase spans several minutes, probably due to the slow dissociation of cAMP from the PKA regulatory subunits (dissociation constant *K*_d_ around 0.15 min^−1^)^9,42,43^. In the presence of HaloTag substrate, Kinprola_PKA_ continuously accumulates labeling signals throughout the entire duration of one or multiple PKA activation cycles. We demonstrated that Kinprola_PKA_ is both sufficiently fast and sensitive to record PKA activation at a minute-scale resolution, even when stimulated by relatively weak and transient stimuli, such as low doses of Iso or electrophysiological stimulation in primary neurons. Three key parameters—(1) kinase activation strength, (2) HaloTag substrate concentration and (3) recording time—determine the degree of Kinprola labeling. By adjusting the substrate concentration, users of Kinprola can fine tune the responsiveness to suit their specific experimental needs. Kinprola is also a promising tool for recording PKA activity in vivo, as demonstrated by the labeling of Kinprola_PKA_ in NAc neurons with elevated PKA activity provoked by a selective D1/D5R agonist in freely moving mice. The fast in vivo clearance kinetics of fluorescent HaloTag substrates in mice (*t*_1/2_ around 15 min) restricts the recording period of Kinprola_PKA_ after a single injection of CPY-CA to minute timescales^44,45^. Extending the recording period of Kinprola *in vivo* would thus require either different delivery methods of the HaloTag substrates or the development of HaloTag substrates with more favorable pharmacokinetic properties.

PKA activity has been monitored as a central surrogate for intracellular neuromodulation throughout the nervous system, and Kinprola should thus become a complementary tool to existing fluorescent PKA activity reporters for dissecting mechanisms related to neuromodulatory activity ex vivo and in vivo. In the future, it should be possible to stably mark neurons with elevated PKA activity using Kinprola in the nervous system for transcriptome analysis and pharmacological or genetic screenings, enabling systematic studies of the molecular features of signaling pathways during neuromodulation.

## Methods

### General information

All reagents were purchased from commercial suppliers and used without further purification. Detailed information on the reagents and resource is listed in Supplementary Table 3. The fluorescent HaloTag substrates were synthesized according to literature procedures^46,47^. The JF dyes were generously provided by L. D. Lavis (Janelia Research Campus). The fluorescent substrates were dissolved in dry dimethyl sulfoxide (DMSO) to create stock solutions and subsequently diluted in the respective buffers to ensure the final DMSO concentration was within 1% (vol/vol). The chemical structures and photophysical properties of these substrates are presented in Supplementary Fig. 1. For drug treatment, an equal volume of DMSO was used as the vehicle control unless otherwise specified. The composition of common buffers used in this study is detailed in Supplementary Table 4.

### Molecular cloning

For protein production in *Escherichia* *coli*, the pET51b(+) vector (Novagen) was used. For mammalian cell expression, the pcDNA5/FRT vector (ThermoFisher Scientific) was used. Unless otherwise specified, molecular cloning was performed using Gibson assembly^48^, In-Fusion Cloning or the Q5 site-directed mutagenesis kit, following the manufacturer’s protocols. The primers were synthesized by Sigma-Aldrich or Eurofins. DNA amplification was carried out by PCR using KOD-hot-start DNA polymerase master mix or Q5 high-fidelity DNA polymerase. The PCR products were purified using the QIAquick PCR purification kit or the NucleoSpin Gel and PCR Clean-up kit. The cloning products generated by Gibson assembly were electroporated into *E. coli* strain 10G. For cloning virus-related plasmids, NEB stable competent *E. coli* and One Shot Stbl3 chemically competent *E. coli* were used. The plasmids were purified with the QIAprep Spin Miniprep Kit. For cell transfection purpose, endotoxin was removed using the GeneJET Endo-Free Plasmid Maxiprep Kit. All the sequences were verified by Sanger sequencing, and the integrity of inverted terminal repeats recombination sites of virus-related plasmids was also verified. All the plasmids used in this study can be found in Supplementary Table 5.

### Single sgRNA plasmid cloning

For cloning individual sgRNA sequences into the HDCRISPRv1 vector^36^, the vector was sequentially digested with BfuAI and BsrGI-HF, followed by dephosphorylation using Quick CIP. The digested vector was then purified by gel electrophoresis. The annealed oligos were ligated into digested vector using the Quick Ligation Kit according to the manufacturer’s protocol. All the sgRNA sequences can be found in Supplementary Table 6.

### Protein expression and purification

The proteins were expressed in *E. coli* strain BL21(DE3). The lysogeny broth cultures were grown at 37 °C until the optical density at 600 nm (OD 600 nm) reached 0.8. Protein expression was induced by adding 0.5 mM isopropyl-β-d-1-thiogalactopyranoside (IPTG), and the cultures were then grown at 16 °C overnight. The cell cultures were collected by centrifugation (4,500*g*, 10 min, 4 °C) and lysed by sonication on ice in IMAC lysis buffer (Supplementary Table 4). The cell lysate was cleared by centrifugation (70,000 g, 20 min, 4 °C). The proteins were purified using HisPur Ni-NTA Superflow Agarose or on the ÄktaPure FPLC system (Cytiva) with IMAC wash and elution buffer (Supplementary Table 4) and concentrated using Ultra-15 centrifugal filter units with a molecular weight cutoff smaller than the protein size, followed by buffer exchange into the activity buffer (Supplementary Table 4, final imidazole concentration <0.1 mM). The purification His_10_ tag was removed by overnight cleavage with tobacco etch virus (TEV) protease at 30 °C as previously described^49^. The cleaved proteins were purified using a HisTrap FF crude column (Cytiva) on the ÄktaPure FPLC system (Cytiva) by collecting the flow-through. The proteins were further purified by size-exclusion chromatography (HiLoad 26/600 Superdex75, Cytiva) using the activity buffer. The purified proteins were either flash frozen in liquid nitrogen and stored at −80 °C or mixed 1:1 (vol/vol) with 90% (wt/vol) glycerol in activity buffer and stored at −20 °C. The final protein concentration ranged from 100 to 500 μM. The correct size and purity of proteins were assessed by SDS–polyacrylamide gel electrophoresis and liquid chromatography–mass spectrometry. The protein amino acid sequences are listed in Supplementary Note 1.

### In vitro phosphorylation of Kinprola_PKA_ protein

In a 500-µl kinase assay buffer system (Supplementary Table 4), 10 µM of purified Kinprola_PKA_ protein was mixed with 10 µg of PKAcat and 200 µM of ATP, then incubated at 30 °C for 1 h with shaking at 300 rpm. The phosphorylated proteins were purified by size-exclusion chromatography and assessed by liquid chromatography–mass spectrometry.

### Protein thermostability measurement

The protein thermostability was measured at 0.5 mg ml^−1^ in activity buffer using a nanoscale differential scanning fluorimeter (NanoDSF) Prometheus NT 48 device (NanoTemper Technologies). The temperature range for measurement was from 20 °C to 95 °C with a heating rate of 1 °C min^−1^. The changes in the ratio of the fluorescence intensities at 350 and 330 nm were monitored. The indicated melting temperature (mean of two technical replicates) corresponds to the point of inflection (maximum of the first derivative). The melting temperatures of the proteins are listed in Supplementary Table 1.

### Kinprola labeling kinetics

The labeling kinetics of Kinprola was measured by recording fluorescence polarization over time at 30 °C using a Tecan microplate reader. The measurements were conducted in black, nonbinding, flat bottom, 96-well polystyrene plates (OptiPlate, PerkinElmer). The experiments were performed in kinase assay buffer (Supplementary Table 4) with or without PKAcat and ATP, in technical triplicates. In a 200 μl assay system, the final concentrations were as follows: 200 nM Kinprola protein, 25 ng μl^−1^ PKAcat, 500 μM ATP and 50 nM fluorescent HaloTag substrate (CPY-CA, TMR-CA, JF_549_-CA, JF_552_-CA or JF_669_-CA). Kinprola protein and fluorescent substrate were prepared separately in 50 μl aliquots, and PKAcat + ATP was prepared in 100 μl. Kinprola protein was first incubated with kinase assay buffer containing PKAcat + ATP for 30 min at 30 °C. The reactions were then started by adding 50 μl of the fluorescent HaloTag substrate. The control experiments were conducted with the same procedure but in kinase assay buffer without PKAcat and ATP. The data analysis was performed as previously described^17^. Kinprola labeling kinetics parameters are listed in Supplementary Table 2.

### Cell culture

HeLa Kyoto Flp-In (provided by Dr. Amparo Andres-Pons, EMBL), human embryonic kidney 293 (HEK293) Flp-In T-REx cells and HEK293T cells were cultured in Dubeco’s modified Eagle medium supplemented with 10% (vol/vol) fetal bovine serum (FBS) in a humidified 5% CO_2_ incubator at 37 °C. The RKO cells were cultured in RPMI + GlutaMAX medium supplemented with 10% (vol/vol) FBS, 100 units ml^−1^ penicillin and 100 µg ml^−1^ streptomycin. The primary rat hippocampal neurons were cultured in NeuroBasal medium supplemented with 1× GlutaMAX, 1× B-27, 100 units ml^−1^ penicillin and 100 µg ml^−1^ streptomycin. The patient-derived GBC line (PDGCL) S24 (refs. ^31,50^) was cultured as nonadherent neurospheres in PDGCL medium, consisting of Dubeco’s modified Eagle medium/F-12, 1× B-27 supplement, 5 μg ml^−1^ insulin, 5 μg ml^−1^ heparin, 20 ng ml^−1^ epidermal growth factor and 20 ng ml^−1^ basic fibroblast growth factor. The cell lines were regularly tested for mycoplasma contamination and were mycoplasma-free.

### Transient transfection of cells

Transient transfection was performed using Lipofectamine 3000 transfection reagent unless otherwise specified. For transfecting a single well of a 96-well plate, 100 ng of DNA was first diluted into 10 μl of Opti-MEM I and mixed with 0.2 μl of P3000. Separately, 0.2 μl of Lipofectamine 3000 was diluted with 10 μl of Opti-MEM I. The two solutions were then mixed and incubated for 15 min at room temperature. The prepared DNA–Lipofectamine complex was added to cells at 50–70% confluency. The medium was changed after 12 h of incubation in a humidified 5% CO_2_ incubator at 37 °C. The cells were then cultured under the same conditions for another 12–36 h before further treatment.

### Stable cell line establishment

HeLa and HEK293 stable cell lines were generated using the Flp-In system. Briefly, HEK293 Flp-In T-Rex or HeLa Kyoto Flp-In cells were cultured to 80% confluency in T-25 cell culture flasks. The cells were then cotransfected with 440 ng of a pCDNA5/FRT plasmid encoding the gene of interest (GOI) and 3,560 ng of the pOG44 Flp-recombinase expression plasmid (Invitrogen) using the Lipofectamine 3000 transfection reagent as described above. The cell culture medium was changed 12 h post transfection, and the medium was replaced with cell culture medium supplemented with 100 μg ml^−1^ hygromycin B 24 h post transfection to select cells that stably integrated the GOI into the genome. After 48–72 h of selection, the cells were recovered in fresh cell culture medium until reaching confluency. The cells with high expression levels of GOI were sorted in bulk population on the basis of EGFP fluorescence intensity (blue laser, 488 nm with 530/30 bandpass filter) using FACS with a FACSMelody cell sorter (BD Biosciences). A list of established stable cell lines can be found in Supplementary Table 5.

### rAAV preparation

The recombinant AAVs (rAAVs) used for cell experiments were produced as previously described^51^. Briefly, HEK293 cells were transfected with plasmids pRV1 (containing AAV2 Rep and Cap sequences), pH21 (containing AAV1 Rep and Cap sequences), pFD6 (adenovirus helper plasmid) and the AAV plasmid containing the recombinant expression cassette driven by the hSyn1 or CAG promoter and flanked by AAV2 packaging signals (inverted terminal repeats recombination sites). Transfection was performed using polyethylenimine (PEI) 25,000. A total of 5 days post transfection, the culture medium and cells were collected by centrifugation at 1,000*g* for 5 min at 4 °C. The cells were lysed using TNT extraction buffer (Supplementary Table 4). The cell debris was removed by centrifugation at 3,000*g* for 5 min at 4 °C. The supernatant was treated with 50 U ml^−1^ benzonase nuclease for 30–60 min at 37 °C, with mixing by inverting every 20 min. The rAAVs were purified from the medium and supernatant via Äkta-Quick FPLC system (Cytiva) with AVB Sepharose HiTrap columns (Cytiva). The columns were first equilibrated with PBS (pH 7.4), and the virus particles were then eluted with 50 mM glycine–HCl (pH 2.7). The purified virus particles were concentrated and buffer exchanged to PBS (pH 7.3) using Amicon Ultra centrifugal filters (Millipore) with a molecular weight cutoff of 100 kDa. The rAAVs were aliquoted, flash frozen and stored at −80 °C until further use. The rAAV titer was quantified by quantitative PCR as previously described^52^. For mice brain injection and expression, AAV9-hSyn-Kinprola_PKA_ and AAV9-hSyn-Kinprola_PKA_T/A_ were packaged at BrainVTA.

### Lentivirus production

Lentivirus were produced as previously described^36^. Briefly, the lentiviral packaging vector psPAX2 and the lentiviral envelope vector pMD2.G were cotransfected with the respective lentiviral expression vector (in a ratio of 5.25:3.15:10) using TransIT-LT1 transfection reagent and Opti-MEM, according to the manufacturer’s protocol, into low-passage (<15) HEK293T cells at 70–80% confluency. Approximately 16 h post transfection, the medium was replaced with fresh culture medium and supernatant was collected 48 h post transfection by filtration through a 0.45-μm low protein binding PES membrane. The collected lentiviral supernatant was aliquoted and stored at −80 °C.

### Cell fixation

After treatment and labeling, the cells were washed with prewarmed PBS and fixed with 4% (wt/vol) methanol-free formaldehyde (PFA) in PBS at 37 °C for 15 min. Subsequently, the cells were washed three times with PBS for further imaging.

### Recording PKA activities in cells during pharmacological treatment

In general, the cells expressing Kinprola_PKA_ variants were seeded into chambered coverslips or 96-well culture dishes and grown to approximately 80% confluency. The cells were treated with various compounds (50 μM Fsk/100 μM IBMX, 1 μM PGE1, 10 μM Iso, 1 μM epinephrine, 1 mM Bt_2_cAMP, 20 μM H89, 100 nM thapsigargin, 100 ng ml^−1^ phorbol 12-myristate 13-acetate (PMA), 10 μM anisomycin, 1 μM ionomycin and 40 mM 2-deoxy-d-glucose (2-DG)) in the presence of 25 nM CPY-CA for 30 min in a humidified incubator at 37 °C with 5% CO_2_ atmosphere. After treatment and labeling, the cells were then washed with PBS and incubated with medium supplemented with 5 μM recombinant HaloTag protein for 10 min. Subsequently, the cells were washed again with PBS and either fixed for fluorescence imaging or detached with transparent TrypLE Express Enzyme for flow cytometry analysis.

### Real-time recording of labeling signal integration in HEK293 cells

The HEK293 cells stably expressing Kinprola_PKA_ were seeded into poly-d-lysine-coated eight-well imaging chambered coverslips and cultured in 150 μl of transparent medium per well. During timelapse imaging, five baseline frames were first captured. Then, the medium was replaced with 150 μl of medium containing 25 nM CPY-CA, followed by a 10-min imaging acquisition period. Afterward, 150 μl of medium containing 25 nM CPY-CA and 100 μM Fsk was added, and another 5-min imaging acquisition was performed. Finally, 150 μl of medium containing 25 nM CPY-CA, 50 μM Fsk and 60 μM H89 was added for approximately 15 min of imaging acquisition. The final concentrations of CPY-CA, Fsk and H89 in the imaging medium were maintained constant at 25 nM, 50 μM and 20 μM, respectively. Signal background from free CPY-CA was subtracted using cocultured cells without Kinprola_PKA_ expression.

### Successive recordings during pharmacological treatment in HEK293 cells

The HEK293 cells stably expressing Kinprola_PKA_ were seeded into poly-d-lysine-coated 96-well imaging plates. For successive recordings with spectrally distinguishable fluorescent HaloTag substrates, the cells were sequentially treated as follows: (1) cotreated with 10 μM PGE1 and fluorophore substrate 1 for 30 min, (2) cotreated with 10 μM H89 and fluorophore substrate 2 for 30 min and (3) cotreated with 50 μM Fsk/100 μM IBMX and fluorophore substrate 3 for 20 min. Between different recordings, the cells were washed with medium supplemented with 5 μM recombinant HaloTag protein for 10 min, followed by two washes with medium and then allowed to rest for 2 h in fresh medium in a humidified incubator at 37 °C with 5% CO_2_ atmosphere. For these recordings, the following substrates were used: 25 nM CPY-CA, 100 nM JF_552_-CA and 100 nM JF_669_-CA. After the final recording session, the cells were fixed for further imaging as described above.

### Recording activities of different kinases in cells during pharmacological treatment

HeLa or HEK293 cells were seeded into 96-well culture dishes and grown to approximately 50% confluency. For HEK293 cells, the 96-well culture dishes were precoated with poly-d-lysine. Kinprola variant plasmids were then transfected into cells using Lipofectamine 3000. A total of 24 h post transfection, the cells were treated with various compounds (for Kinprola_PKC_ and Kinprola_PKC_T/A_, 100 ng ml^−1^ PMA, 1 μM Gö 6983; for Kinprola_JNK_ and Kinprola_JNK_T/A_, 10 μM anisomycin, 10 μM JNK inhibitor III; for Kinprola_AMPK_ and Kinprola_AMPK_T/A_, 40 mM 2-DG, 30 μM SBI-0206965 (SBI) in the presence of 25 nM CPY-CA for 30 min in a humidified incubator at 37 °C with 5% CO_2_ atmosphere. After treatment, the cells were then washed with PBS and incubated with medium supplemented with 5 μM recombinant HaloTag protein for 10 min. Subsequently, the cells were washed again with PBS and detached with transparent TrypLE Express Enzyme for flow cytometry analysis.

### Simultaneously recording PKA activities in different cellular compartments during pharmacological treatment

The HeLa cells were transduced using AAVs under a CAG promoter with nuclear export signal (NES)-Kinprola_PKA_-mTagBFP2 and Kinprola_PKA_-mEGFP-NLS 3×. A total of 36 h post transduction, the cells were stimulated with 50 μM Fsk/100 μM IBMX in the presence of 50 nM CPY-CA for 30 min in a humidified incubator at 37 °C with 5% CO_2_ atmosphere. After treatment, the cells were then washed with PBS and incubated with medium supplemented with 5 μM recombinant HaloTag protein for 10 min. Subsequently, the cells were washed again with PBS and fixed for fluorescence imaging.

### Generation of GBCs stably expressing Kinprola

The Kinprola expression cassette was cloned into a pLKO.1-puro vector for lentivirus production. Lentivirus transduction of glioblastoma S24 cells was performed as previously described^28^. Successfully transduced S24 cells were selected using 1 μg ml^−1^ puromycin. The EGFP-positive cells were subsequently sorted using a FACSMelody cell sorter (BD Biosciences, excitation 488 nm, filter 530/30 nm) and propagated for further use.

### RNA-seq data generation

The RNA-seq sample preparation was conducted as previously described with modifications^17^. Glioblastoma S24 cells stably expressing Kinprola_PKA_ or Kinprola_on_ were plated at a density of 4 × 10^6^ cells onto Matrigel-coated T-25 cell culture flasks in growth factor-devoid PDGCL medium supplemented with 50 mM glucose (high-glucose medium, HGM). These serum-free stem-like conditions preserve both the gene expression and biological properties of the original tumor, such as diffuse growth and network formation^53^. A total of 48 h after seeding, the Kinprola_PKA_-expressing S24 cells were labeled with 100 nM CPY-CA for 30 min at 37 °C in a humidified incubator with 5% CO_2_ atmosphere, while Kinprola_on_-expressing S24 cells were labeled for a decreased time of 2.5 min as a control. Afterward, the cells were rinsed with HGM and incubated with HGM containing 4 μM recombinant HaloTag protein for 10 min. The cells were then rinsed with PBS, detached using accutase, resuspended in cold PBS and subjected to FACS sorting on a FACSAria Fusion Special Order System (BD Biosystems). Kinprola_PKA_- or Kinprola_on_-expressing S24 cells were sorted into three groups on the basis of high (around 5%), medium and low (around 5%) normalized fluorescence intensity (CPY-CA/EGFP). Three replicate samples per group were collected, and the RNA was isolated with the Arcturus PicoPure Frozen RNA Isolation Kit, according to the manufacturer’s instructions. On-column DNase digestion was performed using the RNase-Free DNase Set, and RNA integrity was verified using the high-sensitivity RNA ScreenTape System (Agilent) and the 4150 Tapestation System (Agilent). Library preparation and RNA-seq of the three replicates per condition were performed on a NovaSeq6000 device (Illumina) by the Genomics and Proteomics Core Facility at the German Cancer Research Center (DKFZ, Heidelberg).

### RNA-seq data analysis

The RNA-seq reads were aligned with STAR^54^ (v.2.5.3a) against the GRCh38 human reference genome. A gene-count matrix was generated using featureCounts^55^ in Subread (v.1.5.3) against GENCODE^56^ (v.32). The pairwise DEGs between groups were identified with generalized linear models using DeSeq2 (ref. ^57^) (v1.38.3) (that is, DEGs in ‘high’ versus ‘medium’, ‘high’ versus ‘low’ and ‘medium’ versus ‘low’). The DEGs were retained with a FDR <0.05, a raw count >9 in all samples and replicates, a log_2_ fold change (log_2_FC) >0.5 and log_2_FC <−0.5 and those recurrently identified in all three comparisons. The analysis yielded 737 DEGs in Kinprola_PKA_ data and 326 DEGs in Kinprola_on_ data. The expression levels (log_2_ fragments per kilobase per million mapped fragments) of DEGs were *Z*-score scaled across samples and visualized with GraphPad Prism (version 10.2.1). The multidimensional scaling plots of RNA-seq datasets with the principal component analysis (PCA) were plotted using the plotPCA function after normalization with the vst() function in DESeq2 (ref. ^57^). ShinyGO^58^ (RRID: SCR_019213, v.0.741 and v.0.80) was used for a GO enrichment analysis. The FDR and fold enrichment were calculated by comparing DEGs lists with a background of all protein-coding genes in the human genome.

### Generation of RKO cells stably expressing Kinprola and Cas9

The Kinprola expression cassette was cloned into a lenti-EF1α-Cas9-T2A-Blasticidin expression plasmid (Supplementary Table 5 and Supplementary Note 1). Lentivirus production was performed as described above. Successfully transduced RKO cells were selected using 15 μg ml^−1^ Blasticidin for 7 days. The EGFP-positive cells were sorted using a FACSMelody cell sorter (BD Biosciences, excitation 488 nm, filter 530/30 nm) and propagated for further use.

### Recording PKA activities during pharmacological treatment in RKO cells

The RKO cells stably expressing Kinprola_PKA_, Kinprola_PKA_T/A_ and Kinprola_on_ were seeded at 8 × 10^3^ cells per well into 96-well plates. A total of 2 days post seeding, the cells were incubated with vehicle or with compounds (50 μM Fsk/100 μM IBMX or 20 μM H89) in the presence of 125 nM CPY-CA for 30 min at 37 °C in a humidified incubator with 5% CO_2_ atmosphere. The cells were then rinsed with fresh medium, incubated with medium containing 5 μM recombinant HaloTag protein for 10 min, rinsed with PBS, detached using transparent TrypLE Express Enzyme, resuspended into PBS containing 2% (vol/vol) FBS and finally analyzed via flow cytometry.

### Lentiviral CRISPR sgRNA library preparation

The HD CRISPR library sublibrary A was constructed on an HD CRISPR vector as previously described^36^. Briefly, the lentivirus was produced using HEK293T cells as the host. Together with psPAX2 and pMD2.G packaging plasmids, the sgRNA plasmid library was transfected into HEK293T cells using TransIT-LT1 transfection reagent. A total of 48 h post transfection, the virus-containing supernatant was filtered through a 0.45-μm low protein binding PES membrane, aliquoted and stored at −80 °C until further use. For determining the MOI, the RKO cells were transduced with varying amounts of lentiviral supernatant in the presence of 10 μg ml^−1^ polybrene according to the manufacturer’s protocol. A total of 24 h post transduction, the cells were selected with 2 μg ml^−1^ puromycin for another 48 h, and the number of surviving cells was compared with a nontransduced control sample. The titer of HD CRISPR sublibrary A in RKO cells, as produced in this study, was determined to be 2.19 × 10^7^ transduction units per milliliter.

### Pooled CRISPR-knockout screen

A total of 2.5 × 10^8^ RKO cells stably expressing Kinprola_PKA_ and Cas9 were transduced with the lentiviral HD CRISPR sublibrary A and 10 μg ml^−1^ polybrene in five-layer cell culture multiflasks to achieve an initial library coverage of around 500-fold upon infection at an MOI of 0.2–0.3 (ensuring the large majority of cells receive only one sgRNA for gene editing). A total of 24 h post transduction, the transduced cells were selected with 2 μg ml^−1^ puromycin. One flask was cultured without puromycin selection for MOI determination. Then, 48 h post selection, the cells were passaged and the MOI was determined by calculating the ratio of live cells with and without puromycin selection. The cells were reseeded at a 500-fold library coverage and cultured for another 2 days. To prepare labeled cells for sorting, the cells were incubated with 125 nM CPY-CA for 30 min at 37 °C in a humidified incubator with 5% CO_2_ atmosphere. The cells were further rinsed with PBS and washed with medium containing 2 μM recombinant HaloTag protein for 15 min. Then the cells were detached with accutase, pelleted by centrifugation at 300*g* for 5 min, resuspended in ice-cold PBS supplemented with 2% (vol/vol) FBS and 5 mM EDTA, filtered with cell strainers and stored on ice until sorting. The labeled cells were sorted into three groups with the high (around 25%), medium (around 50%) and low (around 25%) normalized fluorescence intensity (CPY-CA/EGFP). Once sorted, the cells were pelleted by centrifugation at 300*g* for 5 min, washed with PBS and stored dry at −20 °C until genomic DNA extraction.

### Genomic DNA extraction, library preparation and sequencing

These steps were performed as previous described with modifications^36^. Briefly, genomic DNA was isolated from frozen cell pellets using the QIAamp DNA Blood and Cell Culture DNA Maxi Kit according to the manufacturer’s instructions and purified by ethanol precipitation. The DNA concentration in all subsequent steps was measured using Nanodrop or Qubit dsDNA HS and BR Assay Kits. For PCR amplification of the sgRNA cassette, 100 μg of genomic DNA was used with unique indexing primers for each sample. Illumina adapters, and indices were added in the same one-step PCR reaction using the KAPA HiFi HotStart ReadyMix. The PCR product was purified using the QIAQuick PCR Purification Kit and further gel purified to remove genomic DNA contamination using the QiaQuick Gel Extraction kit. The quality and purity of the amplified PCR product were determined using the Agilent 2100 Bioanalyzer system. DNA concentrations from all conditions were adjusted and pooled at equimolar ratios. The sequencing reaction was performed on an Illumina NextSeq 500/550 system with a High-Output Kit v2.5 (75 cycles) to read the 20-nt sgRNA sequence and quantify the number of copies, by the Deep Sequencing Core Facility (Bioquant, Heidelberg University).

### Pooled CRISPR-knockout screen data processing and analysis

The absolute sgRNA read counts were collected and demultiplexed using the MAGeCK version 0.5.9.4 package^59^. To process the raw data, the read counts were first normalized and log-transformed. The fold changes between conditions were then determined by subtracting the log-normalized read count of the control samples from that of the corresponding treated sample. The replicates were collapsed by arithmetic mean for each gene and each sgRNA. The statistical significance of differential gene expression was calculated using the LIMMA package^60^. The *P* values were corrected for multiple testing by Benjamini−Hochberg correction. An FDR cutoff of 0.05 was applied to hit selection. The hit list was further filtered by eliminating RKO core-essential genes according to dependency score available in the Cancer Dependency Map Project (DepMap, https://depmap.org/).

### Hits validation by individual retests of select sgRNAs

Two NT sgRNAs and two sgRNAs targeting each hit of interest were cloned into the parental HDCRISPRv1 (ref. ^36^) vector for sgRNA expression under a U6 promoter (Supplementary Table 6). The RKO cells stably expressing Kinprola_PKA_ and Cas9 were seeded into six-well plates at a density of 5 × 10^5^ cells per well. After 24 h, the cells were transfected with plasmids containing the sgRNAs with jetOPTIMUS transfection reagent. For a single well transfection, 3 μg of plasmid and 3 μl of jetOPTIMUS transfection reagent in 200 μl of jetOPTIMUS buffer were used. The cells were changed into new culture medium after 6 h. A total of 24 h after transfection, the cells were selected with new culture medium supplemented with 1.25 μg ml^−1^ puromycin. After 48 h of selection, the cells were labeled with 125 nM CPY-CA for 30 min and prepared as described above for flow cytometry. SYTOX blue dead cell stain was used for gating out dead cells according to manufacturer’s protocol. To evaluate sgRNA cutting efficacy, genomic DNA was extracted using the QIAamp DNA Blood Maxi Kit. The fragments flanking the sgRNA target sites were amplified by PCR, purified by gel extraction using the QIAquick Gel Extraction Kit and sequenced via Sanger sequencing. The editing efficacy was then analyzed using Tracking of Indels by Decomposition (TIDE)^61^ by comparing chromatogram sequence files from edited samples and the NT control. The primers used for amplifying the genomic regions are listed in Supplementary Table 7.

### ELISA-based colorimetric PKA activity measurement

The PKA activity in cell lysate was measured using an ELISA-based PKA colorimetric activity kit according to the manufacturer’s instructions. Briefly, sgRNA-transfected cells, prepared as described above, were collected using a cell scraper and lysed in activated cell lysis buffer (Supplementary Table 4) for 30 min on ice with occasional vortexing, followed by centrifugation at 9,391*g* for 10 min at 4 °C. The supernatants were then frozen as single-use aliquots at −80 °C. The protein concentrations were quantified using a Bicinchoninic acid assay before the following colorimetric assay. The colorimetric assay was performed according to the manufacturer’s protocol, and the optical density was measured using a Tecan microplate reader.

### Western blot analysis

The cells were washed twice with ice-cold PBS and lysed using RIPA lysis buffer supplemented with complete protease inhibitor cocktail and complete PhosSTOP. The cells were scraped from the six-well plates, and the lysates were incubated at 4 °C with rotational agitation for 30 min to ensure complete lysis. The lysates were then clarified by centrifugation at 21,130*g* for 20 min at 4 °C. The protein concentrations were determined using the BCA Protein Assay Kit according to the manufacturer’s instructions. The protein samples were denatured in 1× Laemmli buffer by heating at 95 °C for 5 min and then loaded onto Bolt 4-12% Bis–Tris Plus Protein Gels. The proteins were separated by SDS–polyacrylamide gel electrophoresis using 3-(N-morpholino)propanesulfonic acid (MOPS) running buffer alongside a Pageruler Prestained Protein Ladder. Following electrophoresis, the proteins were transferred to polyvinylidene difluoride membranes via wet transfer in a buffer containing 10% (vol/vol) methanol. The transfer efficiency was confirmed by staining the membranes with Ponceau S solution. The membranes were destained with Tris-buffered saline with Tween-20 (TBST) and blocked with 5% (wt/vol) skim milk in TBST for 30 min at room temperature. The membranes were then incubated with primary antibodies overnight at 4 °C or for 2 h at room temperature on a roller mixer. After incubation, the membranes were washed three times for 5 min each with TBST and incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. The membranes were washed again three times for 5 min each with TBST. The protein signals were detected using enhanced chemiluminescence substrates and visualized using a ChemiDoc Imaging System with Image Lab software (Bio-Rad, version 6.1.0). All antibodies were diluted in 5% skim milk in TBST. The following antibodies and dilution were used: FZR1 polyclonal antibody (Proteintech, 16368-1-AP, 1:1,000), TRIM33 polyclonal antibody (Proteintech, 55374-1-AP, 1:1,000), PES1 polyclonal antibody (Proteintech, 13553-1-AP, 1:1,000), VPRBP polyclonal antibody (Proteintech, 11612-1-AP, 1:1,000), NOP2 polyclonal antibody (Proteintech, 10448-1-AP, 1:1,000), anti-vinculin antibody (Sigma-Aldrich, V9264, 1:10,000), HRP-AffiniPure polyclonal goat anti-mouse IgG (H + L) (Jackson ImmunoResearch, JIM-115-035-003, 1:10,000), HRP-AffiniPure polyclonal goat anti-rabbit IgG (H + L) (Jackson ImmunoResearch, JIM-111-035-003, 1:10,000).

### Primary rat hippocampal neurons preparation

All procedures were conducted in strict accordance with the Animal Welfare Act of the Federal Republic of Germany (Tierschutzgesetz der Bundesrepublik Deutschland, TierSchG) and the Animal Welfare Laboratory Animal Regulations (Tierschutzversuchsverordnung). According to these regulations, no ethical approval from an ethics committee is required for euthanizing rodents when the organs or tissues are used for scientific purposes. The euthanasia procedure for rats in this study was supervised by animal welfare officers of the Max Planck Institute for Medical Research and was carried out and documented in compliance with the TierSchG (permit number assigned by the Max Planck Institute for Medical Research: MPI/T-35/18). The primary rat hippocampal neurons were prepared from isolated hippocampi obtained from postnatal P0–P1 Wistar rats of both sexes, following the established protocols as previously described^62^. The neurons were seeded onto poly‑l‑ornithine (100 μg ml^−1^ in water) and laminin (1 μg ml^−1^ in HBSS) 24-well or 96-well glass bottom imaging plates and maintained in a humidified cell culture incubator with 5% CO_2_ at 37 °C.

### rAAV transduction

At day 6, the neurons were refreshed with one-third of the medium. On day 7, the neurons were transduced with purified rAAVs (serotype 2/1) at concentrations ranging from 10^9^ to 10^10^ genome copies per milliliter. The cultures were allowed to express transgenes for 7 days. One-third of the medium was changed every 3 days during this period.

### Recording PKA activities in cultured neurons during pharmacological treatment

The neurons seeded in 96-well glass bottom imaging plates were used at 14–16 days in vitro. The PKA modulators (50 μM Fsk/2 μM Rol, 1 μM Iso, 1 μM propranolol, 1 μM norepinephrine or 20 μM H89) were applied along with 25 nM CPY-CA to neuronal cultures. The treatments were conducted in a humidified cell culture incubator with 5% CO_2_ at 37 °C for 45 min. Afterward, the neurons were rinsed with warm NeuroBasal medium, followed by incubation with warm NeuroBasal medium supplemented with 5 μM recombinant HaloTag protein for 15 min. The neurons were then washed with warm HBSS and fixed with 4% (wt/vol) PFA for 15 min at 37 °C. After fixation, the neurons were washed with HBSS and stored at 4 °C for further imaging.

### Recording PKA activities in cultured neurons during electric field stimulation

The cultured neurons in 24-well glass bottom imaging plates were prepared for electric field stimulation using a custom-build 24-well cap stimulator equipped with platinum electrodes connected to a stimulation control unit, as previously described^63^. Before stimulation, the neurons were treated with a synaptic blocker solution (25 μM APV/10 μM NBQX in NeuroBasal medium) for 25 min at 37 °C in a humidified cell culture incubator with 5% CO_2_. The neuron cultures were then transferred to a widefield microscope stage housed in an environmental chamber set to 37 °C with 5% CO_2_. The cap stimulator was positioned on top of the neuron cultures. The neurons were preincubated with 125 nM CPY-CA for 5 min before stimulation. The stimulation patterns were set to 80 Hz frequency, 100 mA intensity and 1 ms pulse width, generating defined trains of action potentials in the presence of CPY-CA. Following electric field stimulation, the neurons were washed and fixed for further imaging, following the procedures described above.

### Stability measurement of fluorescent Kinprola_PKA_ labeling signal in cultured neurons

The neurons were incubated with 125 nM CPY-CA for 1 h at 37 °C in a humidified cell culture incubator with 5% CO_2_ and then washed as described above. The experiments were conducted in three 24-well imaging plates as replicates. The fluorescent intensities of basally active neurons were recorded and measured at 24-h intervals over a period of 3 days. Between measurements, the neurons were maintained at 37 °C in a humidified cell culture incubator with 5% CO_2_.

### Animals

All procedures for animal surgery and experimentation were performed using protocols approved by the Institutional Animal Care and Use Committee at Peking University. The mice were group- or pair-housed in a temperature-controlled (18–23 °C) and humidity-controlled (40–60%) room with a 12-h light–dark cycle. Food and water were available ad libitum.

### Expression of Kinprola in mice brain

Male C57BL/6N mice (6–8 weeks of age) were anesthetized with an intraperitoneal injection of 2,2,2-tribromoethanol (Avertin; 500 mg kg^−1^ of body weight). The AAV9-hSyn-Kinprola_PKA_ (500 nl, 2.5 × 10^12^ viral genomes per millliliter, BrainVTA) and AAV9-hSyn-Kinprola_PKA_T/A_ (300 nl, 6 × 10^12^ viral genomes per millliliter, BrainVTA) viruses were injected into the bilateral NAc separately (anteroposterior (AP): +1.4 mm relative to Bregma; mediolateral (ML): ±1.2 mm relative to Bregma; dorsoventral (DV): −4.0 mm from the dura) at a rate of 50 nl min^−1^. The experiments were performed 2−3 weeks after virus injection.

### Acute mouse brain slices preparation

The mice were anesthetized with 2,2,2-tribromoethanol (Avertin, 500 mg kg^−1^ body weight) and perfused with ice-cold oxygenated slicing buffer (Supplementary Table 4). The brains were then dissected, and the coronal slices of 300 μm thickness were obtained using a VT1200 vibratome (Leica) in ice-cold oxygenated slicing buffer. These slices were then transferred in oxygenated artificial cerebrospinal fluid (ACSF) (Supplementary Table 4) and allowed to recover for at least 30 min at 34 °C.

### Recording PKA activities in acute mouse brain slices during pharmacological treatment

The acute brain slices were moved to a custom-made perfusion chamber and placed on the stage of an upright LSM 710 confocal microscope (ZEISS). During timelapse imaging experiments, the slices were perfused with oxygenated ACSF containing 250 nM CPY-CA with or without 50 μM Fsk/2 μM Rol. After imaging, the slices were transferred to oxygenated ACSF containing 2 μM recombinant HaloTag protein for 10 min. Subsequently, the brain slices were fixed with 4% (wt/vol) PFA at 4 °C overnight, followed by washing with 0.2% (vol/vol) Tween 20 in PBS for 2 h. For further imaging on a SP8X confocal microscope (Leica), the fixed brain slices were mounted using Fluoromount-G (SouthernBiotech) in a custom-made imaging chamber. For chamber preparation, a coverslip (no. 1.5, ~0.17 mm thick, Paul Marienfeld) were cut to the desired size to serve as a spacer. Two spacers were stacked (~0.34 mm thick), and two pairs of these stacks were placed at either side of a coverslip to form an imaging chamber, which was then sealed with epoxy before imaging.

### Recording neuromodulation-induced PKA activation in mice brain during SKF-81297 treatment

CPY-CA solution for in vivo administration were prepared as previously described^64^. Briefly, 100 nmol of CPY-CA was first dissolved in 20 μl DMSO. Then, 20 μl of a Pluronic F-127 solution (20% (wt/wt) in DMSO) was added and mixed by pipetting. This stock solution was diluted into 100 μl sterile saline. The dye solution was prepared freshly before injection to avoid freeze–thaw cycles. Before experiments, the mice were placed in individual clean cages without food and water for 1 h of habituation over two consecutive days. A total of 2 weeks post viral expression, the mice were first injected with 100 nmol of CPY-CA solution via tail vein (intravenous). After 10 min, the mice received intraperitoneal injections of SKF-81297 (10 mg kg^−1^, diluted in saline, 300 μl) or vehicle (equal volume of DMSO diluted in saline, 300 μl). The mice were placed in separated clean cages without food and water following the injection and were sacrificed 50 min after the IP injections. The mice were perfused with cold PBS supplemented with 50 μg ml^−1^ heparin, followed with cold 4% (wt/vol) PFA in PBS. The brains were dissected and fixed overnight at 4 °C in 4% (wt/vol) PFA in PBS. The brains were then dehydrated with 30% (wt/vol) sucrose solution, embedded into optimal cutting temperature (OCT) compound and sectioned in the coronal plane at 40 μm thickness using a CM1900 cryostat (Leica). The brain slices were washed three times with 0.2% (vol/vol) Tween 20 in PBS and mounted using Fluoromount-G for further imaging.

### Flow cytometry

Unless otherwise specified, the labeled cells were detached from culture plates using transparent TrypLE Express Enzyme and suspended in PBS containing 2% (vol/vol) FBS and transferred into U-shaped-bottom 96-well microplates. The cell samples were subjected to the autosampler of a BD LSRFortessa X-20 flow cytometry analyzer. The fluorescence recording parameters were set as follows: EGFP (excitation 488 nm, emission 530/30 nm), fluorophore excitation in 525–570 nm range (excitation 561 nm, emission 586/15 nm) and fluorophore excitation in 620–680 nm range (excitation 640 nm, emission 670/30 nm). Photomultiplier tube detectors were adjusted to prevent signal saturation. The same recording parameters were used consistently throughout a set of experiment.

### Flow cytometry analysis

The raw data obtained from flow cytometry was imported into FlowJo suite (version 10.10.0) and processed as follows. First, live (SSC-A/FSC-A) and single-cell (SSC-H/SSC-A) gates were gated and cells with EGFP fluorescence intensities below certain attribute unit (for example, 10^3^ attribute unit) were excluded from further analysis to minimize background noise. The fluorescence intensity ratios were calculated for each cell by dividing the fluorescence intensities of certain fluorophores by the fluorescence intensities of EGFP. The same gating strategies were used consistently throughout a set of experiment. Quantitative assessment and statistical analysis were performed using either R package^65^ or GraphPad Prism (version 10.2.1).

### Microscopy

Fluorescence imaging for cultured cells and primary neurons was performed on a commercial Leica Stellaris 5 confocal microscope with a supercontinuum white light laser (470–670 nm) and hybrid photodetectors for single-molecule detection. The laser power output was set to 85% of maximum power and regularly calibrated. The microscope stage was maintained in an environmental chamber (set to 37 °C, 5% CO_2_). Before imaging, the imaging plate was equilibrated on the microscope stage for 30 min to avoid thermal drifting during image acquisition. Unless specified, the following imaging settings were used: a HC PL APO CS2 ×20/0.75-NA air/water objective, 581.82 × 581.82 μm^2^, scan speed 400 MHz and *Z*-stacks with a 2-μm step size. For timelapse imaging, the settings were used: scan speed 600 MHz, 45 s per frame, *Z*-stacks with a 2-μm step size and a physical length of 10 μm. Timelapse imaging of acute mouse brain slices was performed on a LSM 710 upright microscope with a W N-Achroplan ×20/0.5-NA M27 water objective. The settings were used: 425.1 × 425.22 μm^2^, pinhole 150 μm, zoom 1.0, pixel dwell time 2.55 μs, average 1; for EGFP channel, excitation 488 nm, emission 498–550 nm; for CPY-CA channel, excitation 633 nm, emission 638–747 nm. The fluorescence imaging of fixed brain slices was performed on a Leica SP8X laser scanning confocal system with a HC PL APO CS2 ×40/1.30-NA oil objective, a supercontinuum white light laser (470–670 nm) and hybrid photodetectors. Unless specified, the settings were used: 387.5 × 387.5 μm^2^, zoom 0.75, scan speed 400 MHz, *Z*-stacks with a 2-μm step size and a physical length of 38 μm. The imaging acquisition parameters for each image are listed in Supplementary Table 8.

### Imaging processing and analysis

All images were processed and analyzed using ImageJ/Fiji (version 2.9.0/1.54h)^66^. Unless specified, the *Z*-stack images (12 or 16 bit) were first converted into maximum intensity projections. From the channel indicating Kinprola expression (mostly EGFP channel), the regions of interest were delineated manually or segmented using Cellpose 2.0 (ref. ^67^), and the mean fluorescence intensities from individual regions of interest were derived for multiple fields of view. Unhealthy neurons were excluded from analyses. For tissue imaging, background signal was determined by average mean fluorescence intensities from one to three cell-free regions and subtracted for background correction. The BRET-Analyzer (v1.0.8) plugin was employed for presenting ratiometric projections^68^. Specifically, the EGFP channel underwent thresholding (autoTh-Chastagnier method, Gaussian radius 1 and 2 using default value of 5 and 15), and the fluorescence channels were divided (for example, CPY-CA/EGFP) to generate ratiometric images.

### Data representation, reproducibility and statistical analysis

The numerical data was analyzed and plotted using the Excel (version 16.78.3), R package (version 4.3.1, 2023-06-16)^65^, OriginPro 2020b (OriginLab) and GraphPad Prism (version 10.2.1). The schemes and figures were assembled in Adobe Illustrator 2024, using some elements adopted from BioRender (https://www.biorender.com/). For fluorescence images presentation, brightness and contrast were adjusted identically for each channel. Unless specified, all in vitro measurements were performed in three technical replicates. All cell experiments were performed at least in two biological replicates. The statistical significance was determined by performing a two-tailed unpaired *t*-test with Welch’s correction or one-way analysis of variance (ANOVA) with Dunnett’s or Tukey’s post hoc test using the GraphPad Prism. The following notations apply for all statistical analyses: not significant (n.s.) *P* ≥ 0.05, *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. The *P* values are provided for comparison.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41589-025-01949-6.

## Supplementary information

Supplementary Information Supplementary Figs. 1–12, Tables 1–8 and Notes 1 and 2.

Reporting Summary

Supplementary Data 1 Source data the supplementary figures.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

## Data Availability

All data are available in the Article or its Supplementary Information. The plasmids of interest from the study have been deposited at Addgene, and the accession codes are provided in the Supplementary Information. The GRCh38 human reference genome was downloaded under (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.26/). The raw RNA-seq data and raw sequencing data of CRISPR screen have been deposited in NCBI’s Gene Expression Omnibus^69^ and are accessible through GEO Series accession numbers GSE269419 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269419) and GSE277987 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277987). The reagents and materials are available from the corresponding authors upon request. Source data are provided with this paper.

## References

[1] Zhang, J., Yang, P. L. & Gray, N. S. Targeting cancer with small molecule kinase inhibitors. *Nat. Rev. Cancer***9**, 28–39 (2009).19104514 10.1038/nrc2559PMC12406740

[2] Taskén, K. & Aandahl, E. M. Localized effects of cAMP mediated by distinct routes of protein kinase A. *Physiol. Rev.***84**, 137–167 (2004).14715913 10.1152/physrev.00021.2003

[3] Yagishita, S. et al. A critical time window for dopamine actions on the structural plasticity of dendritic spines. *Science***345**, 1616–1620 (2014).25258080 10.1126/science.1255514PMC4225776

[4] Yamaguchi, T. et al. Role of PKA signaling in D2 receptor-expressing neurons in the core of the nucleus accumbens in aversive learning. *Proc. Natl Acad. Sci. USA***112**, 11383–11388 (2015).26305972 10.1073/pnas.1514731112PMC4568655

[5] Goto, A. et al. Circuit-dependent striatal PKA and ERK signaling underlies rapid behavioral shift in mating reaction of male mice. *Proc. Natl Acad. Sci. USA***112**, 6718–6723 (2015).25964359 10.1073/pnas.1507121112PMC4450387

[6] Chen, Y. et al. Endogenous Gαq-coupled neuromodulator receptors activate protein kinase A. *Neuron***96**, 1070–1083.e5 (2017).29154125 10.1016/j.neuron.2017.10.023PMC5726796

[7] Tang, S. & Yasuda, R. Imaging ERK and PKA activation in single dendritic spines during structural plasticity. *Neuron***93**, 1315–1324.e3 (2017).28285819 10.1016/j.neuron.2017.02.032PMC6042854

[8] Yapo, C. et al. Detection of phasic dopamine by D1 and D2 striatal medium spiny neurons. *Physiol. J.***595**, 7451–7475 (2017).10.1113/JP274475PMC573085228782235

[9] Ma, L. et al. A highly sensitive A-kinase activity reporter for imaging neuromodulatory events in awake mice. *Neuron***99**, 665–679.e5 (2018).30100256 10.1016/j.neuron.2018.07.020PMC6152931

[10] Lee, S. J., Chen, Y., Lodder, B. & Sabatini, B. L. Monitoring behaviorally induced biochemical changes using fluorescence lifetime photometry. *Front. Neurosci.***13**, 766 (2019).31417343 10.3389/fnins.2019.00766PMC6685078

[11] Lee, S. J. et al. Cell-type-specific asynchronous modulation of PKA by dopamine in learning. *Nature***590**, 451–456 (2021).33361810 10.1038/s41586-020-03050-5PMC7889726

[12] Zhang, J.-F. et al. An ultrasensitive biosensor for high-resolution kinase activity imaging in awake mice. *Nat. Chem. Biol.***17**, 39–46 (2021).32989297 10.1038/s41589-020-00660-yPMC7773213

[13] Ma, L. et al. Locomotion activates PKA through dopamine and adenosine in striatal neurons. *Nature***611**, 762–768 (2022).36352228 10.1038/s41586-022-05407-4PMC10752255

[14] Mandell, J. W. Phosphorylation state-specific antibodies. *Am. J. Pathol.***163**, 1687–1698 (2003).14578166 10.1016/S0002-9440(10)63525-0PMC1892416

[15] Greenwald, E. C., Mehta, S. & Zhang, J. Genetically encoded fluorescent biosensors illuminate the spatiotemporal regulation of signaling networks. *Chem. Rev.***118**, 11707–11794 (2018).30550275 10.1021/acs.chemrev.8b00333PMC7462118

[16] Lin, W. et al. Light-gated integrator for highlighting kinase activity in living cells. *Nat. Commun.***15**, 7804 (2024).39242543 10.1038/s41467-024-51270-4PMC11379911

[17] Huppertz, M.-C. et al. Recording physiological history of cells with chemical labeling. *Science***383**, 890–897 (2024).38386755 10.1126/science.adg0812

[18] Durocher, D. et al. The molecular basis of FHA domain: phosphopeptide binding specificity and implications for phospho-dependent signaling mechanisms. *Mol. Cell***6**, 1169–1182 (2000).11106755 10.1016/s1097-2765(00)00114-3

[19] Pershad, K., Wypisniak, K. & Kay, B. K. Directed evolution of the forkhead-associated domain to generate anti-phosphospecific reagents by phage display. *J. Mol. Biol.***424**, 88–103 (2012).22985966 10.1016/j.jmb.2012.09.006PMC3488158

[20] Adams, S. R., Harootunian, A. T., Buechler, Y. J., Taylor, S. S. & Tsien, R. Y. Fluorescence ratio imaging of cyclic AMP in single cells. *Nature***349**, 694–697 (1991).1847505 10.1038/349694a0

[21] Zheng, Q. et al. Rational design of fluorogenic and spontaneously blinking labels for super-resolution imaging. *ACS Cent. Sci.***5**, 1602–1613 (2019).31572787 10.1021/acscentsci.9b00676PMC6764213

[22] Grimm, J. B. et al. A general method to optimize and functionalize red-shifted rhodamine dyes. *Nat. Methods***17**, 815–821 (2020).32719532 10.1038/s41592-020-0909-6PMC7396317

[23] Mehta, S. et al. Single-fluorophore biosensors for sensitive and multiplexed detection of signaling activities. *Nat. Cell Biol.***20**, 1215–1225 (2018).30250062 10.1038/s41556-018-0200-6PMC6258557

[24] Fosbrink, M., Aye-Han, N.-N., Cheong, R., Levchenko, A. & Zhang, J. Visualization of JNK activity dynamics with a genetically encoded fluorescent biosensor. *Proc. Natl Acad. Sci. USA***107**, 5459–5464 (2010).20212108 10.1073/pnas.0909671107PMC2851826

[25] Schmitt, D. L. et al. Spatial regulation of AMPK signaling revealed by a sensitive kinase activity reporter. *Nat. Commun.***13**, 3856 (2022).35790710 10.1038/s41467-022-31190-xPMC9256702

[26] Weller, M. et al. Glioma. *Nat. Rev. Dis. Prim.***1**, 15017 (2015).27188790 10.1038/nrdp.2015.17

[27] McNamara, C. et al. 2021 WHO classification of tumours of the central nervous system: a review for the neuroradiologist. *Neuroradiology***64**, 1919–1950 (2022).35869291 10.1007/s00234-022-03008-6

[28] Osswald, M. et al. Brain tumour cells interconnect to a functional and resistant network. *Nature***528**, 93–98 (2015).26536111 10.1038/nature16071

[29] Venkataramani, V. et al. Glioblastoma hijacks neuronal mechanisms for brain invasion. *Cell***185**, 2899–2917.e31 (2022).35914528 10.1016/j.cell.2022.06.054

[30] Ratliff, M. et al. Individual glioblastoma cells harbor both proliferative and invasive capabilities during tumor progression. *Neuro. Oncol.***25**, 2150–2162 (2023).37335907 10.1093/neuonc/noad109PMC10708941

[31] Hai, L. et al. A clinically applicable connectivity signature for glioblastoma includes the tumor network driver CHI3L1. *Nat. Commun.***15**, 968 (2024).38320988 10.1038/s41467-024-45067-8PMC10847113

[32] Hausmann, D. et al. Autonomous rhythmic activity in glioma networks drives brain tumour growth. *Nature***613**, 179–186 (2023).36517594 10.1038/s41586-022-05520-4

[33] Kotani, S. et al. PKA and MPF-activated Polo-like kinase regulate anaphase-promoting complex activity and mitosis progression. *Mol. Cell***1**, 371–380 (1998).9660921 10.1016/s1097-2765(00)80037-4

[34] Vandame, P. et al. The spatio-temporal dynamics of PKA activity profile during mitosis and its correlation to chromosome segregation. *Cell Cycle***13**, 3232–3240 (2014).25485503 10.4161/15384101.2014.950907PMC4615038

[35] Grieco, D., Porcellini, A., Avvedimento, E. V. & Gottesman, M. E. Requirement for cAMP-PKA pathway activation by M phase-promoting factor in the transition from mitosis to interphase. *Science***271**, 1718–1723 (1996).8596931 10.1126/science.271.5256.1718

[36] Henkel, L., Rauscher, B., Schmitt, B., Winter, J. & Boutros, M. Genome-scale CRISPR screening at high sensitivity with an empirically designed sgRNA library. *BMC Biol.***18**, 174 (2020).33228647 10.1186/s12915-020-00905-1PMC7686728

[37] Qiao, X., Zhang, L., Gamper, A. M., Fujita, T. & Wan, Y. APC/C-Cdh1: from cell cycle to cellular differentiation and genomic integrity. *Cell Cycle***9**, 3904–3912 (2010).20935501 10.4161/cc.9.19.13585PMC3047751

[38] García-Higuera, I. et al. Genomic stability and tumour suppression by the APC/C cofactor Cdh1. *Nat. Cell Biol.***10**, 802–811 (2008).18552834 10.1038/ncb1742

[39] Kravitz, A. V. & Kreitzer, A. C. Striatal mechanisms underlying movement, reinforcement, and punishment. *Physiology***27**, 167–177 (2012).22689792 10.1152/physiol.00004.2012PMC3880226

[40] Tilden, E. I., Maduskar, A., Oldenborg, A., Sabatini, B. L. & Chen, Y. A Cre-dependent reporter mouse for quantitative real-time imaging of protein kinase A activity dynamics. *Sci. Rep.***14**, 3054 (2024).38321128 10.1038/s41598-024-53313-8PMC10847463

[41] Beaulieu, J.-M. & Gainetdinov, R. R. The physiology, signaling, and pharmacology of dopamine receptors. *Pharmacol. Rev.***63**, 182–217 (2011).21303898 10.1124/pr.110.002642

[42] Saucerman, J. J. et al. Systems analysis of PKA-mediated phosphorylation gradients in live cardiac myocytes. *Proc. Natl Acad. Sci. USA***103**, 12923–12928 (2006).16905651 10.1073/pnas.0600137103PMC1568947

[43] Francis, S. H. Structure and function of cyclic nucleotide-dependent protein kinases. *Annu. Rev. Physiol.***56**, 237–272 (1994).8010741 10.1146/annurev.ph.56.030194.001321

[44] Bulovaite, E. et al. A brain atlas of synapse protein lifetime across the mouse lifespan. *Neuron***110**, 4057–4073.e8 (2022).36202095 10.1016/j.neuron.2022.09.009PMC9789179

[45] Mohar, B. et al. DELTA: a method for brain-wide measurement of synaptic protein turnover reveals localized plasticity during learning. *Nat. Neurosci.***28**, 1089–1098 (2025).40164741 10.1038/s41593-025-01923-4PMC12081306

[46] Butkevich, A. N. et al. Fluorescent rhodamines and fluorogenic carbopyronines for super-resolution STED microscopy in living cells. *Angew. Chem. Int. Ed.***55**, 3290–3294 (2016).10.1002/anie.201511018PMC477044326844929

[47] Grimm, J. B., Brown, T. A., Tkachuk, A. N. & Lavis, L. D. General synthetic method for Si-Fluoresceins and Si-Rhodamines. *ACS Cent. Sci.***3**, 975–985 (2017).28979939 10.1021/acscentsci.7b00247PMC5620978

[48] Gibson, D. G. et al. Enzymatic assembly of DNA molecules up to several hundred kilobases. *Nat. Methods***6**, 343–345 (2009).19363495 10.1038/nmeth.1318

[49] Cabrita, L. D. et al. Enhancing the stability and solubility of TEV protease using in silico design. *Protein Sci.***16**, 2360–2367 (2007).17905838 10.1110/ps.072822507PMC2211701

[50] Lemke, D. et al. Primary glioblastoma cultures: can profiling of stem cell markers predict radiotherapy sensitivity? *J. Neurochem.***131**, 251–264 (2014).24976529 10.1111/jnc.12802

[51] Zolotukhin, S. et al. Production and purification of serotype 1, 2, and 5 recombinant adeno-associated viral vectors. *Methods***28**, 158–167 (2002).12413414 10.1016/s1046-2023(02)00220-7

[52] Aurnhammer, C. et al. Universal real-time PCR for the detection and quantification of adeno-associated virus serotype 2-derived inverted terminal repeat sequences. *Hum. Gene Ther. Methods***23**, 18–28 (2012).22428977 10.1089/hgtb.2011.034

[53] Lee, J. et al. Tumor stem cells derived from glioblastomas cultured in bFGF and EGF more closely mirror the phenotype and genotype of primary tumors than do serum-cultured cell lines. *Cancer Cell***9**, 391–403 (2006).16697959 10.1016/j.ccr.2006.03.030

[54] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[55] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[56] Frankish, A. et al. GENCODE 2021. *Nucleic Acids Res.***49**, D916–D923 (2021).33270111 10.1093/nar/gkaa1087PMC7778937

[57] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[58] Ge, S. X., Jung, D. & Yao, R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics***36**, 2628–2629 (2020).31882993 10.1093/bioinformatics/btz931PMC7178415

[59] Li, W. et al. MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. *Genome Biol.***15**, 554 (2014).25476604 10.1186/s13059-014-0554-4PMC4290824

[60] Ritchie, M. E. et al. Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.***43**, e47 (2015).25605792 10.1093/nar/gkv007PMC4402510

[61] Brinkman, E. K., Chen, T., Amendola, M. & van Steensel, B. Easy quantitative assessment of genome editing by sequence trace decomposition. *Nucleic Acids Res.***42**, e168–e168 (2014).25300484 10.1093/nar/gku936PMC4267669

[62] Hellweg, L. et al. A general method for the development of multicolor biosensors with large dynamic ranges. *Nat. Chem. Biol.***19**, 1147–1157 (2023).37291200 10.1038/s41589-023-01350-1PMC10449634

[63] Wardill, T. J. et al. A neuron-based screening platform for optimizing genetically-encoded calcium indicators. *PLoS ONE***8**, e77728 (2013).24155972 10.1371/journal.pone.0077728PMC3796516

[64] Grimm, J. B. et al. A general method to fine-tune fluorophores for live-cell and in vivo imaging. *Nat. Methods***14**, 987–994 (2017).28869757 10.1038/nmeth.4403PMC5621985

[65] R Core Team. R version 4.1.2. *R Foundation for Statistical Computing*https://www.R-project.org/ (2021).

[66] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[67] Pachitariu, M. & Stringer, C. Cellpose 2.0: how to train your own model. *Nat. Methods***19**, 1634–1641 (2022).36344832 10.1038/s41592-022-01663-4PMC9718665

[68] Chastagnier, Y., Moutin, E., Hemonnot, A. L. & Perroy, J. Image processing for bioluminescence resonance energy transfer measurement-BRET-Analyzer. *Front. Comput. Neurosci.***11**, 1–8 (2018).10.3389/fncom.2017.00118PMC576722129375357

[69] Edgar, R. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.***30**, 207–210 (2002).11752295 10.1093/nar/30.1.207PMC99122

# Supplementary material for: Molecular recording of cellular protein kinase activity with chemical labeling
**Source:** Nat Chem Biol. 2025 Jul 10;21(11):1818–27. doi: 10.1038/s41589-025-01949-6

# Molecular recording of cellular protein kinase activity with chemical labeling

---

In the format provided by the  
authors and unedited

## Table of Contents

|                                                                                                                                                                                   |           |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Supplementary Figures .....</b>                                                                                                                                                | <b>2</b>  |
| Supplementary Fig. 1   Fluorescent HaloTag substrates used in this study. ....                                                                                                    | 2         |
| Supplementary Fig. 2   (related to Fig. 1) Kinprola-recorded fluorescent signal can be preserved by chemical fixation. ....                                                       | 3         |
| Supplementary Fig. 3   (related to Fig. 1) Representative flow cytometry gating strategy for HEK293 cells expressing Kinprola. ....                                               | 4         |
| Supplementary Fig. 4   (related to Fig. 1) The rate of Kinprola <sub>PKA</sub> recording can be modulated by varying the concentration of CPY-CA. ....                            | 5         |
| Supplementary Fig. 5   (related to Fig. 2) Representative gating and sorting strategies of Kinprola-expressing GBCs for RNA-Seq. ....                                             | 6         |
| Supplementary Fig. 6   (related to Fig. 3) GSEA comparisons of cell subpopulations selected by Kinprola <sub>PKA</sub> labeling during CRISPR screening. ....                     | 8         |
| Supplementary Fig. 7   (related to Fig. 3) Corelative analysis of putative hits validation using Kinprola <sub>PKA</sub> labeling and an ELISA-based PKA colorimetric assay. .... | 9         |
| Supplementary Fig. 8   (related to Fig. 3) Quantification of genome editing efficacy of sgRNAs used in Fig. 3d,e. ....                                                            | 10        |
| Supplementary Fig. 9   (related to Fig. 3) Validation of protein knockout. ....                                                                                                   | 12        |
| Supplementary Fig. 10   (related to Fig. 4) Recording PKA activity in neurons expressing Kinprola <sub>PKA</sub> in the presence of varying concentrations of Iso. ....           | 13        |
| Supplementary Fig. 11   (related to Fig. 4) Stability of Kinprola <sub>PKA</sub> labeling signal in neurons over time. ....                                                       | 14        |
| Supplementary Fig. 12   (related to Fig. 5) Kinprola <sub>PKA</sub> records neuromodulation-induced PKA activation in freely moving mice. ....                                    | 15        |
| <b>Supplementary Tables .....</b>                                                                                                                                                 | <b>17</b> |
| Supplementary Table 1   Protein melting temperature measured by NanoDSF. ....                                                                                                     | 17        |
| Supplementary Table 2   Biochemical characterization of Kinprola <sub>PKA</sub> <i>in vitro</i> . ....                                                                            | 18        |
| Supplementary Table 3   Reagents and resource used in the study. ....                                                                                                             | 19        |
| Supplementary Table 4   Composition of common buffers used in the study. ....                                                                                                     | 21        |
| Supplementary Table 5   Plasmids and stable cell lines used in the study. ....                                                                                                    | 22        |
| Supplementary Table 6   sgRNA sequences selected from HD CRISPR sub-library A. ....                                                                                               | 24        |
| Supplementary Table 7   Primers for amplifying the genomic regions targeted by individual sgRNAs. ....                                                                            | 25        |
| Supplementary Table 8   Imaging acquisition parameters for fluorescence microscopy. ....                                                                                          | 26        |
| <b>Supplementary Note .....</b>                                                                                                                                                   | <b>28</b> |
| Supplementary Note 1   Protein sequences .....                                                                                                                                    | 28        |
| Supplementary Note 2   Uncropped scans of all blots. ....                                                                                                                         | 31        |

## Supplementary Figures

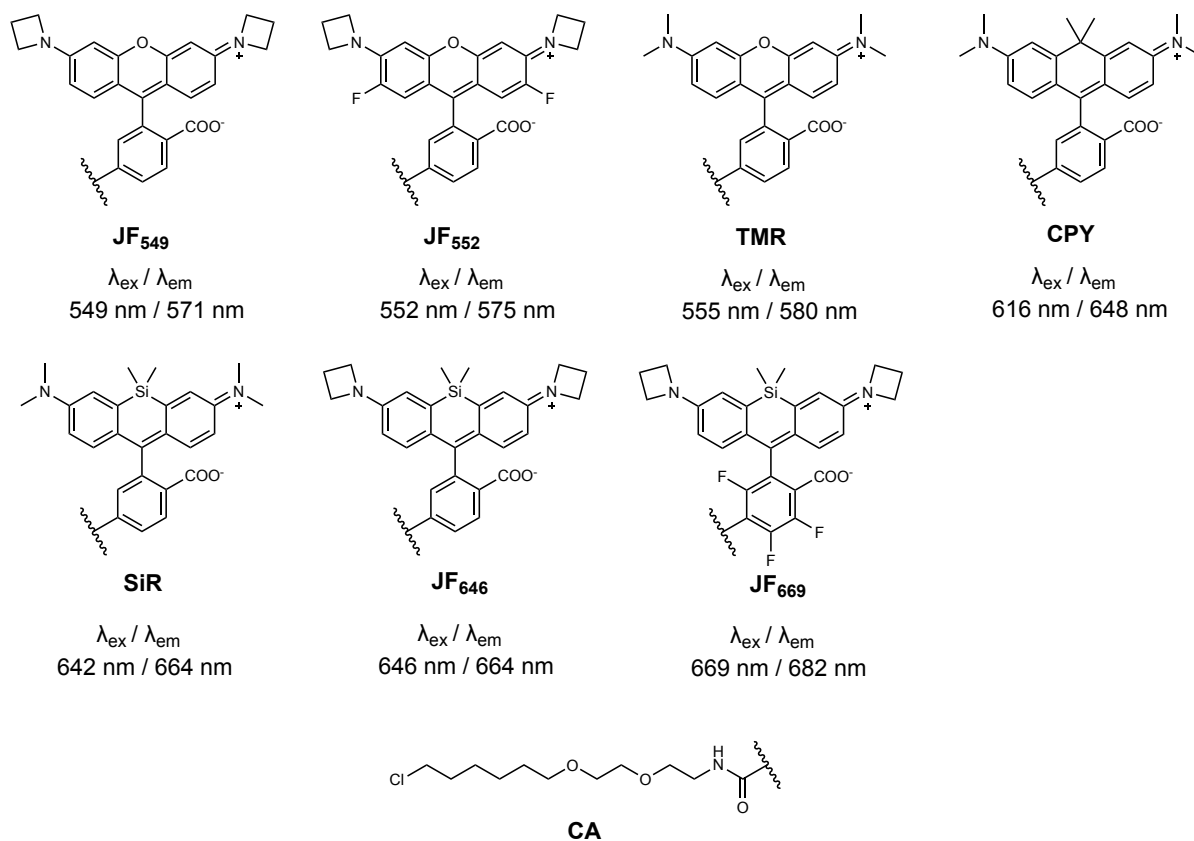

**Supplementary Fig. 1 | Fluorescent HaloTag substrates used in this study.** Chemical structures of fluorescent HaloTag substrates with excitation and emission maxima. Janelia Fluor (JF) fluorescent substrates were kind gifts of L. D. Lavis (Janelia Research Campus, Ashburn, Virginia). TMR-CA, CPY-CA and SiR-CA were synthesized in house according to literature procedures.

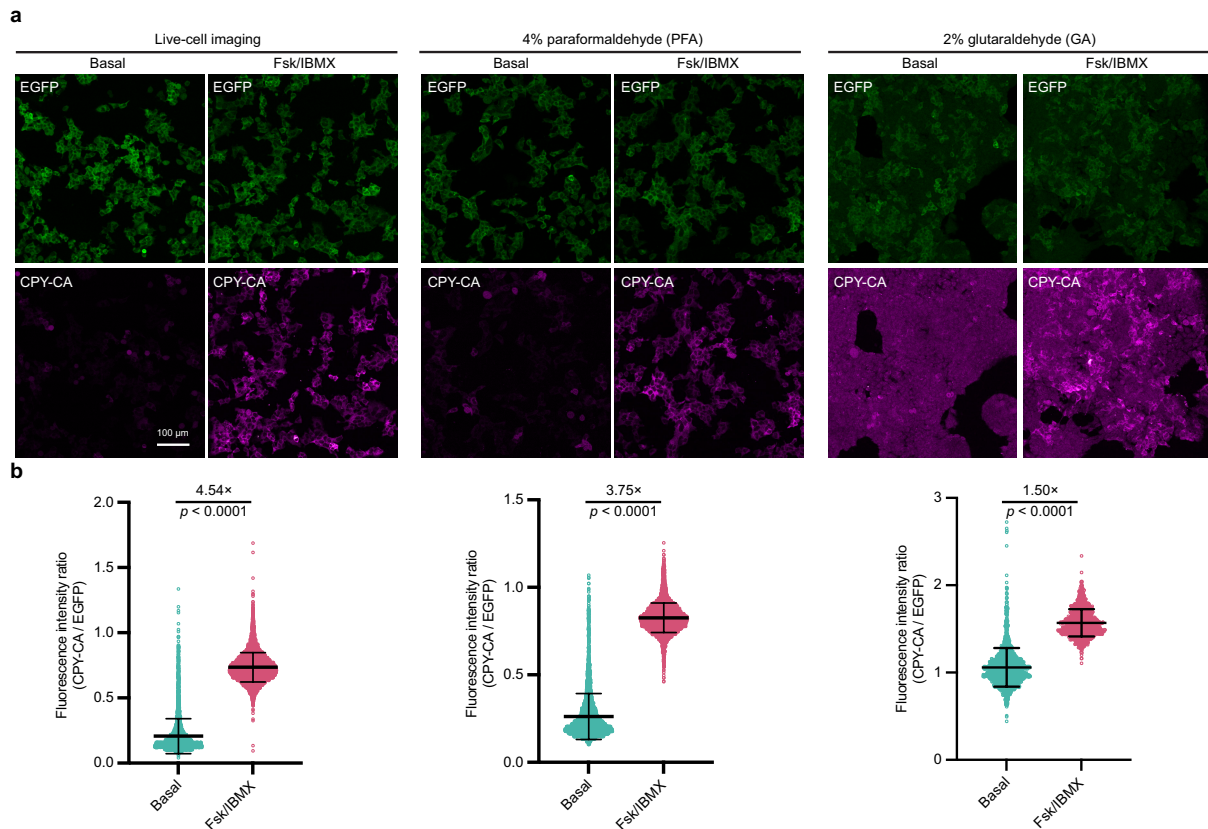

**Supplementary Fig. 2 | (related to Fig. 1) Kinprola-recorded fluorescent signal can be preserved by chemical fixation.** (a) Fluorescence images of HEK293 cells stably expressing Kinprola<sub>PKA</sub> labeled with 25 nM CPY-CA for 30 min in the presence or absence of 50  $\mu$ M Fsk/100  $\mu$ M IBMX stimulation. The cells were then fixed with 4% paraformaldehyde (PFA) or 2% glutaraldehyde (GA) and subsequently imaged. Representative images from four (live-cell imaging and 4% PFA) and two (2% GA) wells of cell culture with similar results. (b) Dot plots comparison of normalized fluorescence intensity from (a).  $n = 4541, 5194, 4562, 4657, 1572$  and  $1117$  cells, collected from four (live-cell imaging and 4% PFA) and two (2% GA) cultures in one independent experiment. Error bars indicate median with interquartile range. Statistical significance was calculated with unpaired two-tailed Welch's t test;  $p < 0.0001$  between basal and Fsk/IBMX group. Scale bar: 100  $\mu$ m.

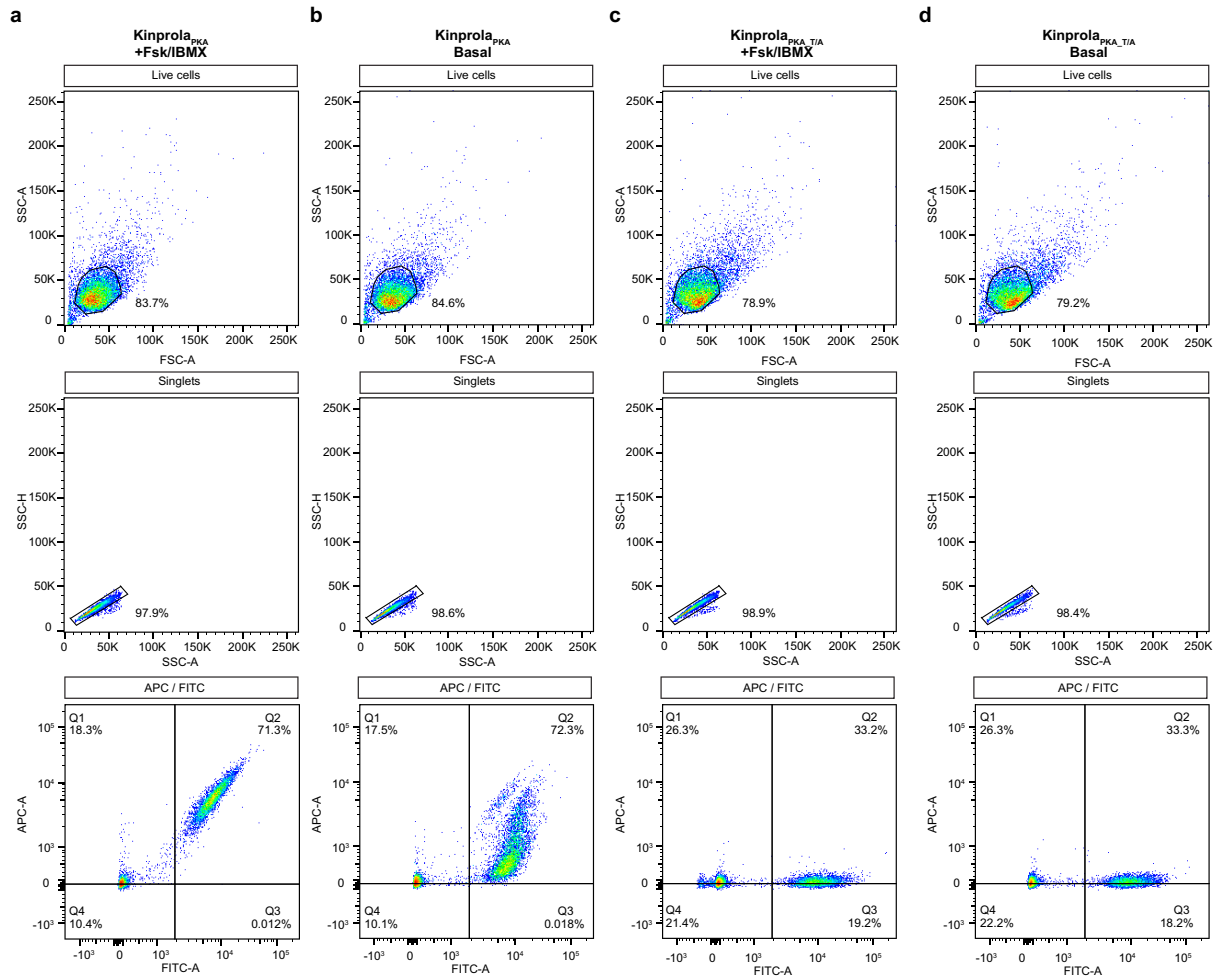

**Supplementary Fig. 3 | (related to Fig. 1) Representative flow cytometry gating strategy for HEK293 cells expressing Kinprola.** (a) Hierarchical gating of live cells (FSC-A vs. SSC-A), singlets (SSC-A vs. SSC-H) and positive cells (APC vs. FITC) for HEK293 cells expressing Kinprola<sub>PKA</sub> incubated with 25 nM CPY-CA for 30 min with 50  $\mu$ M Fsk/100  $\mu$ M IBMX stimulation. (b) Hierarchical gating for HEK293 cells expressing Kinprola<sub>PKA</sub> incubated with 25 nM CPY-CA for 30 min without stimulation (Basal). (c) Hierarchical gating for HEK293 cells expressing Kinprola<sub>PKA</sub>\_T/A incubated with 25 nM CPY-CA for 30 min with 50  $\mu$ M Fsk/100  $\mu$ M IBMX stimulation. (d) Hierarchical gating for HEK293 cells expressing Kinprola<sub>PKA</sub>\_T/A incubated with 25 nM CPY-CA for 30 min without stimulation (Basal).

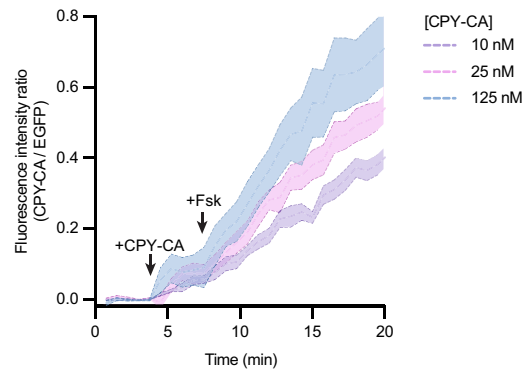

**Supplementary Fig. 4 | (related to Fig. 1) The rate of Kinprola<sub>PKA</sub> recording can be modulated by varying the concentration of CPY-CA.** Time-lapse fluorescence traces recorded on HEK293 cells stably expressing Kinprola<sub>PKA</sub> treated with 50  $\mu$ M Fsk in the presence of different concentrations of CPY-CA. Ratio indicates CPY-CA/EGFP. Error bars indicate mean  $\pm$  SD. Representative traces from two independent experiments with similar results.

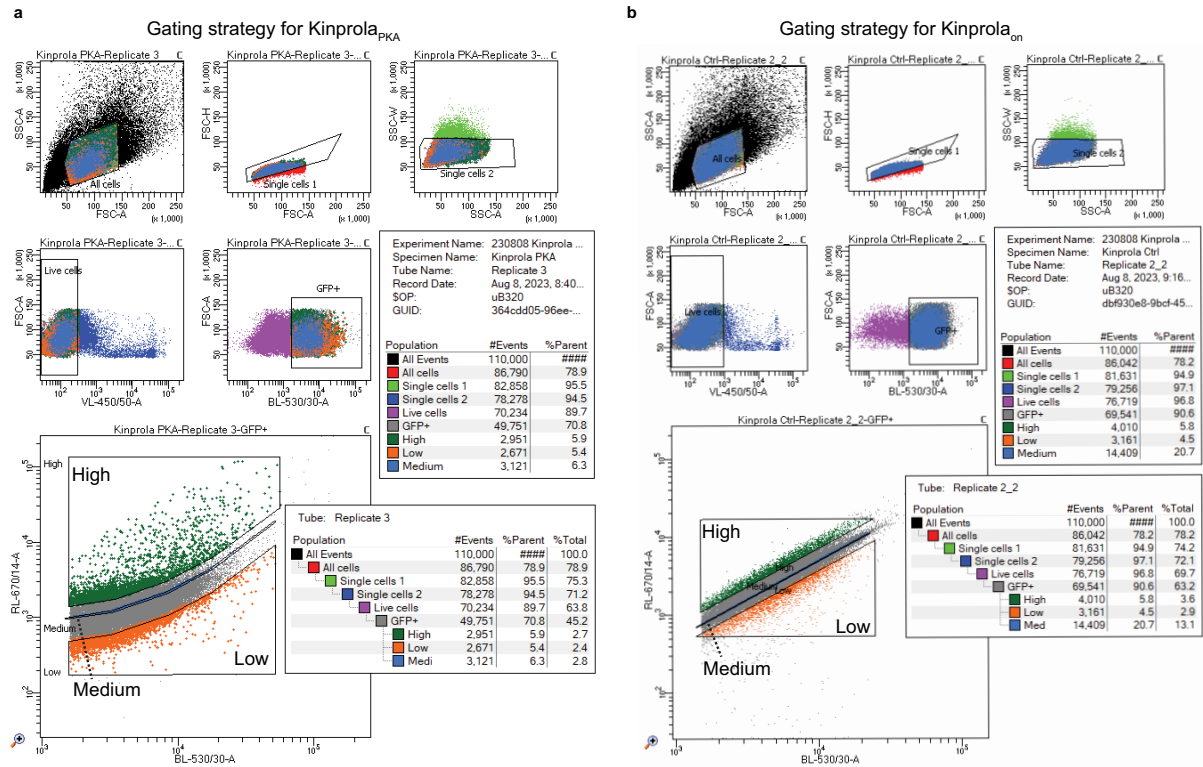

**Supplementary Fig. 5 | (related to Fig. 2) Representative gating and sorting strategies of Kinprola-expressing GBCs for RNA-Seq. (a) Gating and sorting strategies of CPY-CA-labeled Kinprola<sub>PKA</sub>-expressing GBCs. (b) Gating and sorting strategies of CPY-CA-labeled Kinprola<sub>on</sub>-expressing GBCs.**

**a**

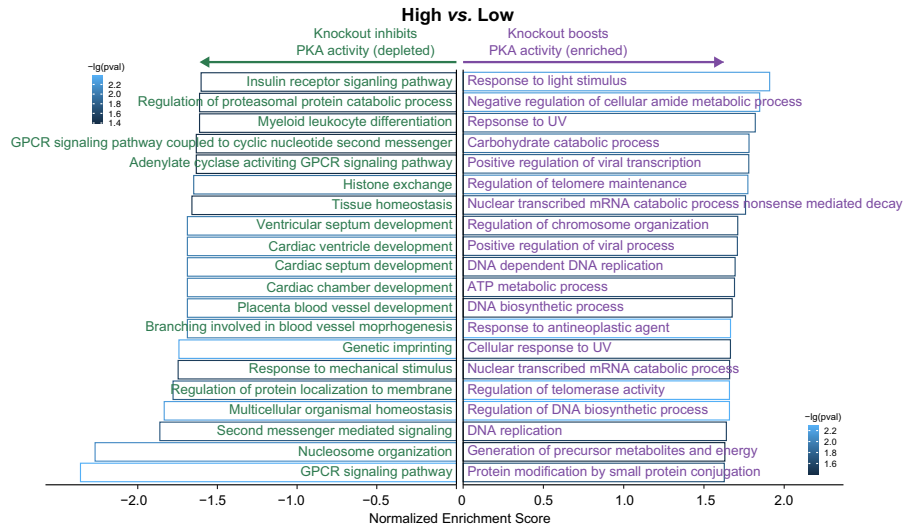

**b**

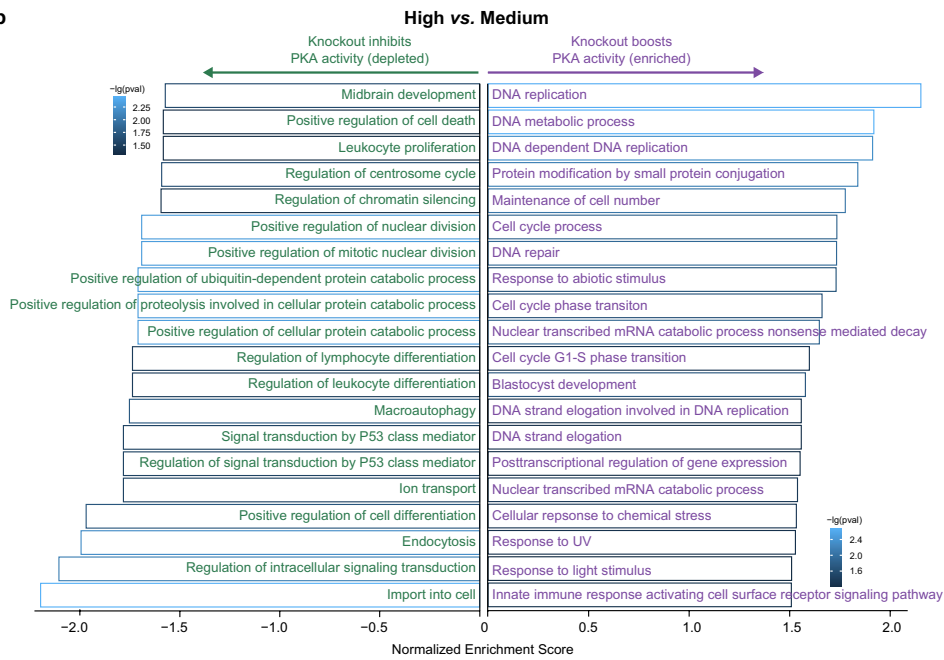

**c**

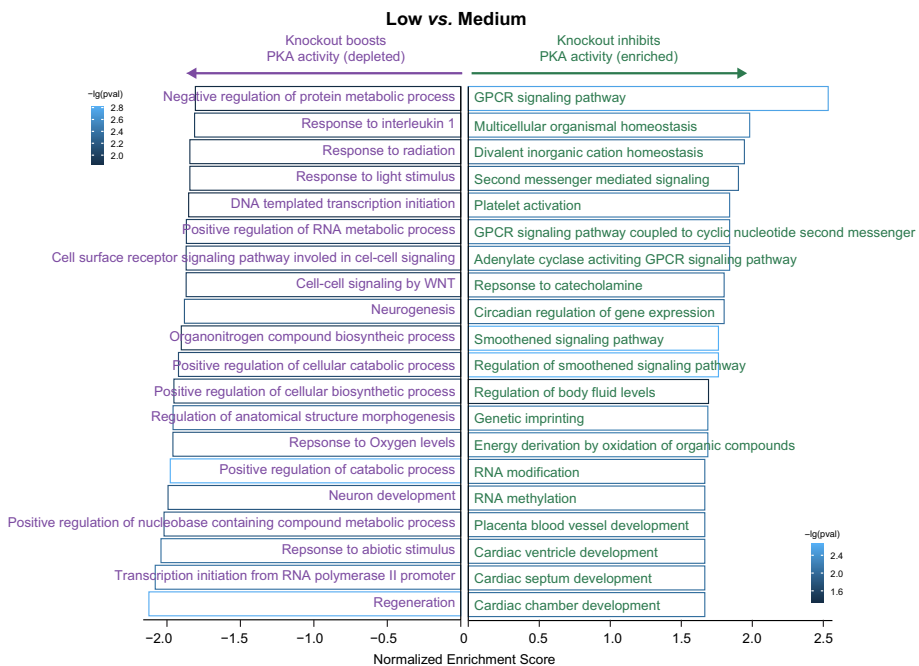

**Supplementary Fig. 6 | (related to Fig. 3) GSEA comparisons of cell subpopulations selected by Kinprola<sub>PKA</sub> labeling during CRISPR screening. (a-c) GSEA top 20 categories among “high” vs. “low”, “high” vs. “medium” and “low” vs. “medium” comparisons. Bar graphs are color-coded by *p* values.**

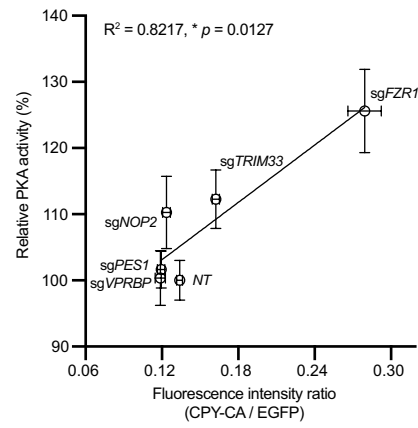

**Supplementary Fig. 7 | (related to Fig. 3) Corelative analysis of putative hits validation using Kinprola<sub>PKA</sub> labeling and an ELISA-based PKA colorimetric assay.** The data were replotted from Fig. 3d,e, and fitted with a simple linear regression model. The Pearson R-squared value and  $p$  value are provided. Error bars indicate mean  $\pm$  SEM.

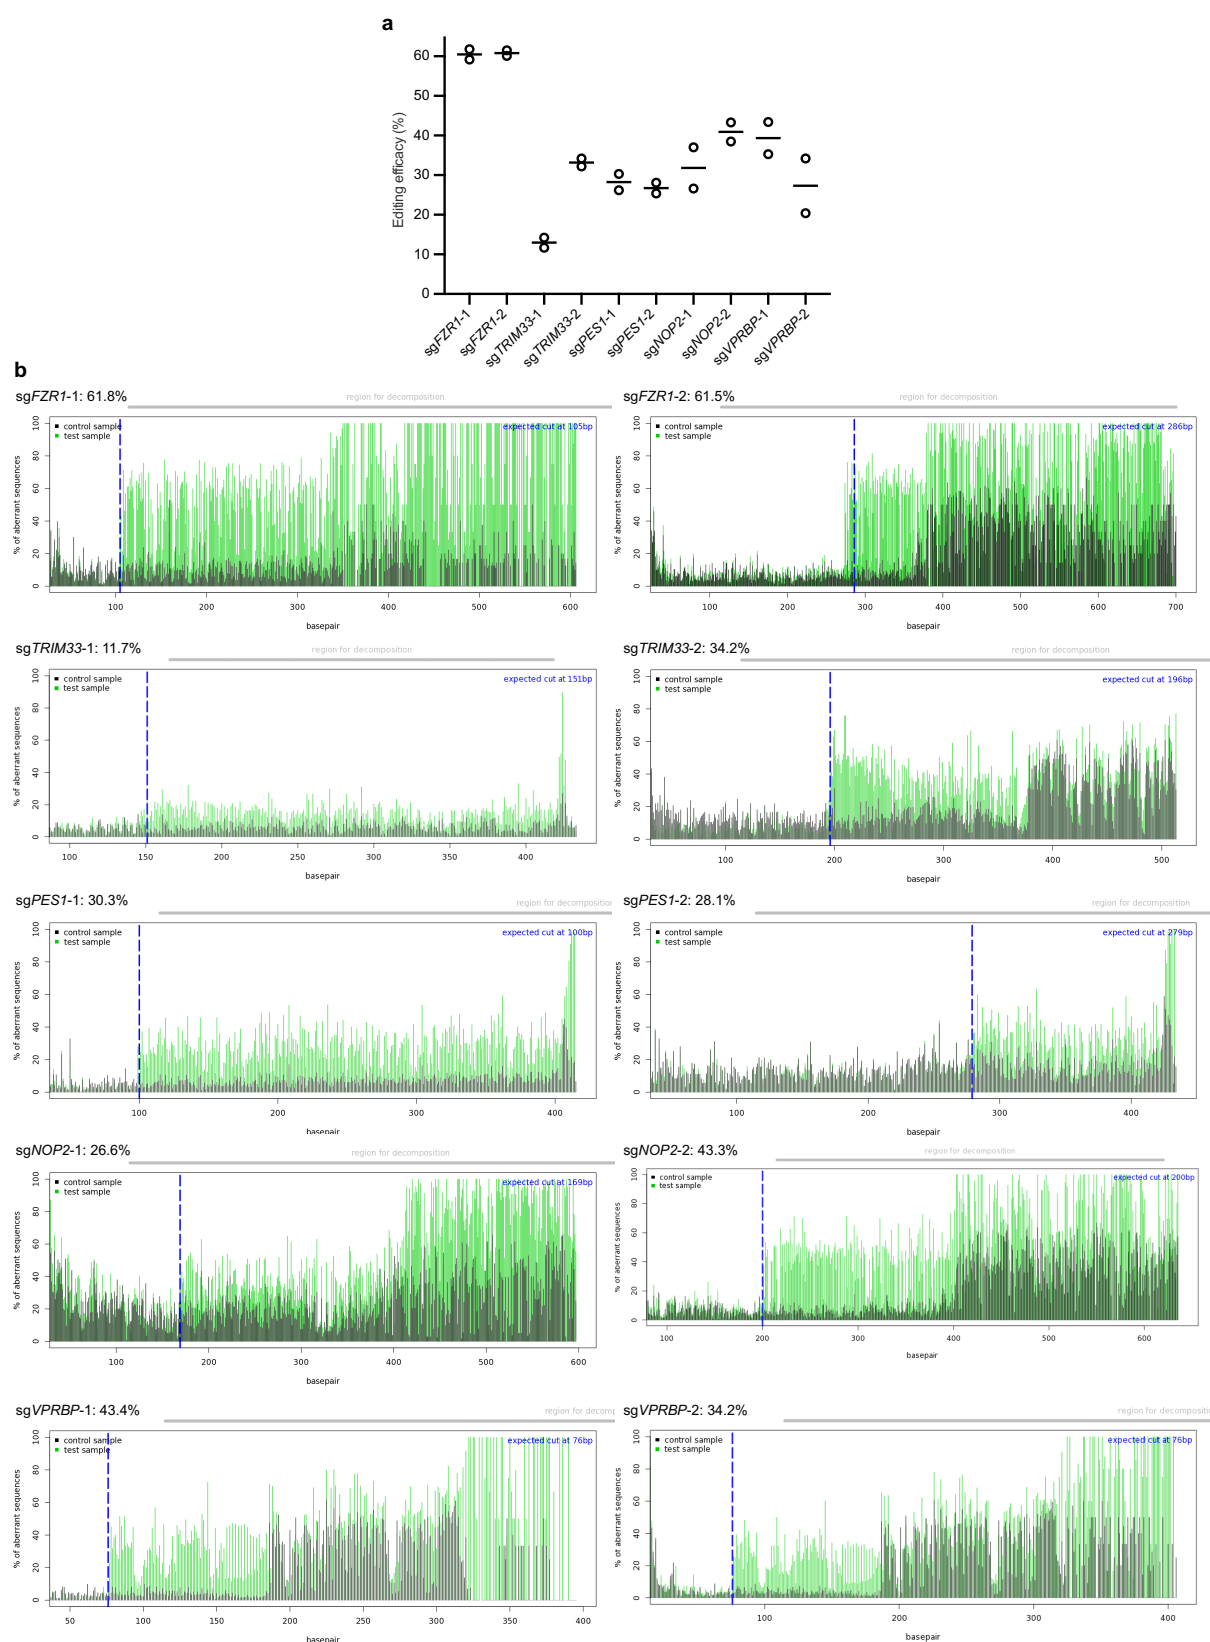

**Supplementary Fig. 8 | (related to Fig. 3) Quantification of genome editing efficacy of sgRNAs used in Fig. 3d,e. (a)** Genome editing efficacy of sgRNAs was quantified using TIDE (Tracking of Indels by Decomposition). Genomic DNA was isolated from cells expressing individual sgRNAs or a non-targeting (NT) control. Fragments flanking the sgRNA target sites were amplified by PCR, purified by gel extraction, and sequenced via Sanger sequencing. Chromatogram sequence files from edited

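TIDE reads the mixture of insertions and deletions at a cut site from Sanger traces of the edited and the unedited cells, so it depends on where each sgRNA cuts. Each of the 10 sgRNA sequences that Supplementary Table 6 gives for the 5 genes matched the chromosomes of GRCh38 at 1 site that is followed by an NGG motif, inside a coding exon of its gene. Positions are 1-based and cover the 20 bases of the sgRNA. The *FZR1* sequences were CCGCTCAGACCAGCCCACGG, on chromosome 19 from 3530838 to 3530857 in exon 8 of FZR1-203, and CAGCAGCTCATTCTTGAGCA, from 3526280 to 3526299 in exon 5, both on the minus strand. The *TRIM33* sequences were CTTGCAGAGCCGGCGTGAGG, on chromosome 1 from 114510665 to 114510684 in exon 1 of TRIM33-201, and TTACTAAAGATCACTTGATC, from 114463434 to 114463453 in exon 3, both on the minus strand. The *PES1* sequences were GCATGAACTCCACAGTGAGC, on the plus strand of chromosome 22 from 30584578 to 30584597, and GCTGTGCCGCCGGCTCACTG, on the minus strand from 30584590 to 30584609, which overlap in exon 5 of PES1-202. The *NOP2* sequences were GTATTGGTCCGGAGGGTGAC, on the plus strand of chromosome 12 from 6563112 to 6563131 in exon 9 of NOP2-201, and GAAGATGGTATGGTGAACCA, on the minus strand from 6566192 to 6566211 in exon 5. The *VPRBP* sequences were ACATGGTACCTATCCTTACC, on the minus strand of chromosome 3 from 51483721 to 51483740, and TATTCATACCTGGTAAGGAT, on the plus strand from 51483710 to 51483729, which overlap in exon 3 of DCAF1-203. The nontargeting sequences GTGACTAGACCCTTACGCGG and GATCGGCGGGTTACCTCTGA matched the genome at 0 such sites. The source data of Fig. 3d name the sgRNAs by their number in the library, as sgRNAs 1 and 4 against *FZR1*, 3 and 4 against *TRIM33*, 2 and 3 against *PES1*, 2 and 3 against *NOP2*, and 3 and 2 against *VPRBP*. Supplementary Table 6 gives no such number, so a sequence is not paired here with a value of the screen. The nontargeting sgRNAs numbered 106 and 23 in these source data had log2 fold changes in high versus low of −0.18 and −0.53 (adjusted p = 0.566, edgeR) and of −0.05 and −0.42 (adjusted p = 0.617, edgeR) in the screens labelled replicates 2 and 3.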

samples and the NT control were aligned and indel frequencies were analyzed using TIDE. Data from two independent experiments, with central lines indicating the average. **(b)** Chromatogram sequence alignments of edited samples (individual sgRNAs) and the NT control. Representative alignments from two independent experiments with similar results.

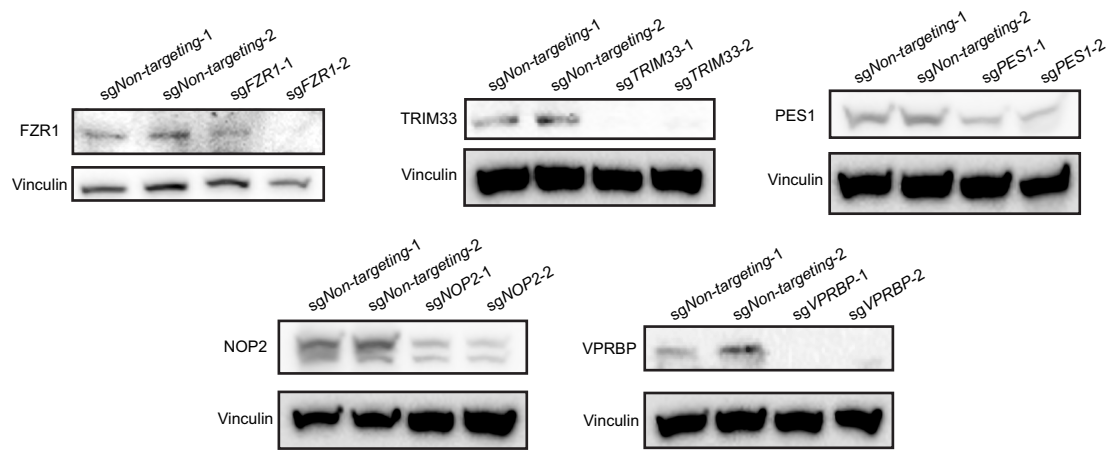

**Supplementary Fig. 9 | (related to Fig. 3) Validation of protein knockout.** RKO cells expressing Kinprola<sub>PKA</sub> and Cas9 were transfected with individual sgRNAs and subjected to puromycin selection as described in **Fig. 3** and methods section. Following selection, cells were lysed, and protein knockout level was confirmed by Western blot analysis. Data from one independent experiment.

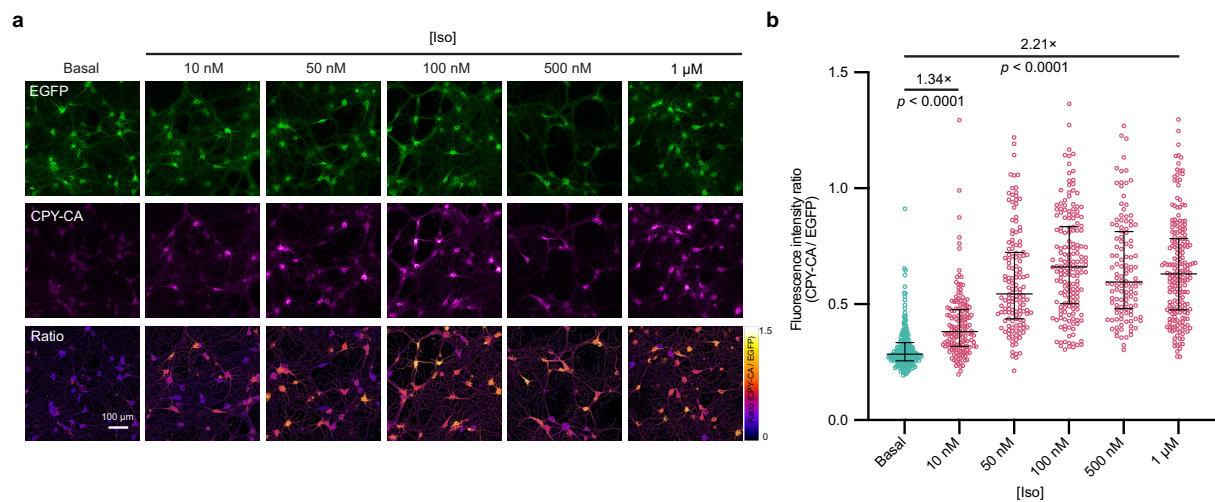

**Supplementary Fig. 10 | (related to Fig. 4) Recording PKA activity in neurons expressing Kinprola<sub>PKA</sub> in the presence of varying concentrations of Iso.** (a) Fluorescence images of primary rat hippocampal neurons expressing Kinprola<sub>PKA</sub> labeled with CPY-CA (125 nM, 25 min) in the presence of different concentrations of Iso. Neurons were first pre-incubated with CPY-CA for 5 min before Iso stimulation. Representative images from two wells of neuron culture with similar results. (b) Quantification of Kinprola<sub>PKA</sub> labeling from (a).  $n = 201, 155, 140, 170, 120$  and  $199$  neurons, collected from six fields of view across two cultures in one independent experiment. Error bars indicate median with interquartile range. Statistical significance was calculated with one-way ANOVA with Dunnett's Post hoc test and  $p$  values are given for comparison. Scale bar: 100  $\mu$ m.

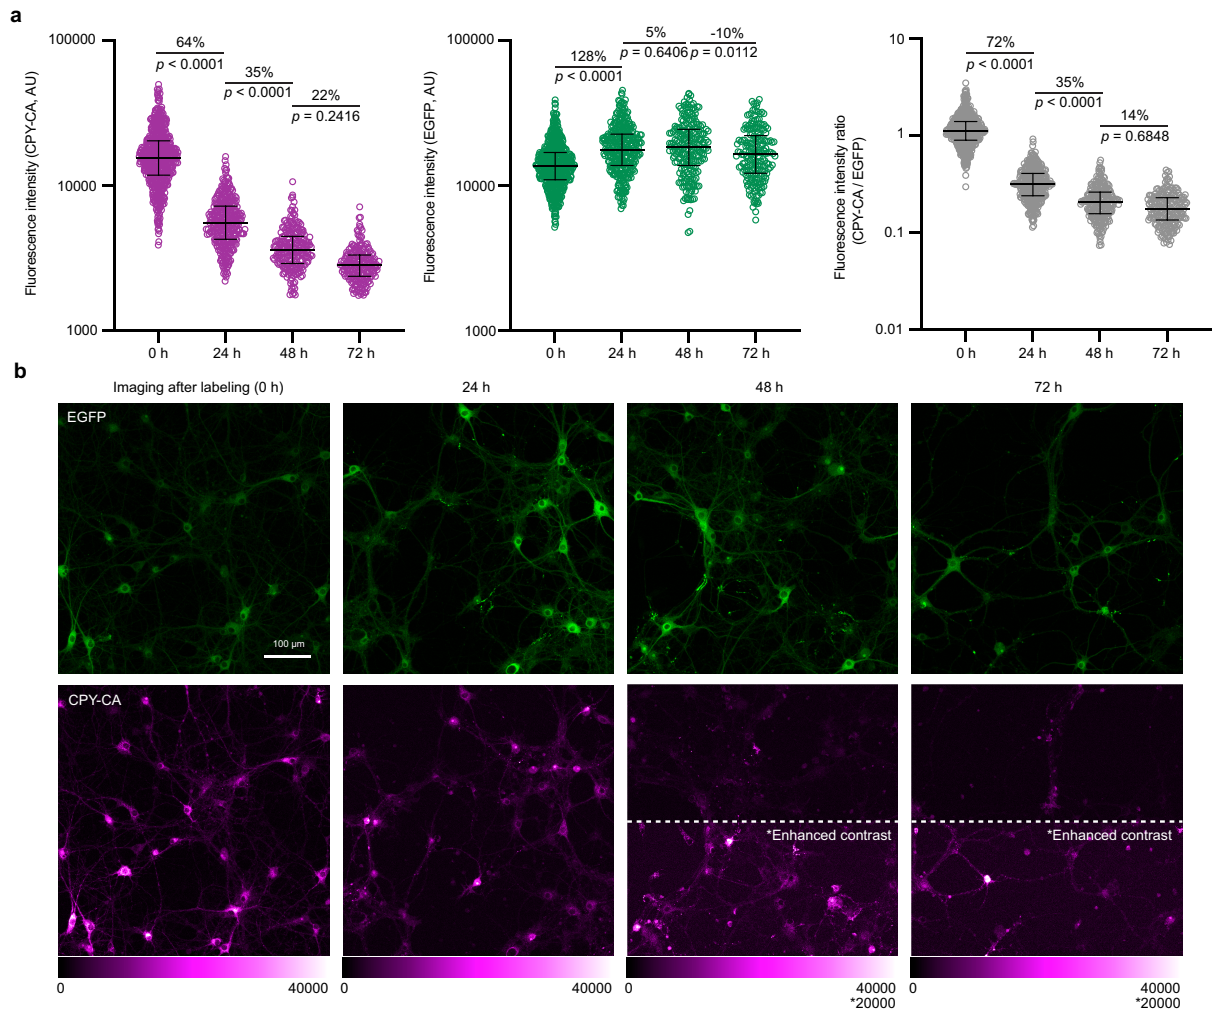

**Supplementary Fig. 11 | (related to Fig. 4) Stability of Kinprola<sub>PKA</sub> labeling signal in neurons over time.** (a) Dot plots showing the changes in fluorescence intensities (EGFP and CPY-CA) and fluorescence intensity ratios (CPY-CA/EGFP) of Kinprola<sub>PKA</sub>-expressing primary hippocampal neurons over time. Neurons were labeled with 125 nM CPY-CA for 1 h without external stimulation. Images were acquired immediately after labeling (0 h) and subsequently every 24 h over a period of 3 days under live conditions. Error bars indicate median with interquartile range.  $n = 559, 335, 234$  and  $205$  neurons per group from three 24-well plate cultures in one independent experiment. Statistical significance was calculated with one-way ANOVA with Tukey's Post hoc test and  $p$  values are given for comparison. (b) Representative images from the experiments described in (a). The contrast of images acquired at 48 h and 72 h was enhanced (CPY-CA channel, bottom half) to highlight that Kinprola<sub>PKA</sub> labeling can still be reliably detected after an extended period. Scale bar: 100  $\mu$ m.

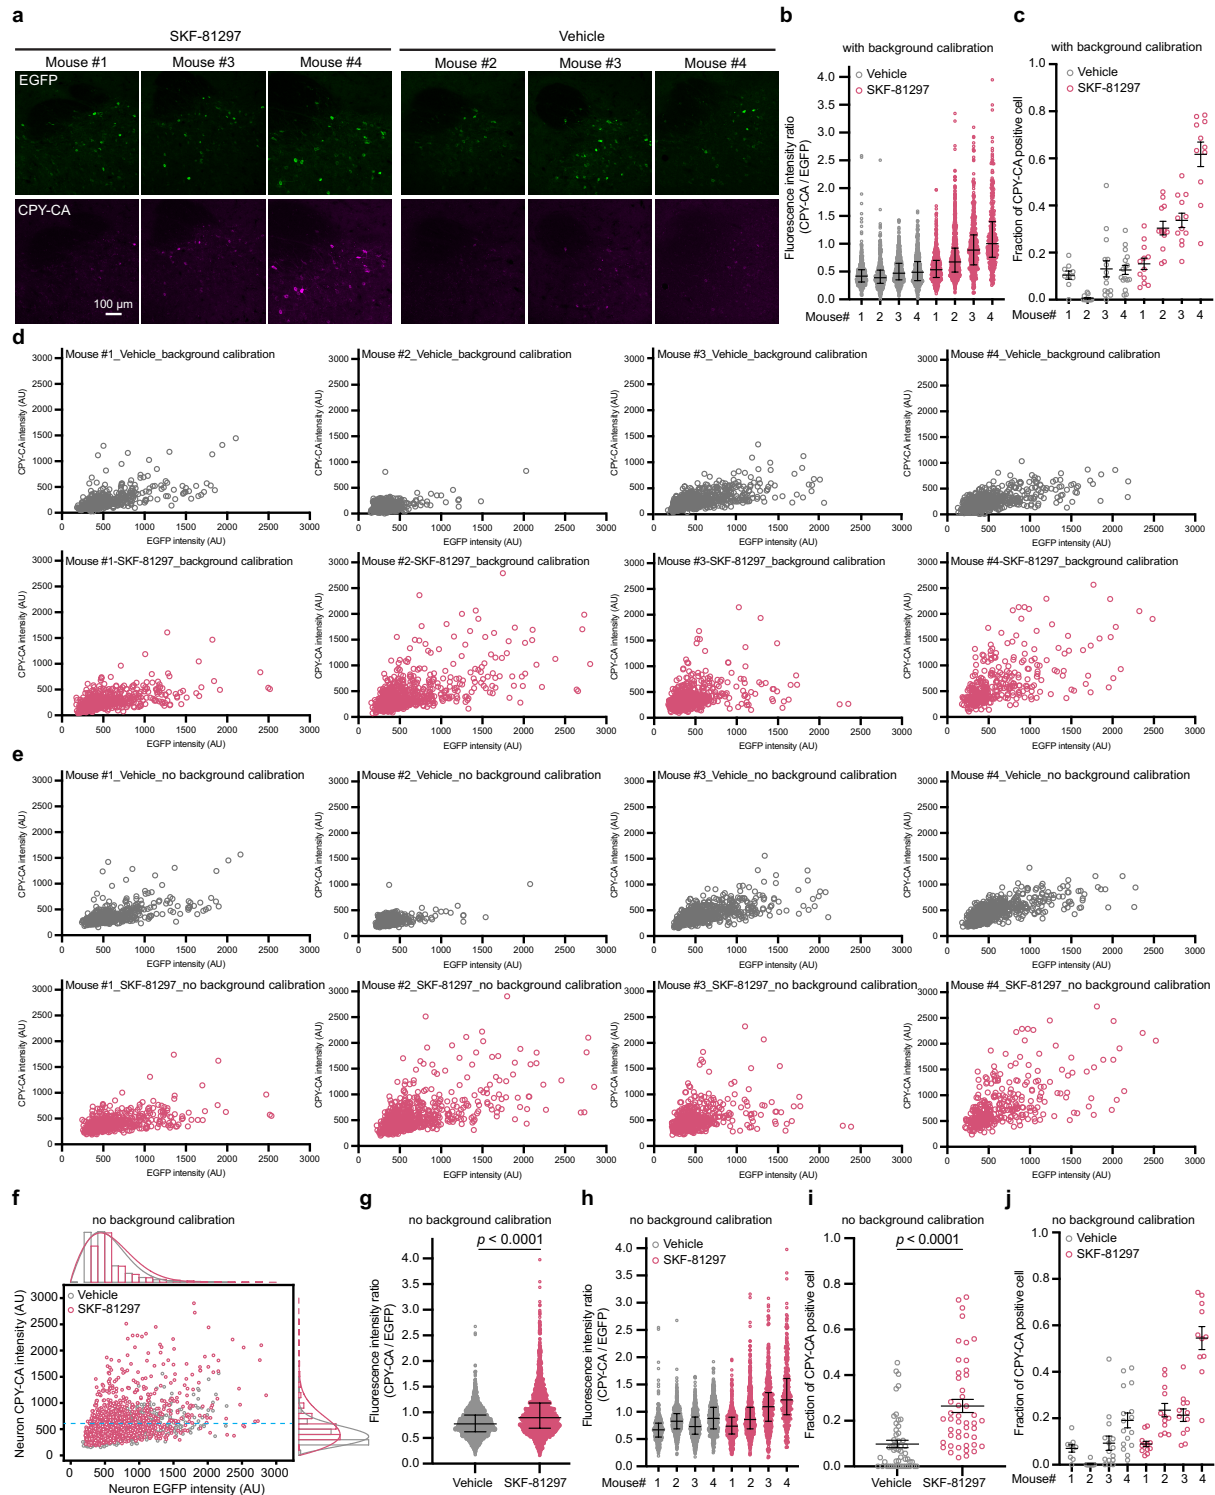

**Supplementary Fig. 12 | (related to Fig. 5) Kinprol $\alpha$ PKA records neuromodulation-induced PKA activation in freely moving mice. (a) Additional representative images of the NAc expressing Kinprol $\alpha$ PKA labeled with CPY-CA from 3 mice injected with SKF-81297 or vehicle. Scale bar: 100  $\mu$ m. (b) Dot plot of CPY-CA/EGFP ratios of neurons per mouse from **Fig. 5j**. (c) Fraction of EGFP positive neurons with CPY-CA above vehicle 90th percentile threshold per slices per mouse from **Fig. 5k**. (d) Scatter plot of CPY-CA vs. EGFP fluorescence for individual neurons per mouse from **Fig. 5i**. AU, arbitrary units. (e,f) Same as (d) but with raw intensity values, shown for single mouse (e) or pooled (f). The horizontal dashed line indicates the 90th percentile threshold of CPY-CA fluorescence in vehicle-treated neurons. (g) Dot plot of CPY-CA/EGFP ratios from (f). (h) Same as (g), plotted per mouse. (i)**

Fraction of CPY-CA positive neurons (threshold from **f**), pooled data. (**j**) Same as (**i**), plotted per mouse. Error bars indicate median with interquartile range (**b,g,h**) or mean  $\pm$  SEM (**c,i,j**).  $n = 2512$  neurons/47 slices/4 mice/SKF-81297 group; 2593/52/4/vehicle group from two independent experiments (**a-j**). Statistical significance was calculated with unpaired two-tailed Welch's  $t$  test (**g,i**);  $p < 0.0001$  between vehicle and SKF-81297 group (**g,i**).

## Supplementary Tables

**Supplementary Table 1 | Protein melting temperature measured by NanoDSF.**

| Purified protein                     | Average melting temperature (°C) |
|--------------------------------------|----------------------------------|
| Kinprola <sub>pKA</sub>              | 45.3                             |
| Phosphorated Kinprola <sub>pKA</sub> | 49.8                             |
| Kinprola <sub>pKA_T/A</sub>          | 44.8                             |
| Kinprola <sub>on</sub>               | 45.8                             |
| FHA1                                 | 52.3                             |
| cpFHA1                               | 37.2                             |
| cpFHA1 <sup>N49Y</sup>               | 43.8                             |

**Supplementary Table 2 | Biochemical characterization of Kinprola<sub>PKA</sub> *in vitro*.**

| <b>Fluorescent<br/>HaloTag substrates</b> | <b>Kinprola<sub>PKA</sub><br/>k<sub>PKAcat+ATP</sub> (M<sup>-1</sup>s<sup>-1</sup>)</b> | <b>Kinprola<sub>PKA</sub><br/>k<sub>buffer</sub> (M<sup>-1</sup>s<sup>-1</sup>)</b> | <b>k<sub>PKAcat+ATP</sub> / k<sub>buffer</sub></b> |
|-------------------------------------------|-----------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|----------------------------------------------------|
| CPY-CA                                    | 2.56 × 10 <sup>5</sup> (2.54 - 2.58 × 10 <sup>5</sup> )                                 | 54.68 (54.55 - 54.80)                                                               | 4682 (4656 - 4708)                                 |
| TMR-CA                                    | 1.37 × 10 <sup>5</sup> (1.36 - 1.38 × 10 <sup>5</sup> )                                 | 63.48 (63.37 - 63.60)                                                               | 2158 (2146 - 2170)                                 |
| JF <sub>549</sub> -CA                     | 7.32 × 10 <sup>4</sup> (7.26 - 7.38 × 10 <sup>4</sup> )                                 | 60.90 (60.79 - 61.00)                                                               | 1202 (1194 - 1210)                                 |
| JF <sub>552</sub> -CA                     | 5.46 × 10 <sup>4</sup> (5.44 - 5.49 × 10 <sup>4</sup> )                                 | 57.02 (56.92 - 57.12)                                                               | 958 (956 - 961)                                    |
| JF <sub>669</sub> -CA                     | 3.84 × 10 <sup>4</sup> (3.81 - 3.87 × 10 <sup>4</sup> )                                 | 136.74 (136.32 - 137.16)                                                            | 281 (279 - 282)                                    |

**Supplementary Table 3 | Reagents and resource used in the study.**

|                                                                                                       |                         |             |
|-------------------------------------------------------------------------------------------------------|-------------------------|-------------|
| 3-Isobutyl-1-methylxanthine (IBMX)                                                                    | Alfa Aesar              | J64598      |
| (-)-Isoproterenol hydrochloride (Iso)                                                                 | Sigma-Aldrich           | I6504       |
| N6,2'-O-Dibutyryladenine 3',5'-cyclic monophosphate sodium salt (Bt <sub>2</sub> cAMP)                | Sigma-Aldrich           | D0627       |
| (-)-Epinephrine (Epi)                                                                                 | Sigma-Aldrich           | E4250       |
| L-(-)-Norepinephrine (+)-bitartrate salt monohydrate                                                  | Sigma-Aldrich           | A9512       |
| (±)-Propranolol hydrochloride                                                                         | Sigma-Aldrich           | 40543       |
| Prostaglandin E1 (PGE1)                                                                               | Avanti Neutral Lipids   | 900100P     |
| Rolipram (Rol)                                                                                        | TCI                     | R0110       |
| 2-Deoxy-D-glucose (2-DG)                                                                              | Sigma-Aldrich           | D6134       |
| Ionomycin                                                                                             | Abcam                   | Ab120116    |
| SBI-0206965                                                                                           | Sigma-Aldrich           | SML1540     |
| Thapsigargin                                                                                          | ThermoFisher Scientific | T7458       |
| Anisomycin                                                                                            | Sigma-Aldrich           | A9789       |
| JNK Inhibitor VIII                                                                                    | Sigma-Aldrich           | 420135      |
| Phorbol 12-myristate 13-acetate (PMA)                                                                 | Sigma-Aldrich           | P1585       |
| Gö 6983                                                                                               | Sigma-Aldrich           | G1918       |
| Adenosine 5'-triphosphate magnesium salt                                                              | Sigma-Aldrich           | A9187       |
| Fluoromount-G                                                                                         | SouthernBiotech         | 0100-01     |
| Pluronic F-127                                                                                        | ThermoFisher Scientific | P3000MP     |
| SKF-81297 hydrobromide                                                                                | MCE                     | HY-12236    |
| 0.45 µm PES membrane                                                                                  | Millipore               | HPWP04700   |
| Falcon 875cm <sup>2</sup> Rectangular Straight Neck Cell Culture Multi-Flask, 5-layer with Vented Cap | Corning                 | 353144      |
| Arcturus PicoPure Frozen RNA Isolation Kit                                                            | ThermoFisher Scientific | KIT0204     |
| RNase-Free DNase Set                                                                                  | Qiagen                  | 79254       |
| Kapa HiFi HS RM (6.25 mL)                                                                             | Roche                   | 07958935001 |
| KAPA NGS Library Quantification Kit - Illumina for 480 Light Cycler                                   | Roche                   | 07960298001 |
| DNA High Sensitivity Kit                                                                              | Agilent                 | 5067-4626   |
| QIAamp DNA Blood Maxi Kit                                                                             | Qiagen                  | 51192       |
| QIAquick Gel Extraction Kit                                                                           | Qiagen                  | 12578       |
| Protease inhibitor cocktail                                                                           | Sigma-Aldrich           | P1860       |
| Phosphatase inhibitor cocktail                                                                        | Sigma-Aldrich           | P5726       |
| SYTOX blue dead cell stain                                                                            | ThermoFisher Scientific | S34857      |
| Pierce BCA Protein Assay Kit                                                                          | ThermoFisher Scientific | 23225       |
| PKA Colorimetric Activity Kit                                                                         | ThermoFisher Scientific | EIAPKA      |

**Supplementary Table 4 | Composition of common buffers used in the study.**

| <b>Buffer name</b>                    | <b>Composition</b>                                                                                                                                                          |
|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Activity buffer                       | 50 mM HEPES, 50 mM NaCl, pH 7.3                                                                                                                                             |
| Kinase assay buffer                   | 50 mM Tris-HCl, 10 mM MgCl <sub>2</sub> , 0.1 mM EDTA, 2 mM DTT, 0.5 mg mL <sup>-1</sup> BSA, pH 7.5                                                                        |
| IMAC lysis buffer                     | 50 mM KH <sub>2</sub> PO <sub>4</sub> , 150 mM NaCl, 5 mM imidazole, 1 mM PMSF, 0.25 mg mL <sup>-1</sup> lysozyme, pH 8.0                                                   |
| IMAC wash buffer                      | 50 mM KH <sub>2</sub> PO <sub>4</sub> , 300 mM NaCl, 10 mM imidazole, pH 7.5                                                                                                |
| IMAC elution buffer                   | 50 mM KH <sub>2</sub> PO <sub>4</sub> , 300 mM NaCl, 500 mM imidazole, pH 7.5                                                                                               |
| TNT extraction buffer                 | 20 mM Tris, pH 7.5, 150 mM NaCl, 1% (vol/vol) Triton X-100, 10 mM MgCl <sub>2</sub>                                                                                         |
| Activated cell lysis buffer           | Cell lysis buffer provided by PKA Colorimetric Activity Kit, with 0.1% (vol/vol) protease inhibitor cocktail, 1 mM PMSF, 1% (vol/vol) phosphatase inhibitor cocktail        |
| Slicing buffer                        | 110 mM Choline-Cl, 2.5 mM KCl, 7 mM MgCl <sub>2</sub> , 1 mM NaH <sub>2</sub> PO <sub>4</sub> , 0.5 mM CaCl <sub>2</sub> , 25 mM NaHCO <sub>3</sub> , 25 mM glucose, pH 7.4 |
| Artificial cerebrospinal fluid (ACSF) | 125 mM NaCl, 2.5 mM KCl, 1.3 mM MgCl <sub>2</sub> , 1 mM NaH <sub>2</sub> PO <sub>4</sub> , 2 mM CaCl <sub>2</sub> , 25 mM NaHCO <sub>3</sub> , 25 mM glucose, pH 7.4       |

**Supplementary Table 5 | Plasmids and stable cell lines used in the study.**

| Construct                                                       | Purpose                                                                           | Addgene #                      | Gene of interest                                                      | Stable cell line |
|-----------------------------------------------------------------|-----------------------------------------------------------------------------------|--------------------------------|-----------------------------------------------------------------------|------------------|
| PKAcat                                                          | Expressing PKA catalytic subunit alpha                                            | #14921, gift from Susan Taylor | PKA catalytic subunit alpha                                           | n.a.             |
| pMD2.G                                                          | VSV-G envelope expressing plasmid                                                 | #12259, gift from Didier Trono | VSV G                                                                 | n.a.             |
| psPAX2                                                          | 2nd generation lentiviral packaging plasmid                                       | #12260, gift from Didier Trono | n.a.                                                                  | n.a.             |
| pET-51b(+) FHA1                                                 | FHA1 protein production in <i>E. coli</i>                                         | n.a.                           | FHA1                                                                  | n.a.             |
| pET-51b(+) cpFHA1                                               | cpFHA1 protein production in <i>E. coli</i>                                       | n.a.                           | cpFHA1                                                                | n.a.             |
| pET-51b(+) cpFHA1 <sup>N49Y</sup>                               | cpFHA1 <sup>N49Y</sup> protein production in <i>E. coli</i>                       | n.a.                           | cpFHA1 <sup>N49Y</sup>                                                | n.a.             |
| pET-51b(+)-His10_TEVsite_NES-Kinprola <sub>pKA</sub> -mEGFP     | Kinprola <sub>pKA</sub> protein production in <i>E. coli</i>                      | n.a.                           | NES-Kinprola <sub>pKA</sub> -mEGFP                                    | n.a.             |
| pET-51b(+)-His10_TEVsite_NES-Kinprola <sub>pKA T/A</sub> -mEGFP | Kinprola <sub>pKA T/A</sub> protein production in <i>E. coli</i>                  | n.a.                           | NES-Kinprola <sub>pKA T/A</sub> -mEGFP                                | n.a.             |
| pET-51b(+)-His10_TEVsite_NES-Kinprola <sub>on</sub> -mEGFP      | Kinprola <sub>pKA</sub> protein production in <i>E. coli</i>                      | n.a.                           | NES-Kinprola <sub>on</sub> -mEGFP                                     | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>pKA</sub> -mEGFP               | Mammalian cell expression of Kinprola <sub>pKA</sub> in cytosol                   | #233353                        | NES-Kinprola <sub>pKA</sub> -mEGFP                                    | HEK293, HeLa     |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>pKA T/A</sub> -mEGFP           | Mammalian cell expression of Kinprola <sub>pKA T/A</sub> in cytosol               | #233354                        | NES-Kinprola <sub>pKA T/A</sub> -mEGFP                                | HEK293, HeLa     |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>on</sub> -mEGFP                | Mammalian cell expression of Kinprola posCTRL in cytosol                          | #233355                        | NES-Kinprola <sub>on</sub> -mEGFP                                     | HEK293, HeLa     |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>on</sub> -mEGFP                | Mammalian cell expression of Kinprola negCTRL in cytosol                          | #233356                        | NES-Kinprola <sub>on</sub> -mEGFP                                     | HEK293, HeLa     |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>pKC</sub> -mEGFP               | Mammalian cell expression of Kinprola <sub>pKC</sub> in cytosol                   | #233357                        | NES-Kinprola <sub>pKC</sub> -mEGFP                                    | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>pKC T/A</sub> -mEGFP           | Mammalian cell expression of Kinprola <sub>pKC T/A</sub> in cytosol               | #233358                        | NES-Kinprola <sub>pKC T/A</sub> -mEGFP                                | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>JNK</sub> -mEGFP               | Mammalian cell expression of Kinprola <sub>JNK</sub> in cytosol                   | #233359                        | NES-Kinprola <sub>JNK</sub> -mEGFP                                    | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>JNK T/A</sub> -mEGFP           | Mammalian cell expression of Kinprola <sub>JNK T/A</sub> in cytosol               | #233360                        | NES-Kinprola <sub>JNK T/A</sub> -mEGFP                                | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>AMPK</sub> -mEGFP              | Mammalian cell expression of Kinprola <sub>AMPK</sub> in cytosol                  | #233361                        | NES-Kinprola <sub>AMPK</sub> -mEGFP                                   | n.a.             |
| pCDNA5/FRT_CMV_NES-Kinprola <sub>AMPK T/A</sub> -mEGFP          | Mammalian cell expression of Kinprola <sub>AMPK T/A</sub> in cytosol              | #233362                        | NES-Kinprola <sub>AMPK T/A</sub> -mEGFP                               | n.a.             |
| pCDNA5/FRT_CMV_Kinprola <sub>pKA</sub> -mEGFP-MTBD              | Mammalian cell expression of Kinprola <sub>pKA</sub> targeted to microtubule      | #233363                        | Kinprola <sub>pKA</sub> -mEGFP-MTBD                                   | HEK293           |
| pAAV_CAG_NES-Kinprola <sub>pKA</sub> -mTagBFP2_WPRE-SV40        | Mammalian cell expression of Kinprola <sub>pKA</sub> in cytosol                   | #233364                        | NES-Kinprola <sub>pKA</sub> -mTagBFP2                                 | n.a.             |
| pAAV_CAG_Kinprola <sub>pKA</sub> -mEGFP-NLS3×_WPRE-SV40         | Mammalian cell expression of Kinprola <sub>pKA</sub> in nucleus                   | #233365                        | Kinprola <sub>pKA</sub> -mEGFP-NLS3×                                  | n.a.             |
| pAAV_hSyn_NES-Kinprola <sub>pKA</sub> -mEGFP_WRPE-SV40          | Neuronal expression of Kinprola <sub>pKA</sub> in cytosol                         | #233366                        | NES-Kinprola <sub>pKA</sub> -mEGFP                                    | n.a.             |
| pAAV_hSyn_NES-Kinprola <sub>pKA T/A</sub> -mEGFP_WRPE-SV40      | Neuronal expression of Kinprola <sub>pKA T/A</sub> in cytosol                     | #233367                        | NES-Kinprola <sub>pKA T/A</sub> -mEGFP                                | n.a.             |
| pAAV_hSyn_NES-Kinprola <sub>on</sub> -mEGFP_WRPE-SV40           | Neuronal expression of Kinprola <sub>on</sub> in cytosol                          | #233368                        | NES-Kinprola <sub>on</sub> -mEGFP                                     | n.a.             |
| pLKO.1-puro_CMV_NES-Kinprola <sub>pKA</sub> -mEGFP              | Glioblastoma cell expression of Kinprola <sub>pKA</sub> in cytosol                | #233369                        | NES-Kinprola <sub>pKA</sub> -mEGFP                                    | GBC S24          |
| pLKO.1-puro_CMV_NES-Kinprola <sub>on</sub> -mEGFP               | Glioblastoma cell expression of Kinprola <sub>on</sub> in cytosol                 | #233370                        | NES-Kinprola <sub>on</sub> -mEGFP                                     | GBC S24          |
| pLenti_EF1α-NES-Kinprola <sub>pKA</sub> -mEGFP_bGH-PA           | RKO cell expression of Kinprola <sub>pKA</sub> in cytosol and Cas9 in nucleus     | #233371                        | NES-Kinprola <sub>pKA</sub> -mEGFP, FLAG-SV40NLS-Cas9-NLS-T2A-BSD     | RKO              |
| term_EF1α_FLAG-SV40NLS-Cas9-NLS-T2A-BSD-WPRE-SV40               |                                                                                   |                                |                                                                       |                  |
| pLenti_EF1α-NES-Kinprola <sub>pKA T/A</sub> -mEGFP_bGH-PA       | RKO cell expression of Kinprola <sub>pKA T/A</sub> in cytosol and Cas9 in nucleus | #233372                        | NES-Kinprola <sub>pKA T/A</sub> -mEGFP, FLAG-SV40NLS-Cas9-NLS-T2A-BSD | RKO              |
| term_EF1α_FLAG-SV40NLS-Cas9-NLS-T2A-BSD-WPRE-SV40               |                                                                                   |                                |                                                                       |                  |
| pLenti_EF1α-NES-Kinprola <sub>on</sub> -mEGFP_bGH-PA            | RKO cell expression of Kinprola <sub>on</sub> in cytosol and Cas9 in nucleus      | #233373                        | NES-Kinprola <sub>on</sub> -mEGFP, FLAG-SV40NLS-Cas9-NLS-T2A-BSD      | RKO              |
| term_EF1α_FLAG-SV40NLS-Cas9-NLS-T2A-BSD-WPRE-SV40               |                                                                                   |                                |                                                                       |                  |
| HD CRISPR library sub-library A                                 | CRISPR screen                                                                     | n.a.                           | genome-scale sgRNA library                                            | n.a.             |
| HDCRISPRv1_U6_sgFZR1-1                                          | sgRNA expression for <i>FZR1</i> knockout                                         | n.a.                           | sgFZR1-1                                                              | n.a.             |
| HDCRISPRv1_U6_sgFZR1-2                                          | sgRNA expression for <i>FZR1</i> knockout                                         | n.a.                           | sgFZR1-2                                                              | n.a.             |
| HDCRISPRv1_U6_sgTRIM33-1                                        | sgRNA expression for <i>TRIM33</i> knockout                                       | n.a.                           | sgTRIM33-1                                                            | n.a.             |
| HDCRISPRv1_U6_sgTRIM33-2                                        | sgRNA expression for <i>TRIM33</i> knockout                                       | n.a.                           | sgTRIM33-2                                                            | n.a.             |
| HDCRISPRv1_U6_sgPES1-1                                          | sgRNA expression for <i>PES1</i> knockout                                         | n.a.                           | sgPES1-1                                                              | n.a.             |
| HDCRISPRv1_U6_sgPES1-2                                          | sgRNA expression for <i>PES1</i> knockout                                         | n.a.                           | sgPES1-2                                                              | n.a.             |
| HDCRISPRv1_U6_sgNOP2-1                                          | sgRNA expression for <i>NOP2</i> knockout                                         | n.a.                           | sgNOP2-1                                                              | n.a.             |
| HDCRISPRv1_U6_sgNOP2-2                                          | sgRNA expression for <i>NOP2</i> knockout                                         | n.a.                           | sgNOP2-2                                                              | n.a.             |

|                                          |                                             |      |                            |      |
|------------------------------------------|---------------------------------------------|------|----------------------------|------|
| HDCRISPRv1_U6_sg <i>VPRBP</i> -1         | sgRNA expression for <i>VPRBP</i> knockout  | n.a. | sg <i>VPRBP</i> -1         | n.a. |
| HDCRISPRv1_U6_sg <i>VPRBP</i> -2         | sgRNA expression for <i>VPRBP</i> knockout  | n.a. | sg <i>VPRBP</i> -2         | n.a. |
| HDCRISPRv1_U6_sg <i>Non-targeting</i> -1 | sgRNA expression for non-targeting sequence | n.a. | sg <i>Non-targeting</i> -1 | n.a. |
| HDCRISPRv1_U6_sg <i>Non-targeting</i> -2 | sgRNA expression for non-targeting sequence | n.a. | sg <i>Non-targeting</i> -2 | n.a. |

**Supplementary Table 6 | sgRNA sequences selected from HD CRISPR sub-library A.**

| <b>Gene ID</b>  | <b>Gene name</b>     | <b>sgRNA sequence 1</b> | <b>sgRNA sequence 2</b> |
|-----------------|----------------------|-------------------------|-------------------------|
| ENSG00000105325 | <i>FZR1</i>          | CCGCTCAGACCAGCCCACGG    | CAGCAGCTCATTCTTGAGCA    |
| ENSG00000197323 | <i>TRIM33</i>        | CTTGCAGAGCCGGCGTGAGG    | TTACTAAAGATCACTTGATC    |
| ENSG00000100029 | <i>PES1</i>          | GCATGAACTCCACAGTGAGC    | GCTGTGCCGCCGGCTCACTG    |
| ENSG00000111641 | <i>NOP2</i>          | GTATTGGTCCGGAGGGTGAC    | GAAGATGGTATGGTGAACCA    |
| ENSG00000145041 | <i>VPRBP</i>         | ACATGGTACCTATCCTTACC    | TATTCATACCTGGTAAGGAT    |
| n.a.            | <i>Non-targeting</i> | GTGACTAGACCCTTACGCGG    | GATCGGCGGGTTACCTCTGA    |

**Supplementary Table 7 | Primers for amplifying the genomic regions targeted by individual sgRNAs.**

| <b>sgRNA name</b>    | <b>Forward primer</b>        | <b>Reverse primer</b>         |
|----------------------|------------------------------|-------------------------------|
| <i>sgFZR1-1</i>      | GTGGAGGGATGAATGTACCCATGG     | CCACTGGACCTGCCATCCTTTC        |
| <i>sgFZR1-2</i>      | ACAGGATTAAACGTGAGGGGCTG      | CCGTGAACAGACCCTTCTTCTCAG      |
| <i>sgTRIM33-1</i>    | TTCATCTCCTGCGGCCTCAG         | CAGCTTCTCTGGAAAGTGTCCAG       |
| <i>sgTRIM33-2</i>    | TCTGCACAGACTTCGTGTTCTCAG     | ACCAGATGCTCCAACAGACTCTGTAG    |
| <i>sgPES1-1</i>      | GCATCCTGGTTAAGTGGTTCCTCC     | GAGACATCTGGGTGAAGACCATGG      |
| <i>sgPES1-2</i>      | TTAAGTGGTTCCTCCTAGGGGCTG     | ATGCCTTTGATGGACAGGAAGACC      |
| <i>sgNOP2-1</i>      | TTGGCAAGCTCATGGACCTCTTC      | AGAGACATCAGGCCTCTGGGTTTG      |
| <i>sgNOP2-2</i>      | TGAGGGGTAGAAAGTACAGGCTCC     | CCTCTAGTCAGGCTTATCCTTGCC      |
| <i>sgVPRBP-1, -2</i> | GCCATGACTACAGTAGTGGTACATGTGG | ACAGCTTCAGGAAGTAGGGAGATAAAGAC |

**Supplementary Table 8 | Imaging acquisition parameters for fluorescence microscopy.**

| Figure                         | Construct                              | Label             | Microscope                     | Objective | Excitation (nm) | Emission (nm) | Fluorophore concentration |
|--------------------------------|----------------------------------------|-------------------|--------------------------------|-----------|-----------------|---------------|---------------------------|
| <b>1c</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
| <b>1f</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | CPY               | Leica Stellaris 5 confocal     | 0.75-NA   | 610             | 620-720       | 25 nM                     |
| <b>1h</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                |                                        | JF <sub>552</sub> |                                | 0.75-NA   | 550             | 560-600       | 100 nM                    |
|                                |                                        | CPY               |                                |           | 610             | 620-660       | 25 nM                     |
|                                |                                        | JF <sub>669</sub> |                                |           | 669             | 679-750       | 100 nM                    |
| <b>4a</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                | NES-Kinprola <sub>PKA_T/A</sub> -mEGFP | CPY               |                                | 0.75-NA   | 610             | 620-720       | 25 nM                     |
|                                | NES-Kinprola <sub>on</sub> -mEGFP      |                   |                                |           |                 |               |                           |
| <b>4c</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                |                                        | CPY               |                                | 0.75-NA   | 610             | 620-720       | 125 nM                    |
| <b>5b,c</b>                    | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | ZEISS LSM 710 upright confocal | 20× water | 488             | 498-550       | -                         |
|                                | NES-Kinprola <sub>PKA_T/A</sub> -mEGFP | CPY               |                                | 0.5-NA    | 633             | 638-747       | 250 nM                    |
| <b>5d</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica SP8X                     | 40× oil   | 488             | 498-550       | -                         |
|                                | NES-Kinprola <sub>PKA_T/A</sub> -mEGFP | CPY               |                                | 1.3-NA    | 610             | 620-720       | 250 nM                    |
| <b>5h</b>                      | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica SP8X                     | 20× dry   | 488             | 498-550       | -                         |
|                                |                                        | CPY               |                                | 0.7-NA    | 610             | 620-720       | 100 nmol                  |
| <b>Extended Data Fig. 5</b>    | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                |                                        | JF <sub>552</sub> |                                | 0.75-NA   | 550             | 560-600       | 100 nM                    |
|                                |                                        | CPY               |                                |           | 610             | 620-660       | 25 nM                     |
|                                |                                        | JF <sub>669</sub> |                                |           | 669             | 679-750       | 100 nM                    |
| <b>Extended Data Fig. 6d</b>   | NES-Kinprola <sub>PKA</sub> -mTagBFP2  | mTagBFP2          | Leica Stellaris 5 confocal     | 40× water | 405             | 415-480       | -                         |
|                                | Kinprola <sub>PKA</sub> -mEGFP-NLS3×   | mEGFP             |                                | 1.1-NA    | 488             | 498-550       | -                         |
|                                |                                        | CPY               |                                |           | 612             | 620-700       | 50 nM                     |
| <b>Extended Data Fig. 9a,e</b> | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                |                                        | CPY               |                                | 0.75-NA   | 610             | 620-720       | 125 nM                    |
| <b>Extended Data Fig. 9b</b>   | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |
|                                |                                        | CPY               |                                | 0.75-NA   | 610             | 620-720       | 25 nM                     |
| <b>Supplementary Fig. 2</b>    | NES-Kinprola <sub>PKA</sub> -mEGFP     | mEGFP             | Leica Stellaris 5 confocal     | 20× water | 488             | 498-550       | -                         |

|                               |                                    |       |                            |           |     |         |                |
|-------------------------------|------------------------------------|-------|----------------------------|-----------|-----|---------|----------------|
| <b>Supplementary Fig. 4</b>   | NES-Kinprola <sub>pKA</sub> -mEGFP | CPY   | Leica Stellaris 5 confocal | 0.75-NA   | 610 | 620-720 | 25 nM          |
|                               |                                    | mEGFP |                            | 20× water | 488 | 498-550 | -              |
| <b>Supplementary Fig. 10a</b> | NES-Kinprola <sub>pKA</sub> -mEGFP | CPY   | Leica Stellaris 5 confocal | 0.75-NA   | 610 | 620-720 | 10, 25, 125 nM |
|                               |                                    | mEGFP |                            | 20× water | 488 | 498-550 | -              |
| <b>Supplementary Fig. 11b</b> | NES-Kinprola <sub>pKA</sub> -mEGFP | CPY   | Leica Stellaris 5 confocal | 0.75-NA   | 610 | 620-720 | 125 nM         |
|                               |                                    | mEGFP |                            | 20× water | 488 | 498-550 | -              |
| <b>Supplementary Fig. 12a</b> | NES-Kinprola <sub>pKA</sub> -mEGFP | CPY   | Leica SP8X                 | 0.75-NA   | 610 | 620-720 | 125 nM         |
|                               |                                    | mEGFP |                            | 20× dry   | 488 | 498-550 | -              |
|                               |                                    | CPY   |                            | 0.7-NA    | 610 | 620-720 | 100 nmol       |

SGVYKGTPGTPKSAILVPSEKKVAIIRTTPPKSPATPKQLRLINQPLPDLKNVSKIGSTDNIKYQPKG  
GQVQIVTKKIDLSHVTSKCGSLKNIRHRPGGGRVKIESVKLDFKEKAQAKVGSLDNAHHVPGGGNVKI  
DSQKLNFRÉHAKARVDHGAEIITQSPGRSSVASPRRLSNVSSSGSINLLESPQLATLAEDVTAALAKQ  
GL

### **Purification sequences**

>Poly-histidine tag + TEV cleavage sequence (N-terminal)  
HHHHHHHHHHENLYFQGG (pET-51b(+)) plasmid)

## Supplementary Note 2 | Uncropped scans of all blots

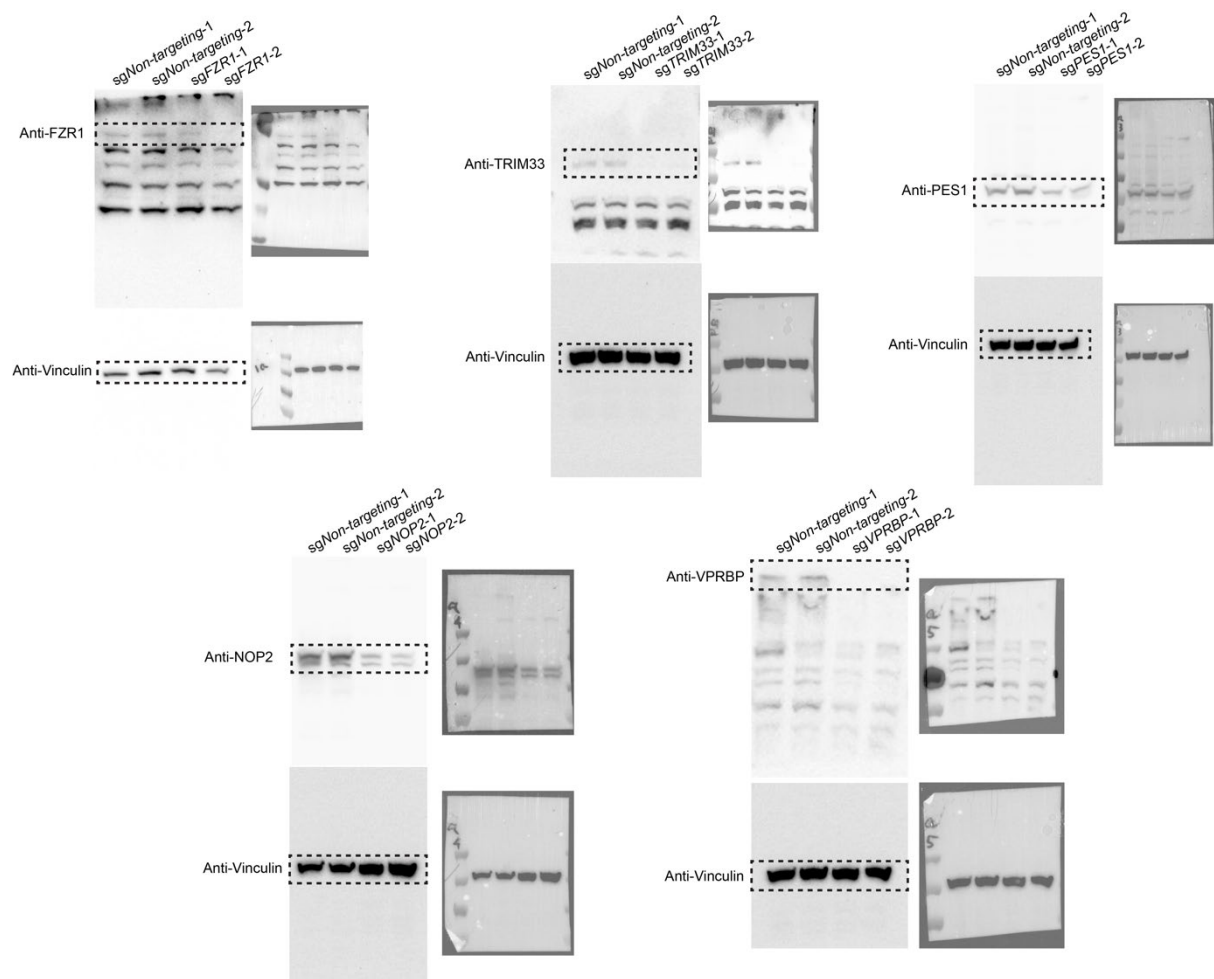

**Supplement:** Supplementary file 1 — Supplementary Figs. 1–12, Tables 1–8 and Notes 1 and 2.

# Supplementary material for: Molecular recording of cellular protein kinase activity with chemical labeling
**Source:** Nat Chem Biol. 2025 Jul 10;21(11):1818–27. doi: 10.1038/s41589-025-01949-6
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Plate reader: Tecan Sparkcontrol Method Editor Version 2.2<br>Confocal Microscopy: Stellaris 5 (Leica), upright LSM 710 confocal microscope (ZEISS), SP8X confocal microscope (Leica)<br>FACS: BD FACSMelody Cell Sorter, BD FACSAria Fusion Special Order System<br>Flow cytometry: BD Fortessa X-20 Cell Analyzer<br>Thermal stability: Prometheus NT48 nanoscale differential scanning fluorimeter<br>Western blot: ChemiDoc MP imager (Bio-Rad)<br>RNA sequencing: NovaSeq6000 device (Illumina), STAR56 (v.2.5.3a), GENCODE (v.32), DeSeq2 (v1.38.3), ShinyGO (RRID:SCR_019213, v.0.741 and v.0.80)<br>CRISPR screen: Illumina NextSeq 500/550 system, MAGECK version 0.5.9.4 package<br>Schematic elements: BioRender ( <a href="https://www.biorender.com/">https://www.biorender.com/</a> ) |
| Data analysis   | ImageJ/Fiji (version 2.9.0/1.54h), FlowJo suite (version 10.10.0), Image Lab software (Bio-Rad, version 6.1.0), Excel (version 16.78.3), R package (version 4.3.1, 2023-06-16), OriginPro 2020b (OriginLab), GraphPad Prism (version 10.2.1).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the paper or the supplementary materials. Plasmids of interest from the study have been deposited in Addgene, and accession codes are provided in the supplementary information. GRCh38 human reference genome was downloaded under ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001405.26/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.26/)). Raw RNA-Seq data and raw sequencing data of CRISPR screen have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE269419 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269419>) and GSE277987 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277987>). Reagents and materials are available from the corresponding authors upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on experiences in prior similar studies or samples were acquired until a clear trend was evident. e.g., Science 383, 890–897 (2024); Nat. Chem. Biol. 20, 894–905 (2024); Nat. Methods 21, 1725–1735 (2024); Nat. Commun. 15, 7804 (2024).                                                                                        |
| Data exclusions | For RNA sequencing analysis, genes with fewer than 10 total counts across all samples were excluded, consistent with the filtering criteria used in similar studies by our group and collaborators. e.g, Science 383, 890–897 (2024); Nat. Commun. 15, 968 (2024). No other data was excluded.                                                            |
| Replication     | All replicates were successful. The exact number of replicates is indicated in the corresponding figure legends.                                                                                                                                                                                                                                          |
| Randomization   | Cells, slices and animals were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                               |
| Blinding        | ELISA and genotyping experiments were conducted by a separate experimenter who was blinded to the experimental conditions. For other data collection and analysis, investigators were not blinded, as the experimental conditions were inherently obvious to the researchers and the analysis was performed objectively and not subjective to human bias. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Commercial primary antibodies:

FZR1/Cdh1 Polyclonal antibody (Proteintech, 16368-1-AP, Lot no. 00041419),  
 TRIM33 Polyclonal antibody (Proteintech, 55374-1-AP, Lot no. 09000804),  
 PES1 Polyclonal antibody (Proteintech, 13553-1-AP, Lot no. 00054973),  
 VPRBP Polyclonal antibody (Proteintech, 11612-1-AP Lot no. 00085369),  
 NOP2 Polyclonal antibody (Proteintech, 10448-1-AP, Lot no. 00021873),  
 Anti-Vinculin antibody (Sigma-Aldrich, V9264, Lot no. 0000312702)

Commercial secondary antibodies:

Horseradish peroxidase (HRP)-AffiniPure Polyclonal Goat Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, JIM-115-035-003, Lot no. 174329),  
 HRP-AffiniPure Polyclonal Goat Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, JIM-111-035-003, Lot no. 174633)

## Validation

All antibodies are validated by vendors indicated above. Many references are listed on respective manufacture's websites. Below we list one reference for each antibody.

FZR1/Cdh1 Polyclonal antibody, DOI: 10.1126/sciadv.abg9335  
 TRIM33 Polyclonal antibody, DOI: 10.1038/s41467-021-26807-6  
 PES1 Polyclonal antibody, DOI: 10.1186/s13046-021-02162-8  
 VPRBP Polyclonal antibody, DOI: 10.1016/j.molcel.2018.05.007  
 NOP2 Polyclonal antibody, DOI: 10.1016/j.celrep.2023.113280  
 Anti-Vinculin antibody, DOI: 10.1038/s41467-021-27077-y  
 HRP-AffiniPure Polyclonal Goat Anti-Mouse IgG (H+L), DOI: 10.1038/s41467-025-56675-3  
 HRP-AffiniPure Polyclonal Goat Anti-Rabbit IgG (H+L), DOI: 10.1038/s41589-024-01614-4

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HeLa Kyoto Flp-In cell (RRID:CVCL\_192219, from Cell Biology and Biophysics Unit, European Molecular Biology Laboratory, Heidelberg, Germany), Cell 126, 473–484 (2009); Science 383, 890–897 (2024).  
 HEK293 cell from Leibniz Institute DSMZ German Collection of Microorganisms and Cell Cultures (ACC-305)  
 HEK293 Flp-In-TREx cell from Thermo Fisher Scientific (R78007)  
 Patient derived glioblastoma cell line (PDGCL) S24 was established in CCU Neurooncology, German Cancer Research Center, Heidelberg. J. Neurochem. 131, 251–264 (2014).  
 RKO cell from ATCC (CRL-2577)

## Authentication

S24 (human, female) was regularly checked for authenticity and absence of infections, such as mycoplasma and non-human cell contamination, as part of the multiplex cell contamination test (Multiplexion GmbH). S24 was further authenticated as GB by 850k methylation EPIC array (#WG-317-1003, Illumina) as described in Cell 185, 2899–2917.e31 (2022); Nature 613, 179–186 (2023).  
 The other cell lines were not further authenticated.

## Mycoplasma contamination

Cell lines have been tested by PCR regularly and were negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Postnatal P0–P1 Wistar rats of both sexes were used for neuron preparation. Male C57BL/6N mice (6–8 weeks of age) were used for acute brain slice preparation and in vivo labeling. Mice were group- or pair-housed in a temperature-controlled (18–23°C) and humidity-controlled (40–60%) room with a 12-h light/dark cycle. Food and water were available ad libitum.

## Wild animals

The study did not involve wild animals.

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Animal sex was not considered a biological variable in the study design, as the primary goal was to demonstrate a new method rather than report biological findings. For the available and consistent supply, rats of both sexes were used for neuron preparation, and male mice were used during the acute brain slice and in vivo labeling experimental periods.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | For primary rat hippocampal neurons preparation, all procedures were conducted in strict accordance with the Animal Welfare Act of the Federal Republic of Germany (Tierschutzgesetz der Bundesrepublik Deutschland, TierSchG) and the Animal Welfare Laboratory Animal Regulations (Tierschutzversuchsverordnung). According to these regulations, no ethical approval from an ethics committee is required for euthanizing rodents when the organs or tissues are used for scientific purposes. The euthanasia procedure for rats in this study was supervised by animal welfare officers of the Max Planck Institute for Medical Research and was carried out and documented in compliance with the TierSchG (permit number assigned by the Max Planck Institute for Medical Research: MPI/T-35/18).<br>For acute brain slice and in vivo labeling, all procedures for animal surgery and experimentation were performed using protocols approved by the Institutional Animal Care and Use Committee at Peking University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                          |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Samples for flow cytometry and FACS were prepared as stated in the corresponding method sections.                                                                                                                                                        |
| Instrument                | BD Fortessa X-20 Cell Analyzer, BD FACSMelody Cell Sorter, BD FACSAria Fusion Special Order System                                                                                                                                                       |
| Software                  | FlowJo (version 10.10.0)                                                                                                                                                                                                                                 |
| Cell population abundance | Cell population abundance for RNA-Seq and CRISPR screen is described in the method section.                                                                                                                                                              |
| Gating strategy           | Hierarchical gating of live cells (SSC-A/FSC-A), single cells (SSC-H/SSC-A) and labeling (label channel/expression channel).<br>Gating strategy is described in the method section and exemplified in Extended Figure 8b, Supplementary Figures 3 and 5. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

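The data are from a pooled CRISPR-knockout screen in RKO cells, an established colon carcinoma line, that express Kinprola_PKA_ and Cas9. Cells carrying the HD CRISPR sublibrary A were labeled with 125 nM CPY-CA for 30 min on day 6 and sorted by CPY-CA/EGFP into high (around 25%), medium (around 50%) and low (around 25%) populations. There were 2 screens, numbered replicates 2 and 3 in the sample labels, and each had 1 library per population and 1 of day 0 (T0). The medium population is called basal in the labels. The paper's text does not describe T0, so the comparison with it was treated as data that the paper does not report. Which of the paper's screens carries which number was not settled, and no result here needs it.

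The authors demultiplexed and counted the reads with MAGeCK 0.5.9.4, as the methods and the submitters' processing notes say, and deposited raw counts per sgRNA for each of the 4 sequencing lanes of a library. An aligner or a genome build is not given in the sources used here and is not needed to count sgRNA sequences. The deposited table also has 4 columns that match no sample of the series, and these were not used. The lanes of a library were summed after a chi-square test over sgRNAs with at least 20 reads showed that they differed by about the sampling noise. This gave 8 libraries of 23369720 to 31777138 reads, 221561667 in all, with medians of 260 to 356 reads per sgRNA. Of 74987 sgRNAs, 41 had no read in any library, and 82 to 166 had none in a given library. PCR reads without molecular identifiers are not independent molecules, so intervals cover less than the full error.

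For the gene test, counts were scaled to the mean library total, a pseudocount of 1 read was added and log2 was taken. The difference between populations was computed within each screen and averaged over the sgRNAs of a gene. limma 3.58.1 (lmFit and eBayes, R 4.3.3) tested the mean of the 2 screens against 0. Benjamini-Hochberg adjustment covered 18659 entries, and genes at an FDR under 0.05 were counted over the 18638 entries with an Ensembl identifier. The other 21 entries are controls. The comparisons were high versus low, low versus medium, high versus medium, low plus high minus 2 times medium (the asymmetry about medium), and sorted cells versus T0, for which the log2 values of high, medium and low were weighted by 0.25, 0.5 and 0.25. The study's methods name the steps of the gene test but not the scaling or the pseudocount, and its removal of core-essential genes by DepMap score was not applied here. The fold change within a screen makes the screen a block by construction, since the paper states that the screens were independent. As a check, the deviations of same-numbered libraries from the population means correlated at 0.161 for high and medium, 0.123 for high and low and 0.158 for medium and low.

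Single sgRNAs were tested with edgeR 4.0.16 (quasi-likelihood test on the deposited counts, the 6 sorted libraries, the screen as a block). Gene lists were tested with limma's cameraPR at a preset correlation of 0.01 and again by camera with a correlation estimated from the libraries, with adjustment over 30 lists. The test with the estimated correlation has 2 residual degrees of freedom. Another test kept cameraPR and changed only the correlation, to the larger of the preset and the estimated one. Null genes were made by joining the 278 sgRNAs without a target into 69 groups of 4, in 21 random groupings. Groups of control sgRNAs and the ribosomal subunits were compared by two-sided permutation tests with the smallest possible p of 1e-05, and their intervals are 95% bootstrap intervals. A gene was called lost since T0 when its log2 fold change was −1 or lower at an FDR under 0.05. This measure averages log2 values, so a gene spread unevenly over the populations falls more than its total reads do. Gene names and coordinates come from GENCODE release 44 (GRCh38), which named 18585 of the 18638 Ensembl identifiers and left 53 unnamed. The symbols AKAP2, RPL17 and NDUFC2 of the lists were not found in the library table. The counts over gene lists and over the largest changes include some genes whose single results are not reported here. The sequences of the individual sgRNAs were matched to both strands of the GRCh38 chromosomes, with an NGG motif required 3′ of the match. Python 3.11.15 was used to prepare the counts and to draw the figures.

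The gene and sgRNA tests of high versus low and the list test were tried on simulated counts with the means and totals of the real libraries. For high versus low with 200 of 18638 genes changed, limma on the 2 fold changes recovered 100% of the genes changed by a log2 of 1 and 100% of those changed by 2, with 17 unchanged genes called. edgeR per sgRNA recovered 75.8% of the sgRNAs changed by a log2 of 1 and 100% of those changed by 2, with 27 unchanged sgRNAs called of 74707 tested. Of the sgRNAs changed by a log2 of 1, 107 of 198 were recovered under the median of 312 reads and 194 of 199 from there on. Of 50 unchanged gene lists, 0 were called by camera, and the 1 changed list was called.

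The genes named in the text follow a rule set before the data were examined. It takes every gene that the paper names for the screen, the 10 genes with the largest change in each direction of high versus low and the 5 in each direction of the other comparisons (FDR under 0.05, the same sign in both screens, at least 3 of 4 sgRNAs of that sign), members of the cAMP and PKA lists that pass, up to 4 members that pass in each other list, and the genes that the source table of Fig. 3c prints for its terms. The top of the source table of Fig. 3b, which holds values per gene, had been seen when this rule and the lists were written.

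The alternatives set before the data were examined were pseudocounts of 5 and 0.5, TMM and DESeq2 1.42.0 size factors as scaling, sgRNAs with at least 50 reads, the median over sgRNAs, limma's trend and robust options, limma on the 6 libraries with and without the replicate block, edgeR and DESeq2 on gene sums, an FDR under 1e-05, at least 2 sgRNAs past edgeR in the same direction in addition to limma, leaving out genes lost since T0, equal weights for the populations against T0, each screen alone, and leaving out each library in turn, for which limma was run on the 6 libraries with the replicate block. Centring on the sgRNAs without a target, leaving out the AAVS1 sgRNAs that fell by a log2 of at least 1 since T0, the list test with only the correlation changed, and the test of the anaphase promoting complex without *FZR1* were added after seeing the data. The samples of the glioblastoma RNA sequencing and the experiments with individual knockouts were not analysed here.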

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

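These results come from data that the paper's text does not report on, that is, the T0 libraries, the control sgRNAs (of which the source table of Fig. 3b marks the EGFP entry as a hit), and gene groups outside those it discusses. The tests of Cas9 cutting for EGFP (difference to AAVS1), of the control pool, of lost genes with no sgRNA of at least 200 reads, of lost genes called on sgRNAs under 200 reads and of AAVS1 without its lost sgRNAs, the centring, and the list test with only the correlation changed were chosen only after the result was seen.

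The sgRNAs against EGFP, the protein by which labeling is normalized, had a mean log2 fold change of 1.97 in high versus low, against −0.11 for the sgRNAs without a target (difference 2.08, 95% interval 1.57 to 2.60; permutation p = 1e-05, the smallest possible; adjusted p = 1.4e-05 over 7 such comparisons by permutation). Of the 22 sgRNAs, 17 were positive in both screens (77.3%, exact 95% interval 54.6% to 92.2%). The bound of 18, set in advance to argue against a few aberrant sgRNAs, was missed by 1, so that test is undecided. The interval excludes the 11 of 22 that this explanation allows, but this comparison was not the bound set in advance. Cas9 cutting as such is argued against by the difference of 1.885 to the sgRNAs against AAVS1, which also cut (95% interval 1.35 to 2.45). What stays open is that a knockout of EGFP may raise the ratio CPY-CA/EGFP through its denominator and that cells without EGFP signal may have been left out by the sort, for which a difference of −3.104 to the sgRNAs without a target in sorted cells versus T0 was found (95% interval −3.76 to −2.40), in a test that could have come out the other way; no biological explanation was tested.

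Between T0 and the sort, the sgRNAs of 1508 genes fell and those of 174 rose (limma; 6508 and 27 when centred on the sgRNAs without a target), and of 615 genes that fell by a log2 of at least 1, 341 were higher and 97 lower in high versus low. Chance spread at low read counts is argued against by the correlation between the screens in high versus low, 0.86 across these 615 genes, which are not independent replicates, and 0.83 across the 332 of them with no sgRNA of at least 200 reads (95% interval 0.79 to 0.86). Slower growth as such is argued against by gene lists that were lost and went apart: of 9 lists with a median under −1 since T0, 6 were called higher and 2 lower in high versus low (camera; 5 and 2 with only the correlation changed, to the larger of the preset and the estimated one, and none with an estimated correlation on 2 residual degrees of freedom). Low read counts as the whole cause are argued against for 76 lost genes that passed the threshold on their sgRNAs under 200 reads alone (limma), since their 110 sgRNAs with at least 200 reads, which had no part in that call, went in its direction for 75 of the 76 genes, by a median log2 of 1.57 (95% interval 1.15 to 1.85), whereas a ratio of 0.81 between the median changes of such sgRNAs and of all sgRNAs (203 lost genes past the threshold, 95% interval 0.71 to 0.90, which spans the bound of 0.8) decides nothing by itself, as the same sgRNAs entered the call. That these knockouts change PKA activity, EGFP level or dye labeling in dying cells was not tested. Loss was taken from the weighted mean of log2 values, which a strong change between populations also lowers. How much of the overlap with high versus low comes from that was not tested.

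The sgRNAs without a target had a mean log2 fold change of 0.22 since T0, relative to the library totals, and of −0.11 in high versus low. Olfactory receptor sgRNAs, which cut genes these cells are not known to use, lay 0.103 above them in high versus low (95% interval 0.06 to 0.14; permutation p = 1e-05, the smallest possible; 0.11 and 0.10 in the screens labelled replicates 2 and 3). AAVS1 sgRNAs lay 0.195 above them (0.03 to 0.36; permutation p = 5e-04), but 0.039 (−0.10 to 0.16; permutation p = 0.5; 0.003 and 0.074 in the screens) without the 8 of 50 that fell by a log2 of at least 1 since T0. Cas9 cutting as such cannot be told apart from a cloning of the control sgRNAs as another pool than the gene sgRNAs, since the AAVS1 difference depends on those 8 sgRNAs, its interval spans the bound of 0.1 set for the pool, and the 35 olfactory receptor sgRNAs of the control set lay 0.055 above (−0.01 to 0.13; permutation p = 0.3). No biological explanation was tested.

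Of the 30 Mediator genes, which the paper does not discuss, 28 were higher in high versus low. The mean of the large ribosomal subunit genes lay −1.48 from that of the small subunit genes in high versus low (−0.98 over 44 and 0.51 over 32 genes; permutation p = 1e-05, the smallest possible; −1.49 and −1.47 in the screens), and −0.23 from it since T0 (permutation p = 0.2). The permutation treats the genes of a complex as independent, and with the genes that fell by a log2 of at least 1 since T0 left out, 5 large and 1 small subunit genes remain and camera called neither list (adjusted p = 0.137, with the direction turned, and 0.143). Both lists also lost their call with an estimated correlation on 2 residual degrees of freedom (adjusted p = 0.0919 each), but kept it with only the correlation changed (adjusted p = 2.74e-16 and 1.41e-06).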

How the results depend on the processing

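Centring on the sgRNAs without a target, leaving out AAVS1 sgRNAs that fell since T0 (difference 0.039, no longer past the threshold) changing only the correlation of the list test, and leaving *FZR1* out of its list (adjusted p = 1.04e-06) were chosen after seeing the data; all other settings were set before. Leaving out a library of the population not compared returns the fit reported for limma on genes, and 1 screen alone cannot leave the spread between the 2, so neither is counted here. Over the other settings, 68 counts stayed within 1.5 times the value reported and 45 did not. Of the single genes named, 2677 values stayed on their side of the threshold, 246 no longer passed and 11 newly passed; 6 values changed sign, none of them past the threshold as reported or in that setting. For the gene lists these numbers were 201, 22 and 15, and 1 list reversed: large ribosomal subunit proteins with genes lost since T0 left out (adjusted p = 0.137 by camera, 5 genes left), where RNA polymerase II subunits and the proteasome had no gene left to test. With an estimated correlation, 0 of 16 list calls were kept, but that test has 2 residual degrees of freedom; with only the correlation changed, 15 were kept (V-ATPase lost, adjusted p = 0.0879). The 1487 genes of high versus low (limma) became 258 at an FDR under 1e-05, 790 when 2 sgRNAs had to pass edgeR too, in the same direction, 17 when centred with an FDR under 1e-05, and 642 to 1487 with 1 library left out (919 and 642 without the high and low library of replicate 2, 972 and 657 for replicate 3, where limma on all 6 libraries gave 1212). Of the 1487 genes, 1260 were shared with the centred calls, 1289 with edgeR and 1264 with DESeq2 on gene sums with the replicate block, and 1064 with limma on 6 libraries with no replicate block. The 506 genes of low versus medium became 824 with the median over sgRNAs, 974 with edgeR and 782 with DESeq2 on gene sums (replicate block), 258 with limma on 6 libraries and no replicate block (385 with it), 0 at an FDR under 1e-05 (2073 had an unadjusted p under 0.05), 219 when 2 sgRNAs had to pass edgeR too, 298 without genes lost since T0, and 31 to 506 with 1 library left out (74 and 31 without the low library of replicate 2 and 3, where all 6 libraries gave 385). The 334 genes of high versus medium became 673 with the median, 919 when centred, 790 with edgeR and 660 with DESeq2 (replicate block), 581 with edgeR and no replicate block (790 with it), 0 at an FDR under 1e-05 (1866 unadjusted), 186 when 2 sgRNAs had to pass edgeR too, 132 without lost genes, and 313 to 450 with 1 library left out. The 7 asymmetric genes became 82 with a pseudocount of 5, 86 with sgRNAs of at least 50 reads and 241 with the median. The 1682 genes of sorted cells versus T0 became 6535 when centred, with 0.413% of them higher where the scaling used here gave 10.3%. The 3364 sgRNAs became 2202 with DESeq2 (replicate block) and 1855 to 3419 with 1 library left out (1889 without high and 1855 without low of replicate 2, 1986 without low of replicate 3). The 2 null genes past the threshold became 0 to 4 over the groupings. Within the same tool, leaving out the block moved 1 count by over 1.5 times, from 406 to 270 in high versus medium with limma on 6 libraries. The cause of these shifts was not tested, except that leaving out a library leaves 1 screen's population assumed to vary like the others, and that a stricter FDR or fewer genes give fewer calls by construction. Of the paper's genes, high versus low was called in all 18 settings except for VPRBP (17). At an FDR under 1e-05, which is not among these settings, ADCY7 (adjusted p = 0.000264) and VPRBP (adjusted p = 4.83e-05) no longer passed (limma). PRKACA, GNAS and ADCY7 were called in 0 of 18 settings in high versus medium, and in 18, 16 and 16 of 18 in low versus medium, where GNAS and ADCY7 lost their call without either low library, and TRIM33 lost its call with limma and no replicate block (adjusted p = 0.153; 0.143 in high versus medium). Depth limits single sgRNAs: of simulated sgRNA changes of a log2 of 1, edgeR recovered 107 of 198 under the median of 312 reads and 194 of 199 from there on.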

Differences from the paper's values

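The paper reports 340 genes past an FDR of 0.05 in high versus low, 45 of them with decreased and 295 with increased normalized labeling, where 1487, 508 and 979 were counted here at that threshold, without the paper's filter on core-essential genes, which was not applied here. Of the alternatives set before the data were examined, an FDR under 1e-5 gave 258, 48 and 210, each within 1.5 times of the paper's count, and all others gave counts over 1.5 times the paper's. The paper's source table of Fig. 3b, of which the copy used here holds the first 1999 of 18659 entries, marks 295 entries as higher. Their largest FDR in that table is 9.89e-06, the smallest FDR of an unmarked entry is 1.01e-05, and 1374 of the held entries have an FDR under 0.05. Among the 295 are 133 with the dependency entry "high" and the EGFP control entry. All 295 passed the threshold of 0.05 here (limma). Across the 1999 entries, the paper's mean fold change and that computed here correlated at r = 0.981, with the paper's higher by a median of 0.10. The copy runs in falling order of the paper's mean fold change and ends at 0.32, so it holds the entries with the highest values in the paper, and this choice by itself raises that median.

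In the source tables against medium, the paper's largest FDR of a marked entry is 0.00497 for high versus medium (476 marked of the first 1999 entries, 308 of which passed here) and 0.00485 for low versus medium (140 marked of 537 entries held, 134 of which passed here).

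For TRIM33 in high versus medium, the paper's source table gives a log2 fold change of 1.44 (SD of 0.02 between its replicates), where 1.12 was computed here. Of the alternatives set before the data were examined, the median over sgRNAs (1.42) came within the larger error, and no other did. For PRKACA in low versus medium, the paper's value is 1.33 (SD 0.05), where 1.48 was computed here, and no alternative came within the larger error (1.40 to 1.51). For NOP2 in low versus medium, the paper's value is 0.82 (SD 0.03), where 0.90 was computed here. It came within the larger error with a pseudocount of 5 (0.86), sgRNAs with at least 50 reads (0.82), the median over sgRNAs (0.89), edgeR and DESeq2 on gene sums with the replicate block (0.83 each), edgeR without it (0.83), without the low library of replicate 2 (0.81) and in the screen labelled replicate 3 alone (0.85), and with none of the other alternatives.

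The paper places nucleosome organization among the terms of genes whose knockout decreased PKA activity. Of the 6 genes its source table gives for that term, 3 were lower here (ACTR6, VPS72, SMARCB1) and 3 higher (BRD2 at 0.73, HIRA at 0.53 and ASF1A at 0.74), and the paper's own source table gives mean fold changes of 0.80, 0.79 and 0.85 for the last 3. Of the 40 terms that the source table of Fig. 3c places on that side, 15 had more genes lower than higher here, 15 more genes higher than lower and 10 as many of each, and all 40 terms on the other side had higher genes only. Among the 15 with more higher genes is regulation of protein localization to membrane, where 3 of the 3 genes given were higher, with a median log2 fold change of 0.74, as are multicellular organismal homeostasis (6 of 11 higher and 5 lower) and positive regulation of kinase activity (10 of 13 higher and 3 lower). For the terms of G-protein-coupled receptor and second messenger signaling, 5 of 6 and 4 of 4 genes were lower here, as the paper states.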

Other observations

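The comparison of control entries with genes of the same name was chosen only after the result was seen.

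The members of several complexes were counted on each side of the medium population, where the largest p called was 0.00136 in low versus medium and 0.000897 in high versus medium (limma). Of 36 DNA replication genes, 22 were higher in high versus medium and none lower (29 adjusted over the list alone), and 6 were lower in low versus medium (11 adjusted over the list alone). The proteasome had 11 of 31 higher in high versus medium (19 higher and 1 lower adjusted over the list alone), and 6 higher and 2 lower in low versus medium (9 and 3 adjusted over the list alone). Ribosome assembly factors had 27 of 34 higher in low versus medium (28 adjusted over the list alone) but 2 lower in high versus medium (8 adjusted over the list alone). Large ribosomal subunit proteins had 24 of 44 higher in low versus medium (30 higher and 2 lower adjusted over the list alone), and 1 higher and 5 lower in high versus medium (3 and 10 adjusted over the list alone). CRL4 with DCAF1 and the COP9 signalosome had 8 of 14 higher in low versus medium (10 adjusted over the list alone) and 1 higher in high versus medium (1 higher and 1 lower adjusted over the list alone). Mediator had 18 of 30 lower in low versus medium (25 adjusted over the list alone) and 14 higher in high versus medium (26 adjusted over the list alone), and SAGA had 11 of 15 lower (12 adjusted over the list alone) and 8 higher (14 adjusted over the list alone). The difference between the sides was not tested for lists. For single genes, the asymmetry about medium passed for 7 genes (limma), with RPL10A at 2.74, RPL7L1 at 2.56, PCF11 at 2.49, EIF5B at 2.44 and PSMA6 at 2.42 (adjusted p = 0.0304 each, limma).

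Between T0 and the sort, the largest losses were those of RRM1, a subunit of ribonucleotide reductase (log2 fold change −4.25, SE 0.11), the Sm protein SNRPB (−4.19, SE 0.09), the proteasome subunits PSMD7 (−4.10, SE 0.10) and PSMD14 (−3.97, SE 0.10) and the mitotic kinase AURKB (−4.03, SE 0.14). The largest gains were those of MAP1B (0.96, SE 0.09), a microtubule-associated protein, DMRTA1 (0.90, SE 0.09) and C10orf67 (0.70, SE 0.09). Across 18638 genes, which are not independent replicates, the change since T0 and the high versus low change correlated with Spearman's rho = −0.195.

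Of 10 control entries named by the symbol of a gene (AQR, COPZ1, EIF2B3, HSPA9, LUC7L3, NUP93, PAFAH1B1, PSMA3, PSMB2 and SRBD1), each with 5 sgRNAs, the mean log2 fold change since T0 was −0.01 (lowest entry −0.12, highest 0.14), where the Ensembl entries of the same genes had a mean of −1.88 (lowest −3.31, highest −0.59). What the sgRNAs of these control entries target is not stated in the sources used here.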
